# Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring

**DOI:** 10.1097/HC9.0000000000000795

**Published:** 2025-10-07

**Authors:** Morten Dall, Ben Stocks, Daniel T. Cervone, Atul S. Deshmukh, Jonas T. Treebak

**Keywords:** dedifferentiation, hepatocytes, liver, multi-omics, proteomics, RNAseq, single-nucleus RNAseq

## Abstract

**Background:**

Primary hepatocytes are commonly used in vitro to model liver metabolism, but prolonged culturing results in dedifferentiation and potentially limits the applicability of this model.

**Methods:**

We characterized the transcriptome and proteome of full liver and primary hepatocytes as either freshly isolated cells or after 24 hours of 2D-culturing.

**Results:**

We found that 2D-culturing for 24 hours changes more than 10,000 genes and 3000 proteins compared with freshly isolated cells, accompanied by a decrease in transcriptional heterogeneity and a loss of zonal markers. Moreover, there were changes in proteins associated with the extracellular matrix, in mitochondrial and ribosomal protein abundances, as well as an increase in the abundance of acute-phase response proteins.

**Conclusion:**

Collectively, primary mouse hepatocytes in culture rewire the transcriptome and proteome, which may affect the utility of this model to study physiological and molecular mechanisms related to the liver. We developed the Shiny app “Hepamorphosis” (https://cbmr.ku.dk/research/resources/shiny-apps/), which allows users to explore RNA/protein correlations, zonation profiles, and cell-type-specific transcription in full liver and cultured hepatocytes.

## INTRODUCTION

The liver is central to whole-body glucose and lipid homeostasis, and dysregulation of its metabolic function can lead to metabolic dysfunction–associated fatty liver disease (MAFLD).^1^^,^^2^ Hepatocytes make up over 80% of liver mass in rats^3^ and perform essential roles including plasma protein synthesis, gluconeogenesis, lipid metabolism, bile acid synthesis, and detoxification.^1^ These functions are spatially organized within the liver lobules.^4^ Oxygen-rich blood enters through the periportal area, where hepatocytes predominantly carry out β-oxidation and gluconeogenesis, while pericentral hepatocytes express genes linked to glycolysis, triglyceride synthesis, lipogenesis, and ketogenesis.^4^ Notably, *Cyp2f2* and *Glul* are expressed around the portal and central veins, respectively.^5^ Single-cell RNA sequencing has further delineated 9 lobule layers with zonal gene expression,^5^ a pattern also confirmed at the protein level via single-cell mass spectrometry.^6^

This spatial heterogeneity poses challenges for modeling liver function in vitro. Primary hepatocytes, particularly from human donors, are widely used in research.^7^ In rodents, the preferred method of isolation is 2-step collagenase digestion,^8^ involving sequential perfusion with calcium-free and collagenase buffers, followed by cell seeding on collagen. Rodent hepatocytes are more readily available than human ones and retain key functions like gluconeogenesis and ureagenesis.^9^^,^^10^ However, they undergo dedifferentiation in culture. For instance, one study observed morphological changes in human hepatocytes after just 3 days,^11^ and another reported increased numbers of differentially abundant proteins over time.^12^

In a previous study, we compared the transcriptome of whole liver tissue to that of cultured hepatocytes and observed significant changes, suggesting dedifferentiation during culture.^13^ However, that study had 2 limitations: first, bulk RNA sequencing could not distinguish whether observed transcriptional changes were due to dedifferentiation or altered cell-type composition; second, mRNA and protein levels often show poor correlation,^14^ limiting conclusions about functional consequences.

To overcome these limitations, we expanded our bulk RNAseq analysis and repeated hepatocyte isolation and culturing, this time analyzing samples using both proteomics and single-nucleus RNA sequencing (snRNAseq). This integrated approach allowed us to attribute transcriptional changes to specific cell types and assess how isolation and culture affect the hepatocyte proteome. Our findings reveal that culturing leads to substantial reprogramming of the hepatocyte transcriptome and proteome, including a loss of zonation markers.

## METHODS

### Study approval

All animal experiments were performed in accordance with the European Directive 2010/63/European Union of the European Parliament and the Council for the protection of animals used for scientific purposes. The study was performed according to the ARRIVE guidelines, and ethical approval was given by the Danish Animal Experiments Inspectorate (#2020-15-0201-00764).

### Animal experiments

Male C57BL/6NTac mice were ordered from Taconic at 9 weeks of age. Mice were habituated for a minimum of 5 days before hepatocyte isolation. Mice were group-housed and had ad libitum access to water and chow (D30 Fortified, Safe Diets). Mice were housed in a temperature-controlled environment (22±1C) with a 12-hour light/dark cycle.

### Primary hepatocyte isolation

Hepatocytes were isolated from mice between 10 and 12 weeks of age. Hepatocytes were isolated as previously described,^13^^,^^15^ and the methodological details are provided in the Supplemental Methods description, http://links.lww.com/HC9/C77.

### Bulk RNAseq analysis

RNAseq data were obtained from the Gene Expression Omnibus database (GSE173406) and were originally analyzed in a different study.^13^ Data were filtered to only include data from control animals. Differentially expressed genes underwent gene ontology enrichment analysis using R package ClusterProfiler version 4.10.0,^16^ with the list of mRNAs after expression filtering as background reference. Dotplots display the most significantly enriched targets, automatically selected by the enrichPlot package v. 1.22.0. Significantly enriched GO terms were subsequently clustered using the Leiden algorithm^17^ at resolution 0.6, through the package leidenAlg v. 1.1.5, and cluster names were assigned based on maximal node centrality.

### Proteomics analysis

A detailed description of the proteomics methods is provided in the Supplemental Methods description, http://links.lww.com/HC9/C77.

### Single-nucleus RNA sequencing

A detailed description of the single-nucleus RNA sequencing (snRNAseq) methods is provided in the Supplemental Methods description, http://links.lww.com/HC9/C77.

### Pseudo-bulk analysis

For pseudo-bulk analysis, counts from the Seurat object were saved with metadata as a single-cell object using the SingleCellExperiment package (Version 1.18.0).^18^ Cell-wise quality control and outlier removal were performed using scuttle v. 1.6.3.^19^ Genes with fewer than 10 counts were removed. Counts were obtained using the counts function from the SingleCellExperiment package and were aggregated into a count matrix using the aggregate matrix function from Matrix.utils (v.0.9.8). Counts and metadata were assembled into a DESeqDataSet object and were subsequently analyzed using the DeSeq2 package v1.36.0.^20^ The design matrix was constructed as ~group, where group is sample type (L, CS, or PH).

### Data availability and large language model use

Bulk RNAseq data are available through the Gene Expression Omnibus database (GSE173406). Proteomics data were deposited in the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository under PRIDE ID (PXD068742). Single-nucleus RNAseq data were uploaded to the Gene Expression Omnibus database (GSE280301). The large language model Microsoft365 Copilot (GPT-4) was used for code debugging, and Open-AI ChatGPT was used to make the language concise.

## RESULTS

### Primary hepatocyte isolation and culturing impact the transcriptome

To assess how isolation and culturing affect the hepatocyte transcriptome, we re-analyzed a previously published RNAseq dataset^13^ comprising samples from liver biopsies (L), freshly isolated liver cells in suspension (CS), and hepatocytes cultured for 24 hours on collagen (PH) (Figure 1A). All samples were from female C57BL/6JBomTac mice (14–16 weeks of age) fed an L-amino-acid defined low-fat diet for 4 weeks. Multidimensional scaling (MDS) revealed distinct clustering by sample type (Figure 1B). Over 10,000 genes were differentially expressed between Primary Hepatocytes and both Liver and Cell Suspension, with ~8700 genes overlapping, indicating major transcriptional changes due to culturing (Figure 1C and Supplemental File S1, http://links.lww.com/HC9/C78). Around 1000 genes also differed between Cell Suspension and Liver, highlighting the isolation process itself alters gene expression. Volcano plots identified key transcripts contributing to these changes (Supplemental Figure S1A–C, http://links.lww.com/HC9/C79). Hemoglobin genes (*Hbb*, *Hba*) showed reduced expression in Cell Suspension and Primary Hepatocytes compared with Liver, reflecting the removal of blood cells. Primary Hepatocyte samples showed elevated expression of the liver injury marker *Gsta1*,^21^ and reduced expression of endothelial and metabolic genes *Clec4g* and *Cyp7a1*, the latter being crucial in bile acid synthesis.^22^^,^^23^ Gene ontology (GO) enrichment analysis of differentially expressed genes revealed biological processes altered during dedifferentiation (Figure 1D and Supplemental File S2, http://links.lww.com/HC9/C80). Genes downregulated in Primary Hepatocytes were enriched for mitochondrial-associated terms (Figures 1E, F), while upregulated genes were associated with ribosomal components (Figures 1E, G). Genes enriched in Liver samples were linked to extracellular matrix (ECM) organization (Figures 1E, H). To further dissect the data, enriched GO terms were clustered using the Leiden algorithm (Supplemental Figures S1D–I, http://links.lww.com/HC9/C79). In Liver versus Cell Suspension, clusters were associated with ECM and plasma membrane structures. In Liver versus Primary Hepatocytes, most clusters upregulated in Liver related to mitochondrial components and energy metabolism. In contrast, upregulated genes in Primary Hepatocytes were linked to transcription, translation, and cytoskeletal structures. Similar patterns were observed when comparing Cell Suspension and Primary Hepatocytes. Together, these findings show that isolation and particularly 2D culturing cause major transcriptomic shifts in hepatocytes, with mitochondrial downregulation being a prominent feature.

**FIGURE 1:**
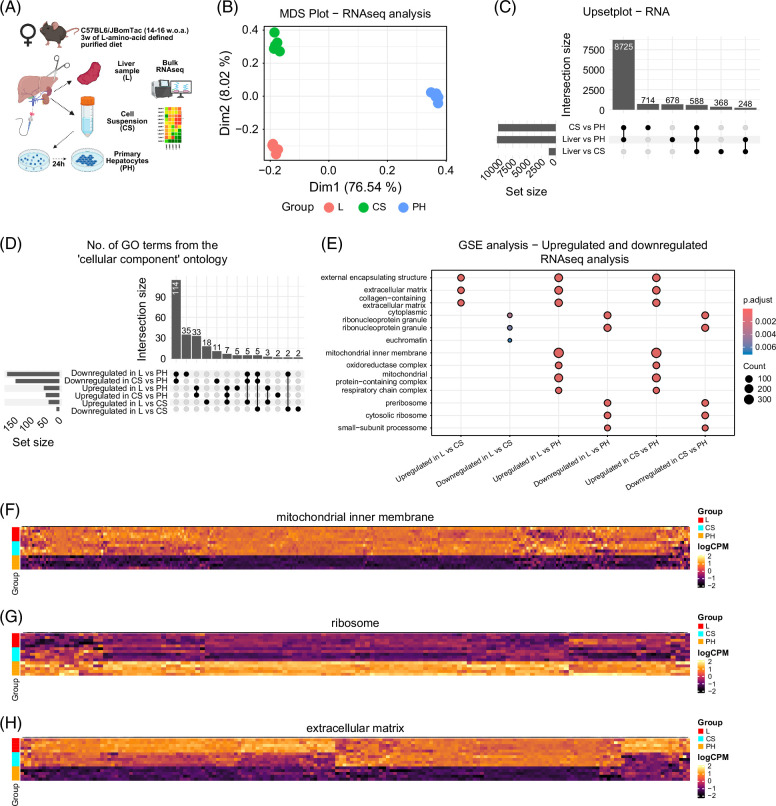
Primary hepatocyte culturing causes major changes to the hepatocyte transcriptome. (A) Overview of the experiment (created in BioRender). (B) MDS plot for dimensions 1 and 2. (C) Upset plot showing overlap of genes with differential expressions for various comparisons. (D) Upset plot showing overlap of significantly enriched gene ontology enrichment terms between comparisons from the *cellular component* ontology. Genes were separated into upregulated or downregulated before gene ontology enrichment analysis. (E) Dotplot showing the top 3 gene ontology enrichment terms from the cellular component ontology. Differentially expressed genes from each comparison were separated into either upregulated or downregulated for each comparison before gene ontology enrichment analysis. (F–H) Heatmaps of differentially expressed genes between Liver and Primary Hepatocytes from the GOCC terms “GO:0005743 - mitochondrial inner membrane,” “GO:0005840 - ribosome,“ and “GO:0031012 - extracellular matrix.” Abbreviations: CS, cell suspension; GOCC, gene ontology cellular component; GSE, gene set enrichment; L, liver; MDS, multidimensional scaling; PH, primary hepatocytes cultured for 24 hours.

### Primary hepatocyte isolation and culturing impact the proteome

The increased expression of ribosomal genes in cultured hepatocytes suggested altered protein translation and potential shifts in the proteome. To investigate this, we repeated the isolation in a new cohort of chow-fed male C57BL/6NTac mice (10–12 weeks of age), collecting Liver, Cell Suspension, and Primary Hepatocyte samples (Figure 2A). MDS revealed that Primary Hepatocytes separated clearly from both Liver and Cell Suspension, which clustered more closely than in the transcriptomics dataset (Figure 2B). We detected 5755 proteins in Liver, 5676 in Cell Suspension, and 5680 in Primary Hepatocytes. Culturing led to large proteomic changes: ~3000 proteins were differentially abundant between Primary Hepatocytes and both other sample types (Figure 2C and Supplemental File S3, http://links.lww.com/HC9/C81), with 2335 overlapping. Around 400 proteins differed between Liver and Cell Suspension, indicating protein loss during isolation. Collagen subunits were among the most downregulated proteins in Cell Suspension versus Liver, consistent with ECM loss during isolation (Supplemental Figure S2A, http://links.lww.com/HC9/C82). Proteomic differences also reflected cell-type composition: CLEC4F, a KC marker, was reduced in Primary Hepatocytes, while MT1 and MT2—antioxidant proteins induced by cellular stress—were elevated^24^ (Supplemental Figures S2B, C, http://links.lww.com/HC9/C82). We next performed GO enrichment analysis for differentially abundant proteins using the Cellular Component ontology. For Primary Hepatocytes versus Liver, 51 GO terms were enriched in the cultured group (Figure 2D and Supplemental File S4, http://links.lww.com/HC9/C83), many related to ribosomal and mitochondrial components. In contrast, Liver samples showed increased abundance of ECM-related proteins, suggesting breakdown of structural components during isolation (Figure 2E). Interestingly, GO terms associated with mitochondrial membranes were enriched among proteins *decreased* in the Liver relative to both hepatocyte groups (Figures 2E, F), contrasting transcriptomic data showing increased mitochondrial gene expression in liver tissue. This suggests post-transcriptional regulation or altered protein stability. As with RNAseq, ribosomal proteins were more abundant in Primary Hepatocytes, while ECM proteins were reduced (Figures 2G, H). GO term clustering provided further insights (Supplemental Figures S2D–I, http://links.lww.com/HC9/C82): Liver versus Cell Suspension revealed losses in cytoskeletal proteins, while Liver versus Primary Hepatocytes showed enrichment for ECM and adhesion in tissue, and mitochondrial proteins in cultured cells. Collectively, these data confirm substantial remodeling of the hepatocyte proteome during culturing, highlighting discrepancies between transcriptomic and proteomic regulation—particularly regarding mitochondrial components.

**FIGURE 2:**
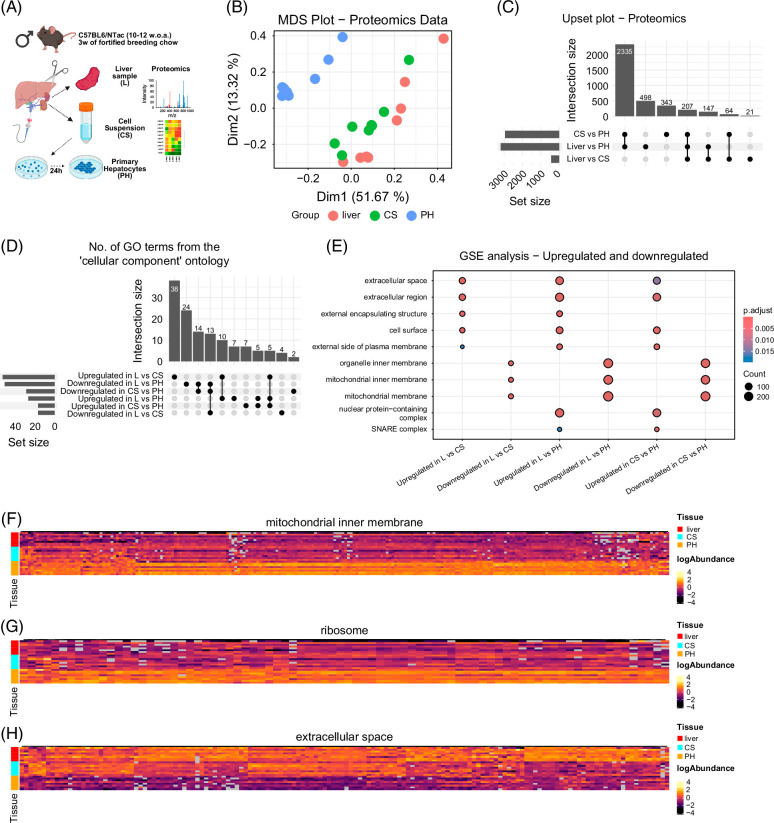
Culturing of primary mouse hepatocytes causes major changes to the hepatocyte proteome. (A) Overview of groups and experimental conditions (created in BioRender). (B) MDS plot for dimensions 1 and 2 showing variation between the 3 groups. (C) Upset plot showing overlap of proteins with differential abundance for various comparisons. (D) Upset plot showing overlap between significantly enriched gene ontology terms from the cellular component ontology. Genes were separated into upregulated or downregulated genes for each comparison before gene ontology enrichment analysis. (E) Dotplot showing the top 5 most significant gene ontology terms from the cellular component ontology for each gene comparison. Genes were separated into upregulated or downregulated genes for each comparison before gene ontology enrichment analysis. (F–H) Heatmaps of differentially expressed genes between Liver and Primary Hepatocytes from the GOCC terms “GO:0005743 - mitochondrial inner membrane,” “GO:0005840 - ribosome,” and “GO:0005615 - Extracellular space.” Abbreviations: CS, cell suspension; GO, gene ontology; GOCC, gene ontology cellular component; GSE, gene set enrichment; L, liver; MDS, multidimensional scaling; PH, primary hepatocytes cultured for 24 hours.

### Primary hepatocytes maintain levels of endopeptidases and proteins involved in glutathione transferase activity

Many proteins changed in cultured hepatocytes compared with liver and freshly isolated cells. To assess whether proteins linked to specific cellular functions remained stable post-isolation, we analyzed proteins whose abundance did not change. These were grouped and subjected to gene ontology enrichment analysis. For the *Molecular Function* ontology, 7 GO terms were significantly enriched among unchanged proteins (Supplemental Figure S3A, http://links.lww.com/HC9/C84), primarily related to peptidase activity, especially ubiquitin ligases, suggesting that proteomic changes are mainly due to altered production rather than turnover. Protein abundance from the largest *Catalytic activity, acting on a protein* term, showed no consistent changes in primary hepatocytes, though sample-to-sample variation was observed (Supplemental Figure S3B, http://links.lww.com/HC9/C84). *Glutathione transferase activity* (Supplemental Figure S3C, http://links.lww.com/HC9/C84) and *peptidase activity* (Supplemental Figure S3D, http://links.lww.com/HC9/C84) were also enriched, with some variability. These findings suggest cultured primary hepatocytes maintain peptidase abundance and may be suitable for studying protein degradation.

### Transcriptomics analysis confirms decreased expression of mitochondria-associated genes in isolated hepatocytes

Transcriptomics and proteomics analyses were conducted on tissues and cells from 2 different mouse models that varied in strain, sex, and diet, which could confound direct comparisons between proteomic and transcriptomic data. To reduce this potential bias, we performed single-nucleus RNA sequencing (snRNAseq) on the same samples used for proteomics (Figure 3A). This approach enabled us to assess transcriptomic overlap with the first cohort and determine whether differences between liver tissue and isolated hepatocytes were due to changes in cell-type composition or adaptation to cell culture. 

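Each of 8 mice gave 3 samples: liver tissue (Liver), hepatocytes directly after perfusion and isolation (Cell Suspension), and hepatocytes cultured for 24 hours (Primary Hepatocytes). Samples with the same mouse number came from the same liver. The paper gives the strain of this cohort as C57BL/6NTac, whereas the deposited labels give C57BL6J. Nuclei were extracted, and the nuclei of each sample were marked with an antibody that carries a hashtag oligonucleotide. The nuclei of 4 samples could thus be mixed in each of 6 pools. Pools 1 and 6 held no Primary Hepatocytes, and pools 3 and 4 held no Liver. Only pools 2 and 5 held both, so Liver and Primary Hepatocytes are compared largely between pools. Differences between pools can therefore enter this comparison, and the pool was tried as a covariate. The pools were made into droplet-based 3′ libraries, in which a unique molecular identifier (UMI) marks each captured RNA molecule. The authors pseudo-aligned the reads with Salmon Alevin and Alevin-fry to a GRCm38 transcriptome that separates spliced from unspliced RNA. They assigned nuclei to samples from the hashtag counts with mclust, removed doublets with scDblFinder, and named cell types by clusters in Seurat. The deposited matrices hold raw counts of 32285 genes, and between 129111 and 203102 barcodes per pool. The paper reports that 24000 nuclei were loaded per pool, and a median of 9443.5 nuclei per pool are in the authors' annotated table. The nuclei kept were 20024 of Liver, 15049 of Cell Suspension and 18394 of Primary Hepatocytes. They hold between 61.3% and 70.7% of the UMIs of their pool.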

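The UMIs of a sample's nuclei summed to between 8502525 and 32104065 in Liver, with a median of 19071769.5. The sums ranged from 2709659 to 17760883 in Cell Suspension (median 8645092) and from 10436255 to 21713090 in Primary Hepatocytes (median 13713402.5). Values given here use UMIs, which count each molecule once, and not reads. A nucleus held a median of 5057.5 UMIs in Liver, 2760.5 in Cell Suspension and 5385 in Primary Hepatocytes (medians over the 8 samples). For the present values, spliced, unspliced and ambiguous counts were added and summed over the nuclei of each sample. The sums cover either all nuclei or those annotated as hepatocytes or endothelial cells. The authors' table names the clusters of cultured nuclei only as cultured cells. These clusters were divided here into cell types by fixed lists of marker genes, and a cluster that met no list was read as hepatocytes. Annotations given below combine the authors' names with this reading. The sums of all 24 samples were normalized by the TMM method and compared between sample types with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes with fewer than 10 counts over all samples were left out, as in the paper's own comparison with DESeq2. Normalized values are given as CPM, and the mouse was not a term of the model, again as in the paper. Fold changes on the log2 scale are given as Primary Hepatocytes over Liver, Primary Hepatocytes over Cell Suspension, or Cell Suspension over Liver. Most UMIs are unspliced RNA, as is usual for nuclei, and counts of spliced or of unspliced RNA alone were tried as alternatives.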

Transcriptomics data were analyzed in pseudo-bulk, where reads from individual cells were aggregated to resemble bulk RNAseq. This analysis confirmed substantial transcriptional changes in hepatocytes following isolation and culturing (Figure 3B), with more than 10,000 differentially expressed genes identified between Primary Hepatocytes and Liver, and between Cell Suspension and Primary Hepatocytes (Figure 3C and Supplemental File S5, http://links.lww.com/HC9/C85). 

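Classical multidimensional scaling of log2(CPM + 1) over 27269 genes placed 66.2% of the variance of the 24 samples on dimension 1 and 11.1% on dimension 2. The mean distance between a Liver and a Primary Hepatocytes sample was 179, and that between a Cell Suspension and a Primary Hepatocytes sample was 182. Samples of the same type lay closer to each other, with mean distances of 67.8 within Liver, 84.3 within Cell Suspension and 57.6 within Primary Hepatocytes. The smallest distance from any Primary Hepatocytes sample to a sample of another type was 169, and the largest distance within a type was 127. With the 500 most variable genes alone, dimension 1 held 86.8% of the variance, the alternative that moved this share most.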

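Among the 27269 genes tested in the sums of all nuclei, 15184 differed between Liver and Primary Hepatocytes at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 7793 were higher and 7391 lower in Primary Hepatocytes. Between Cell Suspension and Primary Hepatocytes 13846 genes differed, 7470 higher and 6376 lower in Primary Hepatocytes. Both comparisons called 11548 genes, 11280 of them in the same direction, and 8783 of them did not differ between Liver and Cell Suspension. Because both comparisons use the Primary Hepatocytes samples, all 3 groups were simulated without a change in 20 draws, set up after seeing the data, with Liver and Cell Suspension of a mouse correlated as in the data, and no gene was then called in both comparisons in any draw. The share of all genes with the same sign, 80.0%, was not above the draws (median 82.2%), so it is no evidence of a shared change. The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.861 in the data and at most 0.810 in the draws, which assume 1 correlation for every mouse. Without each mouse in turn, the counts stayed between 14394 and 14800 and between 13147 and 13522. The alternative that moved them most was a further limit of 1 on the absolute log2 fold change, which left 9493 and 8590 genes. The median log2 fold change of all genes from Liver to Primary Hepatocytes was 0.12, with 0.16 under RLE normalization and 0.02 under edgeR's filter on expression, so small changes depend on the scaling.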

Compared with the first cohort, we observed a greater number of differences between Liver and Cell Suspension, with over 5000 genes affected. 

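In the sums of all nuclei, 5630 genes differed between Liver and Cell Suspension, 2185 higher and 3445 lower in Cell Suspension (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The share of higher genes, 38.8% here, depended on the scaling, with 50.4% under RLE normalization, 51.9% with DESeq2 and 48.1% under edgeR's filter on expression. Cell Suspension samples were the shallowest, and after every sample was thinned to 2709659 UMIs the count was 3359. A total of 2765 genes differed in all 3 comparisons of sample types.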

Gene ontology enrichment analysis of upregulated and downregulated genes supported previous findings: genes downregulated in the Liver were enriched for ribosomal subunits and microtubules, while upregulated genes were associated with peroxisomes and the *mitochondrial inner membrane* (Figure 3D and Supporting File S6, http://links.lww.com/HC9/C86).

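Gene ontology terms were not tested here, and 9 gene families fixed by gene symbol stand in for them. In the sums of all nuclei, 80 of the 84 cytosolic ribosomal protein genes were higher and none was lower in Primary Hepatocytes than in Liver, with a median log2 fold change of 1.09 (camera, a gene set test in limma, adjusted p = 6.15e-20 with Benjamini-Hochberg adjustment over 54 tests). The 17 tubulin genes had a median log2 fold change of 1.16, but only 6 were called higher and 1 lower (camera, adjusted p = 0.0163). Among 27 peroxisome genes 24 were lower and 1 higher in Primary Hepatocytes, with a median of -1.14 (camera, adjusted p = 2.49e-09). These calls use camera's preset correlation of 0.01 between genes, and the family calls of this comparison held under fry. With the correlation estimated from the data, the adjusted p was 0.238 for the ribosomal, 0.155 for the tubulin and 0.0536 for the peroxisome genes, and of the 9 families only actin cytoskeleton stayed under 0.05. With unspliced counts alone, the tubulin genes were not past the threshold (adjusted p = 0.0695). The mitochondrially encoded genes, another of the 9 families, had a median of 0.44 (13 genes, camera, adjusted p = 0.189). From Liver to Cell Suspension their median was 0.83, with all 13 called higher (camera, adjusted p = 2.9e-05). No family passed the threshold between these types with the estimated correlation.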

**FIGURE 3:**
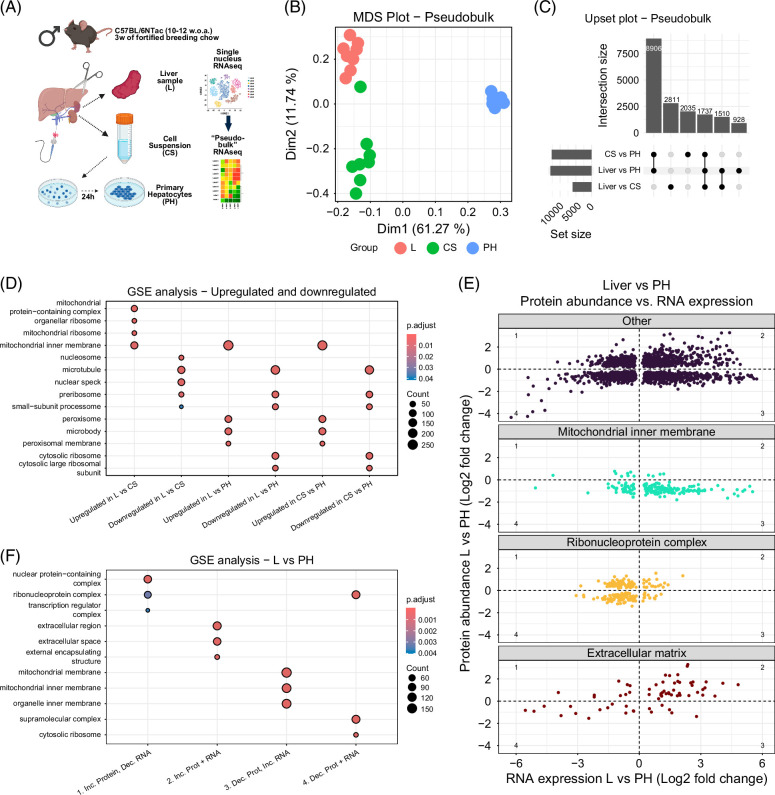
Comparison of proteomics and pseudo-bulk RNAseq data shows a discrepancy between mRNA and protein levels for mitochondrial genes. (A) Overview of experimental groups (created in BioRender). (B) MDS plot for dimensions 1 and 2 for snRNAseq data analyzed as pseudo-bulk. (C) Upset plot showing overlap for differentially expressed genes between various comparisons. (D) Dotplot showing the most significantly enriched gene ontology terms from the cellular component ontology for differentially expressed genes from various comparisons. Differentially expressed genes were separated as either upregulated or downregulated before gene ontology enrichment analysis. (E) Log2-fold change for gene expression in the pseudo-bulk RNAseq dataset plotted against log2-fold change for protein abundance when comparing expression/abundance in liver versus cultured primary hepatocytes. All proteins and genes were differentially expressed and differentially abundant post-FDR correction. Dots from each category were colored and faceted according to relation to specific gene ontology terms, or grouped together as “other.” (F) Dotplot showing the top 3 most significantly enriched gene ontology terms from the cellular component ontology, from genes with a differential expression and differential protein abundance between Liver and Primary Hepatocytes. Genes were separated into 4 groups before analysis: (1) Inc. Prot, Dec. RNA = Log2FCRNA <0 and Log2FRCProtein >0. (2) Inc. Prot + RNA = Log2FCRNA>0 and Log2FRCProtein >0. (3) Dec. Prot, Inc. RNA = Log2FCRNA >0 and Log2FRCProtein <0. (4) Dec. Prot + RNA = Log2FCRNA <0 and Log2FRCProtein <0. Abbreviations: CS, cell suspension; GSE, gene set enrichment; L, liver; MDS, multidimensional scaling; PH, primary hepatocytes cultured for 24 hours; snRNAseq, single-nucleus RNA sequencing.

### Genes associated with the mitochondrial inner membrane show increased protein abundance but decreased gene expression in cultured hepatocytes compared with the full liver

Having both snRNAseq and proteomics data from the same samples enabled direct comparison of gene expression and protein abundance for targets detected in both datasets. We visualized log2-fold changes in expression and abundance for genes differentially expressed and abundant between Liver and Primary Hepatocytes. To explore functional trends, we highlighted genes associated with the GO terms *Mitochondrial inner membrane*, *Ribonucleoprotein complex*, and *Extracellular matrix*, with remaining targets plotted separately (Figure 3E). While many genes showed a positive correlation between mRNA and protein changes, a substantial number showed an inverse relationship, with opposing fold-change directions between RNA and protein. Based on these patterns, targets were classified into 4 groups: (1) increased protein abundance but decreased gene expression in Liver; (2) increased gene expression and protein abundance in Liver; (3) increased gene expression but decreased protein abundance in Liver; and (4) decreased gene expression and protein abundance in Liver (Figure 3E). Notably, several *Mitochondrial inner membrane* genes exhibited reduced protein abundance but increased RNA levels in Liver versus Primary Hepatocytes. 

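On the RNA side, which alone is covered here, 92 genes of the respiratory chain and ATP synthase stood for the inner membrane. Over all nuclei, 66 of them were higher in Liver than in Primary Hepatocytes and 5 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change, Primary Hepatocytes over Liver, was -0.48 (camera, adjusted p = 7.72e-08, or 0.345 with the correlation estimated from the data), against 0.12 for all genes. The 78 mitochondrial ribosome genes had a median of -0.07 (camera, adjusted p = 0.442), with 23 called lower and 18 higher in Primary Hepatocytes, and passed the threshold with the pool as covariate (median -0.26, adjusted p = 0.0161).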

To further explore this, we performed GO enrichment analysis for *Cellular components* across the 4 groups. Genes with increased transcription and protein abundance in the Liver were enriched for ECM and cell surface terms, while those enriched in Primary Hepatocytes were associated with ribosomal structures (Figure 3F and Supplemental File S7, http://links.lww.com/HC9/C87). Strikingly, genes with increased RNA expression in the Liver but higher protein abundance in Primary Hepatocytes were enriched for mitochondrial terms. These findings suggest that an inverse relationship between transcript and protein levels is a feature of many mitochondrial genes when comparing Liver and cultured Primary Hepatocytes.

### snRNAseq analyses suggest loss of transcriptional heterogeneity in cultured hepatocytes

Having confirmed our earlier transcriptomic findings, we next examined how culturing affects cellular diversity in Primary Hepatocyte samples. 

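The number of cell types in a sample and their evenness can be expressed as a Shannon index of the annotated cell type shares, which is 0 when all nuclei are of 1 type. It was 0.867 ± 0.222 (SD, n = 8) in Liver, 0.483 ± 0.174 (SD, n = 8) in Cell Suspension and 0.383 ± 0.183 (SD, n = 8) in Primary Hepatocytes. The difference of -0.484 between Primary Hepatocytes and Liver was larger than the spread between mice (two-sided exact permutation test, p = 6.22e-04, adjusted p = 0.00186 over 3 comparisons). Cell Suspension also lay below Liver (exact permutation test, adjusted p = 0.00280). Primary Hepatocytes and Cell Suspension were indistinguishable given the spread between mice (difference -0.0993, exact permutation test, p = 0.280). Without each mouse in turn, the difference between Primary Hepatocytes and Liver stayed between -0.555 and -0.415.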

Uniform Manifold Approximation and Projection (UMAP) visualization of snRNAseq data revealed more distinct clusters in Liver and Cell Suspension samples compared with Primary Hepatocytes, which mainly formed 1 dominant cluster and 2 smaller ones (Figure 4A). This indicates that Primary Hepatocytes exhibit a more homogeneous transcriptional profile. In contrast, clustering by mouse ID was evident in subsets of Liver and Cell Suspension samples (notably from mice 3, 5, and 6; Figure 4B), and became more pronounced when split by sample type (Supplemental Figure S4, http://links.lww.com/HC9/C88). 

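The spread between mice was measured in hepatocyte nuclei as the SD across the 8 mice of log2(CPM + 1), with the sums thinned to the same total. Over 8757 genes with a mean of at least 10 CPM, the median SD was 0.294 in Liver, 0.323 in Cell Suspension and 0.240 in Primary Hepatocytes, a description without a test. Without each mouse in turn it stayed between 0.279 and 0.298 in Liver, between 0.313 and 0.326 in Cell Suspension and between 0.230 and 0.241 in Primary Hepatocytes. Among genes with a mean of at least 50 CPM, the setting with the lowest values in Liver and Primary Hepatocytes, it was 0.243, 0.274 and 0.194.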

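Clustering by mouse was measured as the share of a nucleus's 20 nearest neighbours, among hepatocyte nuclei of the same sample type, that came from the same mouse. Every nucleus was thinned to 1000 UMIs and every sample to 662 nuclei, so that chance alone gives 12.5%. Nuclei with fewer UMIs were left out, and 96.1% of the hepatocyte nuclei of Liver, 93.0% of Cell Suspension and 98.2% of Primary Hepatocytes passed this minimum. The share was 49.9% ± 17.2 (SD, n = 8) in Liver, from 29.7% to 72.8%, and 50.7% ± 9.35 (SD, n = 8) in Cell Suspension, from 36.8% to 62.3%. Mice 3, 5 and 6 gave 68.3%, 72.8% and 61.2% in Liver and 58.1%, 59.1% and 62.3% in Cell Suspension. Mouse 8 followed in both sample types, with 58.7% and 53.6%. The means of Liver and Cell Suspension did not differ (two-sided exact permutation test, p = 0.911). Without thinning, the share rose to 87.2% ± 8.51 (SD, n = 8) in Liver and 86.1% ± 6.07 (SD, n = 8) in Cell Suspension.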

No mouse-specific clustering was observed in Primary Hepatocytes, suggesting that culturing eliminates donor-specific transcriptional variation. 

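In Primary Hepatocytes the share of neighbours from the same mouse was 23.1% ± 3.70 (SD, n = 8), or 34.7% ± 5.48 without thinning. It was below Liver by more than the spread between mice (difference -26.8 percentage points, two-sided exact permutation test, p = 3.11e-04, adjusted p = 4.66e-04 over 3 comparisons). The difference from Cell Suspension was -27.6 percentage points (exact permutation test, p = 1.55e-04, the smallest that 8 samples against 8 allow). The share in the 8 Primary Hepatocytes samples ranged from 18.6% to 30.2%, above the 12.5% that chance gives. After thinning to 500 UMIs, the alternative that lowered it most, the mean was 19.4%. A part of this excess that stems from RNA shared within a pool could not be told apart from the mouse for Primary Hepatocytes.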

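The annotation of Liver nuclei held 2474 endothelial, 919 Kupffer, 880 stellate, 365 leukocyte and 220 biliary epithelial nuclei beside 15166 hepatocytes. In Cell Suspension it held 1152 endothelial, 342 Kupffer, 148 stellate, 42 biliary epithelial and 26 leukocyte nuclei beside 13339 hepatocytes. A separate clustering (2000 variable genes, 35 principal components, 20 neighbours, resolution 1) gave 26 clusters, named by fixed lists of marker genes. One cluster of 2322 nuclei, led by satellite RNA, scored highest on the leukocyte list but below the limits set for naming, and was read as hepatocytes because a hepatocyte list was also above 0. With this reading, 99.2% of nuclei received the same cell type as in the annotation used here. For nuclei that the authors' table names only as cultured cells, both types come from the same marker lists, so agreement there is not independent. The biliary annotation joins 2 clusters. One, with 158 nuclei, holds 1650 CPM of mesothelial marker genes, chosen after it was seen, and 34.1 of the biliary gene Pkhd1. The other, with 127 nuclei, holds 5.70 and 6822.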

Several small clusters in Liver and Cell Suspension were identified as distinct cell types—stellate cells, endothelial cells, leukocytes, KCs, and biliary epithelial cells—based on marker gene expression (Figures 4C, D) and the liver cell atlas (https://www.livercellatlas.org/).^25^ Biliary cells were further confirmed using meta-analysis-derived markers.^26^ Some Primary Hepatocyte cells clustered with hepatocytes from Liver and Cell Suspension, suggesting variable dedifferentiation or potential demultiplexing errors. 

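Of the 18394 nuclei assigned to Primary Hepatocytes, 276 carried an annotation of non-cultured cells, 73 of them as hepatocytes. The share of hashtag UMIs on the assigned tag, as the mean of the samples' medians, was 32.6% ± 5.15 (SD, n = 8) in these nuclei and 43.0% ± 5.71 (SD, n = 8) in the cultured nuclei of the same samples. It was lower in 8 of 8 samples (two-sided exact paired permutation test, p = 0.00781, the smallest that 8 pairs allow). The ratio of the first to the second tag was 1.42 and 1.86 and was lower in 7 of 8 samples (exact paired permutation test, p = 0.0391).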

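In hepatocyte nuclei, albumin (Alb, ENSMUSG00000029368, GRCm38 chromosome 5, 90460897 to 90476602) had 1076 ± 436 CPM (SD, n = 8) in Primary Hepatocytes and 3153 ± 908 CPM (SD, n = 8) in Liver. The log2 fold change was -1.55 (standard error 0.23, adjusted p = 8.50e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Carbamoyl-phosphate synthase 1 (Cps1, ENSMUSG00000025991, chromosome 1, 67123026 to 67231259) fell by 2.65 on the log2 scale (standard error 0.283, adjusted p = 1.82e-09, same test). The gluconeogenic gene Pck1 (ENSMUSG00000027513, chromosome 2, 173153048 to 173159273) had 32.8 ± 9.28 CPM (SD, n = 8) in Primary Hepatocytes, 1360 ± 471 CPM (SD, n = 8) in Liver and 3777 ± 663 CPM (SD, n = 8) in Cell Suspension. Its log2 fold change was -5.37 against Liver (standard error 0.246, adjusted p = 9.47e-18, same test) and -6.85 against Cell Suspension. Hepatocyte RNA is also found in the endothelial nuclei of the same samples. There the CPM before TMM scaling was 85.4% of that in hepatocyte nuclei for Alb, 52.4% for Cps1 and 221% for Pck1 in Primary Hepatocytes, compared with 32.1%, 17.8% and 16.2% in Liver. The low CPM of Pck1 in cultured hepatocytes is thus no higher than that of endothelial nuclei. Those hold fewer UMIs per nucleus, so background RNA may be a larger part of them. Low remaining expression of Pck1 in cultured hepatocytes is therefore not excluded.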

Cells in Primary Hepatocyte clusters showed reduced expression of hepatic markers such as *Alb*, *Cps1*, and *Pck1* (Figure 4D). 

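Zonation was measured in hepatocyte nuclei thinned to 1000 UMIs, as the Spearman correlation across nuclei between the summed UMIs of 10 pericentral and 10 periportal genes. A negative value means that nuclei rich in one set are poor in the other. It was -0.587 ± 0.0837 (SD, n = 8) in Liver, from -0.686 to -0.405, and -0.426 ± 0.0811 (SD, n = 8) in Cell Suspension. The correlation was weaker in Cell Suspension than in Liver (difference 0.161, two-sided exact permutation test, p = 0.00295), but with Cyp2e1 and Hal alone the difference was -0.00277 (p = 0.953). The pericentral gene Cyp2e1 (ENSMUSG00000025479, GRCm38 chromosome 7, 140763739 to 140774987) was detected in 48.2% ± 4.37 (SD, n = 8) of Liver and 44.2% ± 7.90 (SD, n = 8) of Cell Suspension hepatocyte nuclei. The periportal gene Hal (ENSMUSG00000020017, chromosome 10, 93488768 to 93519304) was detected in 30.6% ± 9.39 and 35.6% ± 11.6 of them (SD, n = 8 each). In endothelial nuclei, which should lack both and were thinned in the same way, the shares were 13.5% and 17.0% for Cyp2e1 and 5.06% and 6.87% for Hal. Before thinning, Cyp2e1 was detected in 68.3% and 58.2% and Hal in 57.9% and 55.8% of hepatocyte nuclei, at medians of 7966 and 3748 UMIs. Endothelial nuclei held medians of 3298 and 2233 UMIs.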

Further analysis of hepatocyte clusters from Liver and Cell Suspension showed spatial stratification based on zonation markers like *Cyp2e1* (pericentral) and *Hal* (periportal)^27^ (Figures 4E, F). These zonation markers were low or absent in Primary Hepatocytes, indicating a loss of spatial identity upon culturing. 

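In Primary Hepatocytes, Cyp2e1 was detected in 5.20% ± 2.02 (SD, n = 8) and Hal in 3.53% ± 1.08 (SD, n = 8) of hepatocyte nuclei thinned to 1000 UMIs. The difference from Liver was -42.9 percentage points for Cyp2e1 and -27.1 for Hal (two-sided exact permutation test, p = 1.55e-04 each, the smallest that 8 samples against 8 allow). Endothelial nuclei of the same samples gave 11.8% and 3.25%. Without thinning the shares in cultured hepatocytes were 22.2% and 15.1%, at medians of 6171 UMIs per hepatocyte and 1702.5 per endothelial nucleus. Background RNA may thus be a larger part of endothelial nuclei. The thinned shares therefore cannot tell background RNA from low remaining expression in cultured hepatocytes. In the hepatocyte sums, Cyp2e1 had 37.9 ± 9.52 CPM (SD, n = 8) in Primary Hepatocytes and 1429 ± 405 CPM (SD, n = 8) in Liver. The log2 fold change of Cyp2e1 was -5.24 (standard error 0.211, adjusted p = 5.41e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of Hal -4.33 (standard error 0.322, adjusted p = 6.58e-13). The pericentral gene Glul and the periportal gene Cyp2f2 fell by 4.04 and 4.19 on the log2 scale (adjusted p = 1.92e-14 and 5.04e-16, same test).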

When hepatocytes from all conditions were analyzed together, Primary Hepatocytes showed no clustering by mouse ID or zonation, unlike Liver and Cell Suspension samples (Supplemental Figures 5A–D, http://links.lww.com/HC9/C89). 

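The correlation of pericentral with periportal scores was -0.00790 ± 0.0312 (SD, n = 8) in Primary Hepatocytes, from -0.0477 to 0.0500. It differed from Liver by 0.579 and from Cell Suspension by 0.418 (two-sided exact permutation test, p = 1.55e-04 each, adjusted p = 2.33e-04 over 3 comparisons). Neither set of samples overlapped with Primary Hepatocytes. Cyp2e1 and Hal were rarely detected in Primary Hepatocytes nuclei, and low counts weaken such a correlation. It is thus not separate evidence beside the fall of these markers. Without thinning the mean in Primary Hepatocytes was -0.0655 ± 0.0547 (SD, n = 8).

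**Figure D1:**
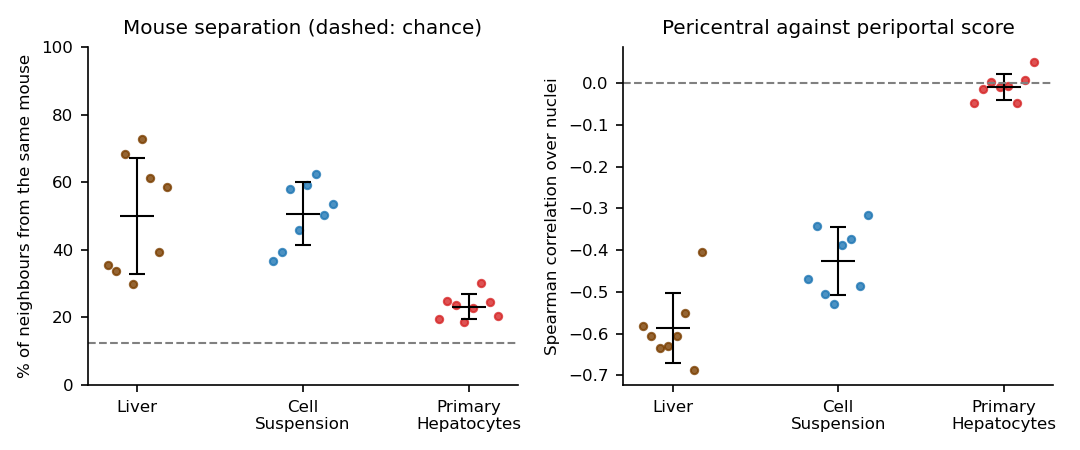
Share of nearest neighbours from the same mouse in percent (left, with the share that chance gives as a dashed line) and Spearman correlation of pericentral with periportal scores (right) in hepatocyte nuclei thinned to 1000 UMIs. Each dot is 1 mouse, and black bars give the mean and SD of 8 mice. The Primary Hepatocytes samples lie between 18.6% and 30.2% on the left and between -0.0477 and 0.0500 on the right.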

Overall, these results show that spatial position within the liver lobule drives intra-sample clustering, while sample type and donor contribute to inter-sample differences. Culturing induces substantial transcriptional reprogramming, resulting in reduced heterogeneity and loss of spatially defined gene expression profiles in Primary Hepatocytes.

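Some of the genes with the largest changes in hepatocyte nuclei, among called genes of at least 50 CPM without overlap between samples, show the extent of the shift from Liver to Primary Hepatocytes. The largest rises on the log2 scale included those of Sprr1a (7.25), Cox4i2 (7.18), Pkm (7.11) and Anxa2 (6.72). The largest falls were those of 9030616G12Rik (-7.00), AC151289.1 (-6.77), Mup10 (-6.73), Cyp7a1 (-6.69) and Gm20319 (-6.50). The largest adjusted p among the genes listed here was 7.04e-13, for Sprr1a (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mup10 belongs to a family of near-identical genes, so its counts are uncertain. From its clustering results, the paper concludes that position in the lobule drives the clustering within a sample, while sample type and donor contribute to the differences between samples. It concludes further that culturing reprograms transcription and leaves Primary Hepatocytes less heterogeneous and without the spatial profiles.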

**FIGURE 4:**
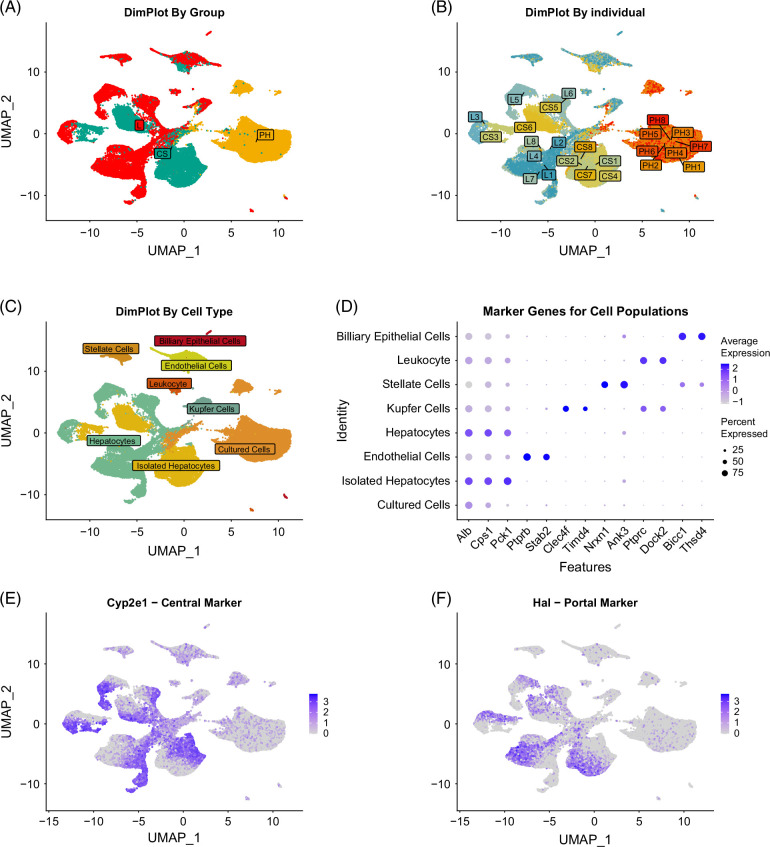
Single-nucleus RNAseq analysis shows decreased heterogeneity and loss of zonation markers in primary mouse hepatocytes following 24 hours of culturing. (A) UMAP projection for dimensions 1 and 2 of snRNAseq data, colored by group. (B) UMAP projection for dimensions 1 and 2 colored by sample. (C) UMAP projection of dimensions 1 and 2 colored by identified cell type. (D) Dotplot showing expression of marker genes used to annotate clusters to specific populations. (E) Feature plot showing expression of the central vein-associated marker gene cytochrome p450 2e1 (Cyp2e1). (F) Feature plot showing expression of the portal-vein-associated marker histidine ammonia lyase (Hal). Abbreviations: CS, cell suspension; L, liver; PH, primary hepatocytes cultured for 24 hours; snRNAseq, single-nucleus RNA sequencing; UMAP, Uniform Manifold Approximation and Projection.

### The transcriptional shift in cultured hepatocytes is associated with an increased expression of ribosomal and cytoskeletal genes

To assess transcriptional changes in cultured hepatocytes without interference from non-hepatocyte populations, we performed pseudo-bulk analysis on hepatocyte subsets from Liver, Cell Suspension, and Primary Hepatocytes. Over 12,000 genes were differentially expressed between Primary Hepatocytes and both Liver and Cell Suspension samples (Figure 5A and Supplemental File S8, http://links.lww.com/HC9/C90). 

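The hepatocyte subset held 15166 nuclei of Liver, 13339 of Cell Suspension and 16283 of Primary Hepatocytes. Their UMIs per sample had medians of 17834259, 8260512 and 13327390.5, with 2104087 in the shallowest sample, Cell Suspension of mouse 7. Of 26778 genes tested, 14379 differed between Liver and Primary Hepatocytes, 7330 higher and 7049 lower in Primary Hepatocytes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between Cell Suspension and Primary Hepatocytes 13500 genes differed, 7207 higher and 6293 lower in Primary Hepatocytes. Both comparisons called 11050 genes, 10713 in the same direction, and 8102 of them did not differ between Liver and Cell Suspension. For 8105 of the 26778 genes tested, every Liver sample lay on the same side of every Primary Hepatocytes sample, where chance gives this for 0.0155% of genes. Without each mouse in turn, the 2 counts stayed between 13628 and 13989 and between 12858 and 13178. The cultured hepatocytes include a cluster of 2321 nuclei with a median of 1608 UMIs, 166 of them from Liver and 705 from Cell Suspension, whose leading genes are satellite and mitochondrial RNA. Another low-UMI cluster led by satellite RNA, with 1191 nuclei at a median of 1390 UMIs, is annotated as non-cultured hepatocytes, with 995 nuclei from Liver, 169 from Cell Suspension and 27 from Primary Hepatocytes.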

Genes upregulated and downregulated in Liver versus Primary Hepatocytes were analyzed for enrichment of *Cellular Component* GO terms, followed by clustering. Genes upregulated in the Liver were enriched for mitochondrial energy metabolism, confirming earlier observations (Figure 5B and Supplemental File S9, http://links.lww.com/HC9/C91). In contrast, genes upregulated in Primary Hepatocytes clustered around ribosomal and cytoskeletal components (Figure 5C and Supplemental File S9, http://links.lww.com/HC9/C91), suggesting increased ribosome biogenesis and cytoskeletal remodeling. This aligns with prior findings that dedifferentiation of Primary Hepatocytes involves mechanical tension and stress fiber formation.^28^ 

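In hepatocyte nuclei, 79 of the 92 respiratory chain and ATP synthase genes were higher in Liver than in Primary Hepatocytes and 5 were lower. The median log2 fold change, Primary Hepatocytes over Liver, was -0.74 (camera, adjusted p = 3.17e-12 with Benjamini-Hochberg adjustment over 54 tests). The difference held under fry, while the adjusted p was 0.202 with the correlation estimated from the data. From Liver to Cell Suspension, before culture, the median was already -0.44, with 53 lower and 3 higher (camera, adjusted p = 2.36e-13, or 0.201 with the estimated correlation). For Liver and Primary Hepatocytes, random lists of genes matched on length and expression had a median of -0.15, with 95% of 10000 lists between -0.50 and 0.18. The 27 peroxisome genes had a median of -1.42 (camera, adjusted p = 5.00e-11, or 0.0233 with the estimated correlation). The 78 mitochondrial ribosome genes had a median of -0.28, within the middle 95% of their matched random lists (-0.39 to 0.20). Camera gave an adjusted p of 0.0147. This was not past the threshold under edgeR's filter on expression (adjusted p = 0.135), after thinning (0.286), with spliced and ambiguous counts alone (0.203), without mice 3, 5 and 6 (0.207), without mouse 5 (0.0688) or with the estimated correlation (0.581). Their median was -0.42 from Liver to Cell Suspension, with 42 lower and 2 higher (camera, adjusted p = 2.47e-10, or 0.155 with the estimated correlation), and 0.17 from Cell Suspension to Primary Hepatocytes, with 27 higher and 16 lower (camera, adjusted p = 0.216).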

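In hepatocyte nuclei, 78 of the 84 cytosolic ribosomal protein genes were higher in Primary Hepatocytes than in Liver and none was lower. Their median log2 fold change was 0.91 (camera, adjusted p = 1.77e-16 with Benjamini-Hochberg adjustment over 54 tests, or 0.286 with the correlation estimated from the data). With the pool as covariate 51 were higher and 2 lower, and the median was 0.52 (camera, adjusted p = 8.67e-07), compared with 0.25 for all genes. Matched random lists had a median of -0.38, with 95% of 10000 lists between -0.72 and 0.09. Of 40 preribosome and small-subunit processome genes, 31 were higher and 1 was lower, with a median of 0.75 (camera, adjusted p = 6.62e-08, or 0.155 with the estimated correlation). The 17 tubulin genes had a median of 1.11 (camera, adjusted p = 0.0278), with 8 called higher and 2 lower, and were not past the threshold without mice 3, 5 and 6 (median 0.79, adjusted p = 0.0738), with unspliced counts alone (0.141) or with the estimated correlation (0.202). Many ribosomal protein genes have processed pseudogenes that share their sequence, so single members are uncertain.

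**Figure D2:**
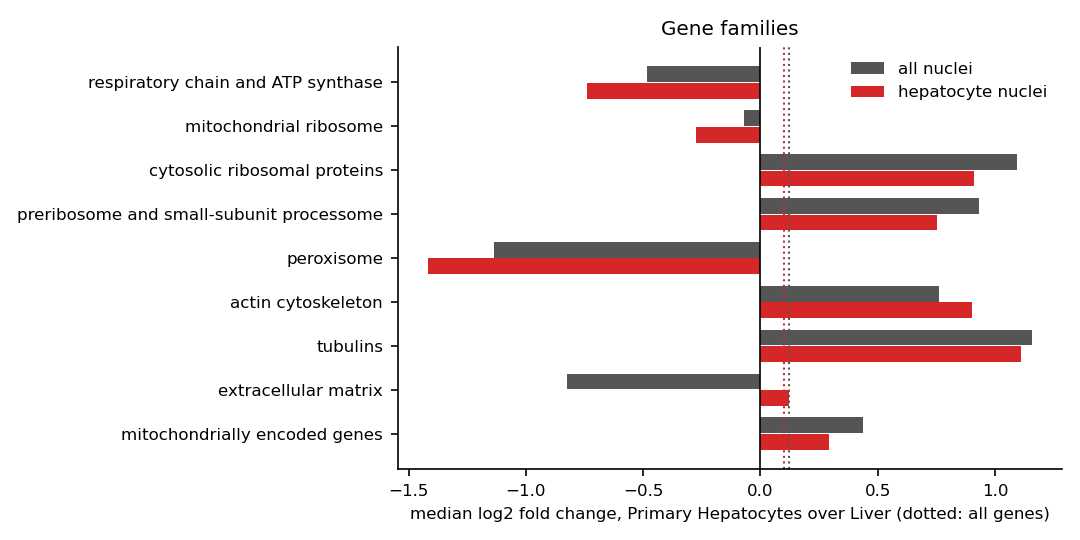
Median log2 fold change, Primary Hepatocytes over Liver, of 9 gene families in the sums of all nuclei and of hepatocyte nuclei. The dotted lines mark the median of all genes. In hepatocyte nuclei the cytosolic ribosomal protein genes lie at 0.91, the respiratory chain genes at -0.74 and the extracellular matrix genes at 0.12.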

Notably, the GO term *Actin cytoskeleton* was enriched in genes upregulated in Primary Hepatocytes compared with Liver (Figure 5C). These results suggest that cultured hepatocytes increase expression of cytoskeletal genes to adapt to their *in vitro* environment. 

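Among 56 actin cytoskeleton genes, 29 were higher and 6 lower in hepatocyte nuclei of Primary Hepatocytes than of Liver (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change was 0.90 (camera, adjusted p = 9.88e-06), and it stayed past the threshold with the correlation estimated from the data. Under the alternatives the median ranged from 0.80, with unspliced counts alone, to 1.59, under edgeR's filter on expression.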

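Cell Suspension and Primary Hepatocytes differ by culture but both follow isolation. Between them, the hepatocyte nuclei showed a median log2 fold change of 1.18 over the cytosolic ribosomal protein genes, 80 of 84 higher and none lower in Primary Hepatocytes (camera, adjusted p = 6.25e-23 with Benjamini-Hochberg adjustment over 54 tests). The actin cytoskeleton genes had a median of 0.45 (camera, adjusted p = 0.00646), with 25 called higher and 10 lower. The tubulin genes, with a median of 0.53, were not past the threshold (camera, adjusted p = 0.407), though they were under fry (adjusted p = 0.00533). The respiratory chain and ATP synthase genes had a median of -0.39, with 49 lower and 11 higher (camera, adjusted p = 0.00391), but -0.01 with unspliced counts alone (adjusted p = 0.735). With the correlation estimated from the data, only the peroxisome genes among the 9 families passed the threshold in this comparison (median -1.15, adjusted p = 0.0370).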

Overall, the pseudo-bulk analysis confirms that key transcriptional changes in ribosomal and cytoskeletal genes occur within hepatocytes during adaptation to culture.

**FIGURE 5:**
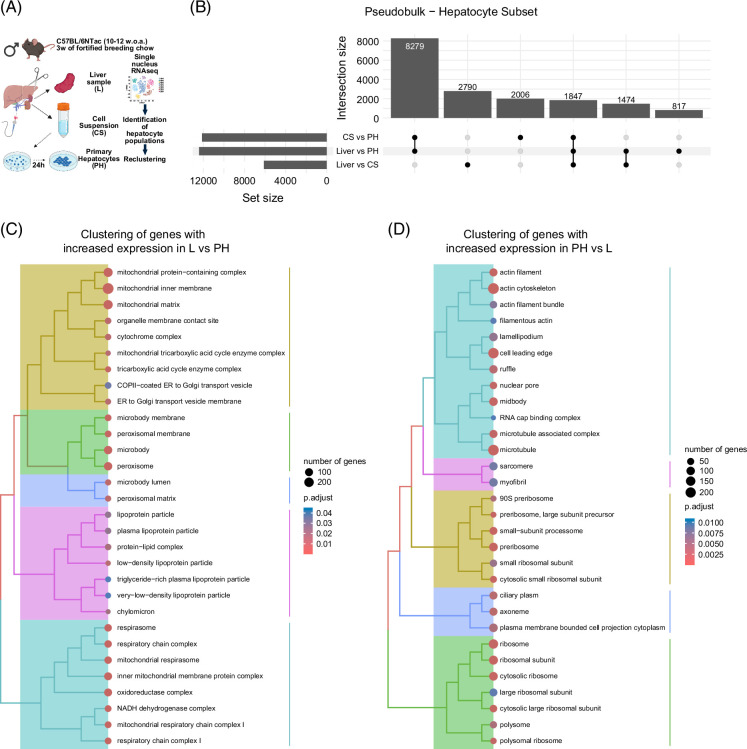
Pseudobulk analysis of hepatocyte gene expression confirms that major changes to the transcriptome following culturing are driven by changes in hepatocyte gene expression. (A) Experimental and analytical overview (created in BioRender). (B) Upset plot showing the number of differentially expressed genes between various comparisons. (C) Treeplots show the clustering of significantly enriched GO terms from the cellular component ontology for genes with increased expression in Liver versus Primary Hepatocytes. (D) Treeplots show the clustering of significantly enriched GO terms from the cellular component ontology for genes with increased expression in Primary Hepatocytes versus Liver. Abbreviations: GO, gene ontology; L, liver; PH, primary hepatocytes cultured for 24 hours.

### Primary hepatocyte cultures contain dedifferentiated endothelial cells

Cells from Primary Hepatocytes primarily clustered into one major and two smaller groups (Figure 4A). To determine if all clusters were hepatocyte-associated, we re-clustered cells from Primary Hepatocyte samples (Figure 6A), confirming one dominant population and several smaller ones (Figure 6B). 

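Primary Hepatocytes nuclei fell mainly into 7 of the authors' clusters, which their table names only as cultured cells. By marker lists, 16210 of these nuclei were read here as cultured hepatocytes, 1733 as cultured endothelial cells and 175 as cultured stellate cells. The endothelial cluster had a median of 1355 UMIs per nucleus, and all 6 endothelial markers of a fixed list exceeded the other clusters by over 2-fold. Of these, Arhgap31, Adgrf5 and Plekhg1 were among its 10 leading genes. In the stellate cluster, with a median of 1984 UMIs, all 6 stellate markers exceeded 2-fold, and Dcn was among the 10 leading genes. The 5 other clusters met no list of another cell type and were read as hepatocytes. They include the low-UMI cluster led by satellite RNA, to which Primary Hepatocytes gave 1450 nuclei.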

Marker gene expression analysis (Figure 6C) revealed three main cell types: dedifferentiated hepatocytes, dedifferentiated endothelial cells, and stellate cells. 

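Whether nuclei annotated as non-cultured stem from other samples was also examined by pool. They made up 1.09% ± 0.387 (SD, n = 5) of Primary Hepatocytes samples that shared a pool with Cell Suspension alone, and 2.28% ± 0.179 (SD, n = 3) of those that also shared it with Liver. In the opposite direction, a mean of 0.524% ± 0.521 (SD, n = 8) of the nuclei of a Liver or Cell Suspension sample were annotated as cultured in pools that held Primary Hepatocytes, and 0.0311% ± 0.0739 (SD, n = 8) in pools that held none, with the low-UMI cluster annotated as cultured left out. The p of this difference was 0.00730 (two-sided exact permutation test, 8 samples against 8), but the former pools held 6 Cell Suspension and 2 Liver samples and the latter 2 and 6. With samples exchanged only within their sample type, a test chosen after seeing the data, the difference was not past the threshold (exact permutation over 784 arrangements, p = 0.119). The means were 0.657% and 0.106% in Cell Suspension and 0.123% and 0.00625% in Liver. The 73 non-cultured hepatocyte nuclei of Primary Hepatocytes had a mean of 889 CPM of cultured hepatocyte markers, compared with 594 CPM in Cell Suspension of the same pool and 3152 CPM in cultured hepatocytes. The first value was higher than the second in 5 of 8 samples, but samples of 1 pool share the second value. Over the 4 pools it was higher in 3 (exact paired permutation test, p = 0.375, where 4 pools allow no p below 0.125).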

Some smaller clusters resembled non-cultured hepatocytes and endothelial cells, potentially representing either partially differentiated cells or misassigned cells from Liver and Cell Suspension samples. Dedifferentiated endothelial cells were identified by expression of markers such as *Arhgap31* and *Adgrf5*. Thus, Primary Hepatocyte cultures contain a small population of endothelial cells that undergo similar dedifferentiation. 

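The 13 pan-endothelial genes summed to 3918 ± 719 CPM (SD, n = 8) in the endothelial nuclei of Primary Hepatocytes and to 105 ± 14.6 CPM (SD, n = 8) in their hepatocyte nuclei, a ratio of 37.3. The endothelial nuclei were higher in 8 of 8 samples (two-sided exact paired permutation test, p = 0.00781, the smallest that 8 pairs allow). In Liver endothelial nuclei the sum was 10097 ± 854 CPM (SD, n = 8), so cultured nuclei had 0.388 times this level (exact permutation test, p = 1.55e-04). Of the 13 genes, 11 were lower in Primary Hepatocytes than in Liver by edgeR's quasi-likelihood test, with a median log2 fold change of -1.34, while 11 lower and 1 higher were called adjusted over the list alone. The largest fall was that of Kdr (-2.78, standard error 0.298, adjusted p = 3.06e-10), while Pecam1 did not change (0.20, adjusted p = 0.398). Ptprb and Stab2, which the paper also uses as markers, fell by 2.68 and 1.50 on the log2 scale (adjusted p = 1.66e-13 and 8.97e-10). The 8 hepatocyte genes summed to 3190 ± 975 CPM (SD, n = 8) in endothelial nuclei of Primary Hepatocytes and to 4621 ± 1364 CPM (SD, n = 8) in their hepatocyte nuclei, and were higher in the former in 1 of 8 samples (exact paired permutation test, p = 0.0391). For nuclei below the median UMI total the p of this difference was 0.492.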

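In Primary Hepatocytes, 77 nuclei were annotated as Kupffer cells, 23 as biliary epithelial cells and 10 as leukocytes, among 18394. Kupffer cells made up 0.424% ± 0.280 (SD, n = 8) of Primary Hepatocytes nuclei, 2.75% ± 1.70 (SD, n = 8) of Cell Suspension and 5.08% ± 2.95 (SD, n = 8) of Liver. They were lower in Primary Hepatocytes than in Liver (two-sided exact permutation test, adjusted p = 9.32e-04 over 18 tests) and than in Cell Suspension (adjusted p = 0.00280). Leukocytes made up 0.0527% ± 0.0542 (SD, n = 8) of Primary Hepatocytes, a difference of -1.85 percentage points from Liver (exact permutation test, adjusted p = 9.32e-04). Cell Suspension held 0.230% ± 0.326 (SD, n = 8), which did not differ from Primary Hepatocytes after adjustment (exact permutation test, p = 0.0342, adjusted p = 0.0513), but did so without mouse 2 (adjusted p = 0.0241) or mouse 5 (adjusted p = 0.0323). Mouse 7 alone had 1.02% in Cell Suspension, and without it the mean was 0.117% and the adjusted p 0.113 (exact permutation test). Nuclei annotated as biliary epithelial cells made up 1.07% ± 0.464 of Liver, 0.277% ± 0.145 of Cell Suspension and 0.121% ± 0.0963 of Primary Hepatocytes (SD, n = 8 each). The step from Cell Suspension to Primary Hepatocytes had an adjusted p of 0.0298 in the exact permutation test, but 0.0511 when paired by mouse and 0.0632 with a separate clustering. It also lay above 0.05 without mouse 1 (0.0855), 6 (0.0515), 7 (0.0871) or 8 (0.0577). In Liver, 0.746% of nuclei belong to the cluster of this annotation that holds mesothelial markers. The other cluster, which holds biliary markers, made up 0.326% ± 0.185 of Liver and 0.263% ± 0.143 of Cell Suspension (SD, n = 8 each, exact permutation test, p = 0.444). Stellate cells made up 4.43% ± 1.28 of Liver, 1.07% ± 0.541 of Cell Suspension and 1.04% ± 0.654 of Primary Hepatocytes (SD, n = 8 each). They were lower than in Liver in 8 of 8 mice at both later stages (exact permutation test, adjusted p = 0.00112 each), with no difference between the stages (p = 0.923).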

Leukocytes, KCs, and biliary epithelial cells were absent, and stellate cells were significantly reduced (Figures 6D, E). Hepatocytes made up 75% of cells in the Liver, but 90% in both Primary Hepatocytes and Cell Suspension, indicating enrichment through isolation. 

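Hepatocytes made up 74.7% ± 9.59 (SD, n = 8) of the nuclei of a Liver sample, 87.4% ± 5.88 (SD, n = 8) of Cell Suspension and 88.9% ± 7.08 (SD, n = 8) of Primary Hepatocytes. The share rose from Liver to Cell Suspension by 12.7 percentage points, in 8 of 8 mice, and from Liver to Primary Hepatocytes by 14.2, in 7 of 8 mice (two-sided exact permutation test, adjusted p = 0.00895 each over 18 tests). Cell Suspension and Primary Hepatocytes did not differ (exact permutation test, p = 0.647). Over all nuclei pooled, the shares were 75.7%, 88.6% and 88.5%. Without each mouse in turn, the difference between Primary Hepatocytes and Liver ranged from 11.2 to 17.0 percentage points.

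**Figure D3:**
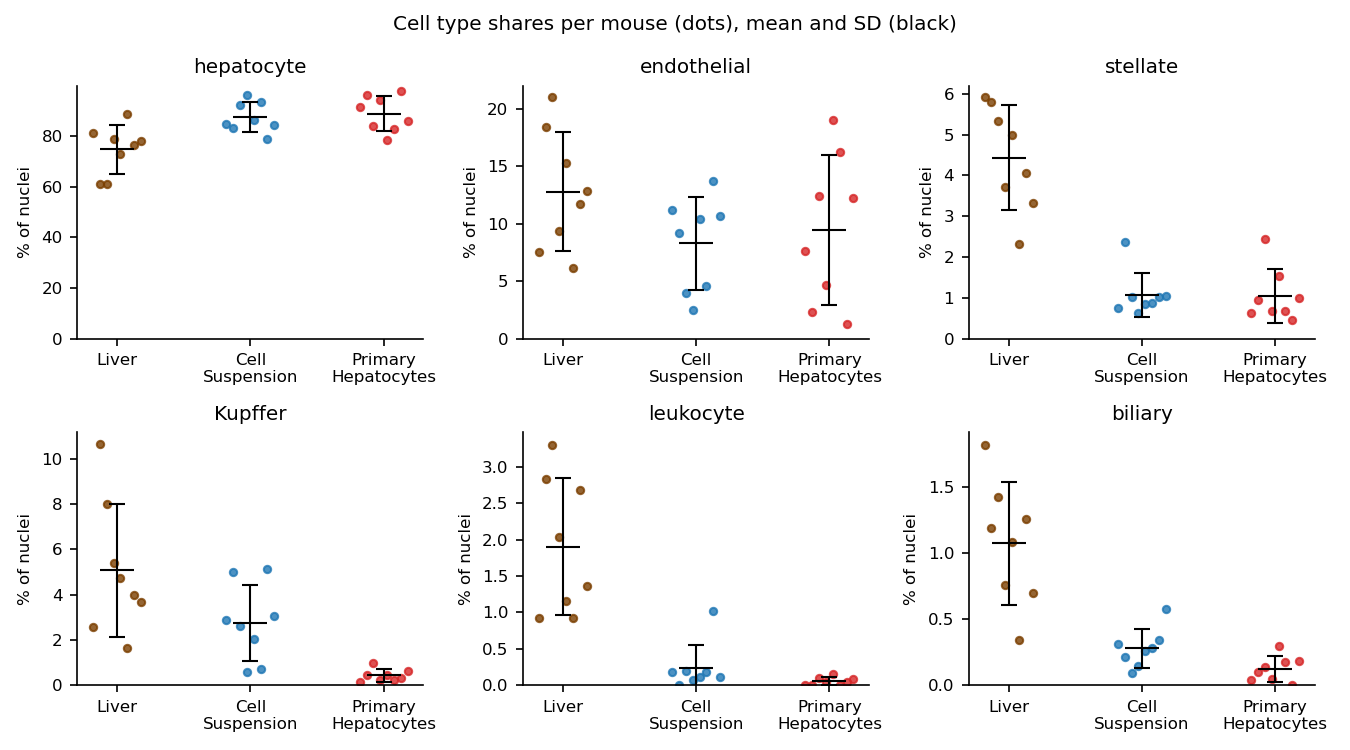
Share of nuclei of each annotated cell type in percent, in Liver, Cell Suspension and Primary Hepatocytes. Each dot is 1 mouse, and black bars give the mean and SD of 8 mice; the vertical axes differ between cell types. Hepatocytes rise from a mean of 74.7% in Liver to 88.9% in Primary Hepatocytes, and stellate cells fall from 4.43% to 1.04%.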

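Endothelial cells made up 12.8% ± 5.21 (SD, n = 8) of Liver nuclei, 8.29% ± 4.06 (SD, n = 8) of Cell Suspension and 9.48% ± 6.53 (SD, n = 8) of Primary Hepatocytes. The share in Primary Hepatocytes varied from 1.29% to 19.1% between mice. It was higher than in Liver in 3 of 8 mice, and the difference of -3.31 percentage points was within the spread between mice (two-sided exact permutation test, p = 0.276, adjusted p = 0.331 over 18 tests). Cell Suspension did not differ from Liver either (difference -4.50 percentage points, exact permutation test, p = 0.0763, adjusted p = 0.0981). Over all nuclei pooled, the shares were 12.4%, 7.65% and 9.83%.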

Endothelial cell proportions remained comparable across samples (12.3% in Liver vs. 9.4% in Primary Hepatocytes), confirming that cultured hepatocyte samples retain a notable fraction of endothelial cells.

**FIGURE 6:**
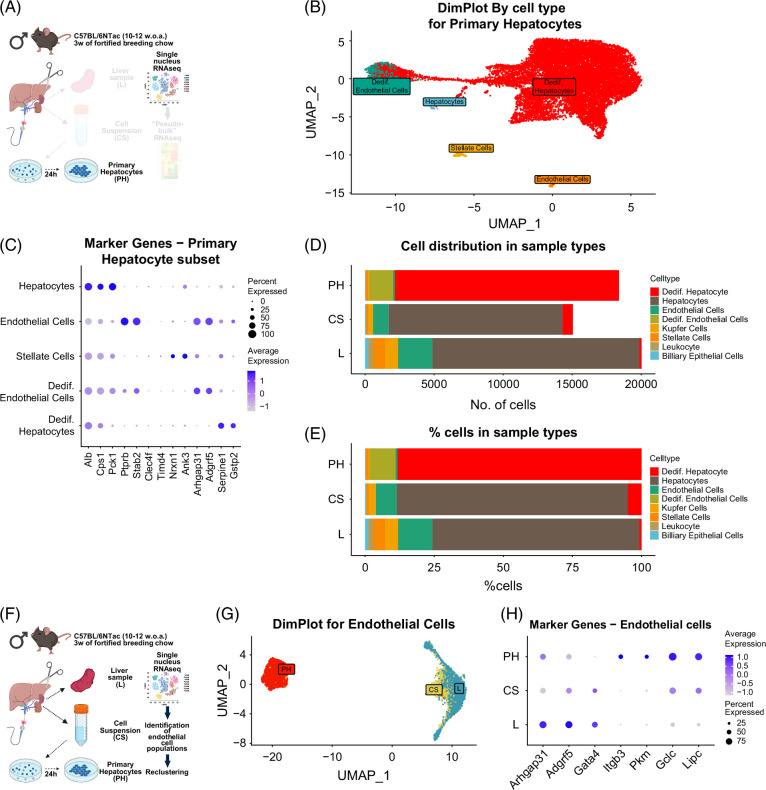
Primary hepatocyte culture contains a subpopulation of dedifferentiated endothelial cells in addition to dedifferentiated hepatocytes. (A) Schematic overview of cultured hepatocyte subsetting and analysis (created in BioRender). (B) UMAP plot showing clustering of cells from Primary Hepatocytes samples. Identities were assigned to identified Seurat clusters, based on expression of known marker genes. (C) Dotplot showing marker genes, used to assign identities to Seurat clusters. (D) Bar graph showing the number of cells annotated to various cell types through marker gene expression. (E) Cellular composition of sample types is displayed as a percentage. (F) Schematic overview of endothelial cell identification and reclustering (created in BioRender). (G) UMAP plot showing clustering of subset endothelial cells from Cell Suspension, Liver, and Primary Hepatocytes. (H) Marker genes for normal and dedifferentiated endothelial cells in the 3 groups. Abbreviations: L, liver; CS, cell suspension; PH, primary hepatocytes cultured for 24 hours; UMAP, Uniform Manifold Approximation and Projection.

### Dedifferentiated endothelial cells undergo transcriptional changes to adapt to culturing conditions

To investigate endothelial dedifferentiation in culture, we clustered endothelial cells from Liver, Cell Suspension, and the smaller Primary Hepatocyte cluster identified as endothelial (Figure 6F). 

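Endothelial nuclei numbered 2474 in Liver, 1152 in Cell Suspension and 1809 in Primary Hepatocytes, with as few as 29 in the smallest sample. Their UMIs per sample ranged from 95289 to 2578536, with medians of 881016 in Liver, 307564 in Cell Suspension and 407274 in Primary Hepatocytes. Of 18279 genes tested, 6181 differed between Liver and Primary Hepatocytes, 2817 higher and 3364 lower in Primary Hepatocytes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between Cell Suspension and Primary Hepatocytes 3656 genes differed, and between Liver and Cell Suspension 712. After thinning to the smallest sample the counts were 2446, 1899 and 244. Between Liver and Cell Suspension the count was 432 without mouse 1 and 469 without mouse 3.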

Dedifferentiated endothelial cells from Primary Hepatocytes were clearly separated from those in Liver and Cell Suspension (Figure 6G). 

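In endothelial nuclei, Arhgap31 (ENSMUSG00000022799, GRCm38 chromosome 16, 38598340 to 38713274) had 1246 ± 430 CPM (SD, n = 8) in Primary Hepatocytes and 1283 ± 70.1 CPM (SD, n = 8) in Liver. The log2 fold change was -0.03 (standard error 0.166, adjusted p = 0.903 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adgrf5 (ENSMUSG00000056492, chromosome 17, 43360451 to 43459557) had 982 ± 232 CPM (SD, n = 8) and 1050.0 ± 124 CPM (SD, n = 8), a log2 fold change of -0.09 (standard error 0.145, adjusted p = 0.661, same test). Both differences were thus within the spread between mice. Over all nuclei, where the share of endothelial nuclei also counts, the log2 fold changes were -1.02 for Arhgap31 (adjusted p = 0.0364) and -1.15 for Adgrf5 (adjusted p = 0.00843).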

While endothelial markers such as *Arhgap31* and *Adgrf5* were still expressed, their levels were markedly reduced (Figure 6H). The liver-specific endothelial marker *Gata4* was only expressed in Liver and Cell Suspension, further supporting dedifferentiation in cultured cells (Figure 6H).^29^ 

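The transcription factor gene Gata4 (ENSMUSG00000021944, GRCm38 chromosome 14, 63198922 to 63271692) had 802 ± 116 CPM (SD, n = 8) in endothelial nuclei of Liver and 127 ± 54.3 CPM (SD, n = 8) in those of Primary Hepatocytes. Its log2 fold change was -2.76 (standard error 0.194, adjusted p = 7.96e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The endothelial nuclei of Primary Hepatocytes include 76 annotated as non-cultured, which held 146 Gata4 UMIs, compared with 228 in the others. Before TMM scaling, Gata4 had 81.8 ± 36.5 CPM (SD, n = 8) in the 1733 nuclei annotated as cultured alone, a setting chosen after seeing the data, and 141 ± 68.1 CPM (SD, n = 8) in all 1809. In Primary Hepatocytes, mouse 7 stood apart with 242 CPM, and the 7 other samples lay between 71.9 and 152 CPM. The smallest change among the alternatives was -2.28, after thinning to the smallest sample, and none of them changed the call.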

Primary Hepatocyte-derived endothelial cells expressed high levels of integrin beta-3 (*Itgb3*), likely reflecting adaptation to collagen-coated culture surfaces, and pyruvate kinase (*Pkm*), indicating a shift toward glycolytic metabolism. They also expressed high levels of *Gclc*, the rate-limiting enzyme in glutathione biosynthesis, suggesting enhanced oxidative stress defenses. 

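Itgb3 (ENSMUSG00000020689, GRCm38 chromosome 11, 104608000 to 104670476) rose from 30.4 ± 15.5 CPM (SD, n = 8) in endothelial nuclei of Liver to 476 ± 206 CPM (SD, n = 8) in those of Primary Hepatocytes. This is a log2 fold change of 4.01 (standard error 0.245, adjusted p = 1.74e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mouse 2 was the highest of the Liver samples with 65.3 CPM, above a range of 14.1 to 36.0 CPM in the others. Hepatocyte nuclei of Primary Hepatocytes held far less Itgb3, so that endothelial nuclei exceeded them 104-fold before TMM scaling. Pkm (ENSMUSG00000032294, chromosome 9, 59656368 to 59679375) rose from 41.4 ± 8.93 CPM (SD, n = 8) to 396 ± 110 CPM (SD, n = 8), a log2 fold change of 3.29 (standard error 0.191, adjusted p = 7.20e-17, same test). The rise of Pkm was larger in hepatocyte than in endothelial nuclei, by 4.29 on the log2 scale, and its level in endothelial nuclei of Primary Hepatocytes was 1.41 times that in hepatocyte nuclei (two-sided exact paired permutation test, p = 0.0313, higher in 6 of 8 samples).

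**Figure D4:**
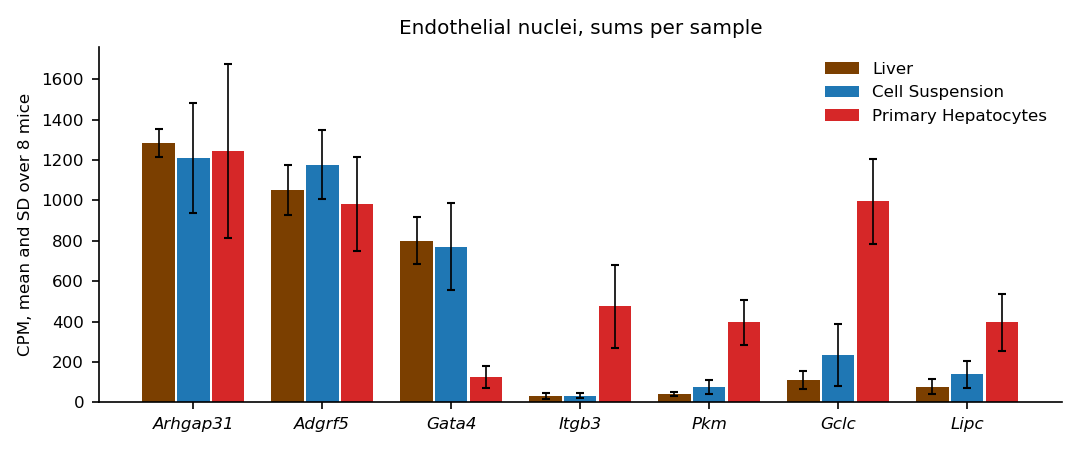
Expression of Arhgap31, Adgrf5, Gata4, Itgb3, Pkm, Gclc and Lipc in endothelial nuclei in CPM, as the mean with the SD of 8 mice for Liver, Cell Suspension and Primary Hepatocytes. Arhgap31 lies at 1283 CPM in Liver and 1246 CPM in Primary Hepatocytes, while Gata4 falls from 802 to 127 CPM.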

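Gclc (ENSMUSG00000032350, GRCm38 chromosome 9, 77754535 to 77794485) had 996 ± 210 CPM (SD, n = 8) in endothelial nuclei of Primary Hepatocytes and 110 ± 45.9 CPM (SD, n = 8) in those of Liver. This is a log2 fold change of 3.17 (standard error 0.267, adjusted p = 6.41e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In hepatocyte nuclei Gclc rose alike, from 315 to 2426 CPM (log2 fold change 2.95), and the 2 changes did not differ (difference 0.03, adjusted p = 0.980). Before TMM scaling, the endothelial nuclei of Primary Hepatocytes had 0.337 times the Gclc of their hepatocyte nuclei, and 354 hepatocyte-restricted genes had a median ratio of 0.471. Most of these genes fell in cultured hepatocytes whereas Gclc rose, so the ratio cannot decide whether RNA from hepatocytes in the same pool accounts for Gclc here.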

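In endothelial nuclei, Lipc (ENSMUSG00000032207, GRCm38 chromosome 9, 70798128 to 70952226) had 397 ± 142 CPM (SD, n = 8) in Primary Hepatocytes and 77.9 ± 36.4 CPM (SD, n = 8) in Liver. The log2 fold change was 2.32 (standard error 0.244, adjusted p = 2.19e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hepatocyte nuclei of Primary Hepatocytes held more of it in 8 of 8 samples, with 1607 ± 213 CPM (SD, n = 8) before TMM scaling, compared with 440 ± 180 CPM (SD, n = 8) in endothelial nuclei (two-sided exact paired permutation test, p = 0.00781). Stellate nuclei of the same samples, pooled, held 406 CPM. The ratio of endothelial to hepatocyte nuclei, 0.274, was below that of most hepatocyte-restricted genes, whose middle 95% lay between 0.259 and 1.56.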

Notably, they expressed *Lipc*, a triacylglycerol lipase typically found in hepatocytes and endothelial cells^30^ (Figure 6H). These findings demonstrate that cultured Primary Hepatocytes include endothelial cells that undergo transcriptional dedifferentiation in response to 2D culture conditions.

### Culturing of primary hepatocytes induces altered expression of glucose transporters and increased abundance of proteins associated with oxidative stress

The combination of snRNAseq and proteomics enabled us to annotate high-abundance proteins to specific cell types. We selected candidate proteins based on three criteria: (1) significantly altered abundance in Primary Hepatocytes versus Liver, (2) concordant mRNA and protein fold changes (ie, both increased or both decreased), and (3) a log2-fold change >2 or <−2. This yielded 30 candidate proteins (Figure 7A). Among these, COL1A1, LUM, and PRELP—ECM proteins—were decreased in Primary Hepatocytes, consistent with loss during cell isolation.^31^^,^^32^ Proteins reduced in cultured hepatocytes also included markers of specific non-parenchymal cells: *Igfbp7* (endothelial and stellate), *Cd163*, *Clec4f*, and *Cd5l* (Kupffer) (Figure 7B), suggesting that their lower abundance reflects reduced representation of these cell types in culture. Conversely, seven proteins were more abundant in Primary Hepatocytes, including acute-phase proteins SAA1 and SAA2, and antioxidants MT1 and MT2, consistent with stress responses.^24^^,^^33^ ORM2, another acute-phase protein,^34^ and HMOX-1, an oxidative stress-induced enzyme,^35^ were also elevated, supporting the notion that cultured hepatocytes are under oxidative stress. 

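On the RNA side, 29 of the 30 genes read from Figure 7A were tested in the sums of all nuclei. Between Liver and Primary Hepatocytes, 20 were lower and 9 higher in Primary Hepatocytes, and each of the 29 passed the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since the list was chosen on these samples, these calls are not independent evidence. The paper counts fewer proteins as more abundant in Primary Hepatocytes than the 9 genes found higher here, and the reason was not examined. The log2 fold changes ranged from -4.32 to 6.19, and 19 of the 29 lay beyond 2 in either direction.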

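Summed over all nuclei, Prelp fell by 2.34 on the log2 scale from Liver to Primary Hepatocytes, Lum by 1.92 and Col1a1 by 1.30 (adjusted p = 1.19e-08, 8.62e-05 and 7.48e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These genes are near the detection limit, with 483, 132 and 151 UMIs over all Liver nuclei. Stellate nuclei held 64.4%, 81.1% and 68.9% of these UMIs, although they were 4.43% of Liver nuclei. Igfbp7 fell by 2.38 (standard error 0.352, adjusted p = 1.11e-06). In Liver 71.0% of its UMIs lay in endothelial nuclei, at 1001 ± 186 CPM (SD, n = 8) before TMM scaling, and 19.7% in stellate nuclei, at 702 ± 134 CPM (SD, n = 8). Igfbp7 was not called in hepatocyte nuclei (log2 fold change 0.01, adjusted p = 0.982). With spliced and ambiguous counts alone it was called lower there (-0.66, adjusted p = 0.0413, same test). Within endothelial nuclei Igfbp7 was lower in Primary Hepatocytes than in Liver, with 264 ± 91.4 CPM (SD, n = 8) before TMM scaling. The fall over all nuclei thus need not stem from a loss of cells alone. Cd163, Clec4f and Cd5l fell by 3.81, 3.84 and 3.96 on the log2 scale (adjusted p = 3.30e-07, 4.42e-08 and 9.55e-07). Kupffer nuclei held 92.0%, 90.2% and 92.3% of their UMIs in Liver.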

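In hepatocyte nuclei, Saa1 rose from 6.49 ± 4.00 CPM in Liver to 135 ± 55.0 CPM in Primary Hepatocytes and Saa2 from 3.47 ± 2.78 to 114 ± 47.5 CPM (SD, n = 8 each). Their log2 fold changes were 4.37 and 5.01 (adjusted p = 8.79e-10 and 3.52e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 genes are near-identical neighbours, so their counts are uncertain individually. Mt1 rose by 5.18 (standard error 0.638, adjusted p = 3.10e-08) and Mt2 by 6.13 (standard error 0.646, adjusted p = 1.33e-09). Orm2, which has close paralogs, rose by 4.80 (standard error 0.355, adjusted p = 5.71e-13). Hmox1 (ENSMUSG00000005413, GRCm38 chromosome 8, 75093621 to 75100589) rose from 3.65 ± 1.35 to 184 ± 46.4 CPM (SD, n = 8 each), a log2 fold change of 5.67 (adjusted p = 2.56e-13). The genes higher in Primary Hepatocytes among those read from Figure 7A also included Slc2a1, Basp1 and Cavin1.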

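In hepatocyte nuclei, Slc2a1 (ENSMUSG00000028645, GRCm38 chromosome 4, 119108711 to 119137983) had 76.0 ± 8.30 CPM (SD, n = 8) in Primary Hepatocytes and 14.2 ± 3.49 CPM (SD, n = 8) in Liver. The log2 fold change was 2.42 (standard error 0.156, adjusted p = 2.46e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc2a2 (ENSMUSG00000027690, chromosome 3, 28697903 to 28731359) had 10.2 ± 4.12 CPM (SD, n = 8) in Primary Hepatocytes and 279 ± 55.5 CPM (SD, n = 8) in Liver, a log2 fold change of -4.77 (standard error 0.224, adjusted p = 1.75e-17, same test). Before TMM scaling, endothelial nuclei of Primary Hepatocytes held 113% of the Slc2a2 of hepatocyte nuclei, compared with 14.8% in Liver.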

Notably, *Slc2a1* (*Glut1*) was highly expressed in cultured hepatocytes (Figure 7D), whereas *Slc2a2* (*Glut2*) was predominant in the whole liver (Figure 7E). While both transporters are insulin-independent, GLUT1 has a higher glucose affinity than GLUT2 (1–2 mM vs. 15–20 mM).^36^ This shift in transporter expression may reflect metabolic adaptation to culture, resembling changes seen in cancer cells.^37^ 

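At least 1 Slc2a1 UMI was found in 41.4% of the 16210 cultured hepatocyte nuclei of Primary Hepatocytes and in 8.00% of the 37257 other nuclei, at medians of 6081.5 and 3951 UMIs per nucleus. The former held 76.7% of all Slc2a1 UMIs. For Slc2a2 the shares were 6.94% and 44.0%, and the cultured hepatocyte nuclei held 3.05% of its UMIs. In cultured endothelial nuclei, at a median of 1351 UMIs, 17.7% had a Slc2a1 UMI and 2.37% a Slc2a2 UMI. Before TMM scaling, Slc2a1 had 102.1 ± 14.7 CPM (SD, n = 8) in hepatocyte nuclei of Primary Hepatocytes and 111 ± 22.1 CPM (SD, n = 8) in their endothelial nuclei. The shares of nuclei pool samples and were not thinned to one depth.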

UMAP analysis confirmed that *G* *lut1* expression localized almost exclusively to cultured hepatocytes (Figure 7C). Together, these findings show that hepatocyte culturing leads to loss of cellular diversity, significant changes in protein expression, and increased expression of stress-related and metabolism-related genes.

**FIGURE 7:**
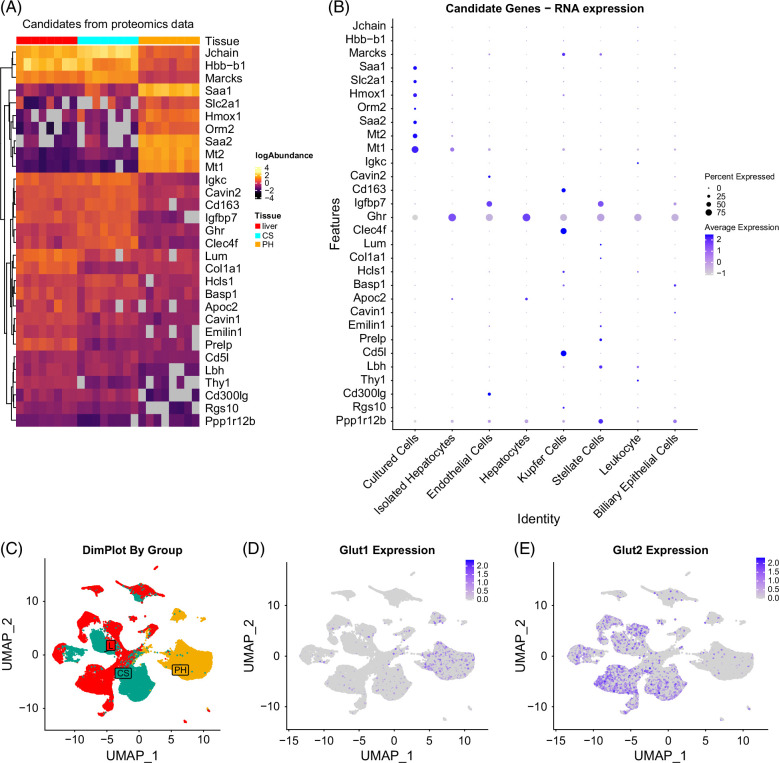
Analysis of the most highly abundant proteins in Primary Hepatocytes suggests oxidative stress. (A) Heatmap showing protein abundance of candidate proteins with a log FC >2 or log FC <−2 for both RNA levels and protein abundance for Liver vs. Primary Hepatocytes. (B) Dotplot showing cell-type-specific expression levels of candidate genes. (C) UMAP plot colored by sample type. (D) UMAP plot of all samples colored by expression of *Glut1*. (E) UMAP plot of all samples colored by expression of *Glut2*. Abbreviation: UMAP, Uniform Manifold Approximation and Projection.

### Multi-omics data are available for exploration through the “Hepamorphosis” app

To facilitate data exploration, we developed an interactive dashboard—Hepamorphosis—to support hypothesis generation, experimental planning, and quality control. The app includes 3 modules: *Gene Explorer*, *Correlator*, and *Zonator*. *Gene Explorer* enables users to visualize gene expression across cell types using snRNAseq data and, when available, compare corresponding protein abundance across sample types via violin plots (Supplemental Figure S6A, http://links.lww.com/HC9/C92). A UMAP colored by cell type is included for reference, allowing users to assess gene specificity and dedifferentiation effects. *Correlator* links transcriptomic and proteomic data, plotting log fold changes for genes found in both datasets across 3 comparisons: Liver versus Cell Suspension, Liver versus Primary Hepatocytes, and Cell Suspension versus Primary Hepatocytes (Supplemental Figure S6B, http://links.lww.com/HC9/C92). This helps determine whether RNA and protein levels track similarly during dedifferentiation. *Zonator* focuses on simplified hepatocyte zonation. snRNAseq data from Liver hepatocytes were clustered using Seurat and annotated as central or periportal based on zonation markers such as *Cyp2e1* and *Hal*. Zonator displays UMAP and violin plots to compare gene expression across zones (Supplemental Figure S6C, http://links.lww.com/HC9/C92). Together, Hepamorphosis provides a powerful, user-friendly resource for interrogating the effects of hepatocyte culture at both RNA and protein levels.

## DISCUSSION

We set out to investigate how primary mouse hepatocytes dedifferentiate during culture and how cellular heterogeneity is affected by isolation and culturing. We demonstrate that within 24 hours of 2D culture, primary hepatocytes undergo extensive transcriptomic and proteomic changes. This rapid transformation questions whether cultured hepatocytes retain the functional and molecular characteristics of their *in vivo* counterparts. Moreover, zonation-specific markers are largely lost, and cultured hepatocytes coexist with non-hepatocyte populations, further complicating their use to study liver function.

We were aware that gene expression changes rapidly post-isolation, with one study documenting over 1,000 altered transcripts in cultured rat hepatocytes after 24 hours.^38^ These changes are congruent with known morphological shifts, as hepatocytes adopt a flattened, fibroblast-like appearance over time in culture.^39^ However, based on earlier proteomics data from primary human hepatocytes, we expected relative stability in protein abundance. That study found mitochondrial protein levels to be maintained and reported only about 40 proteins as differentially abundant within 24 hours,^12^ suggesting that the proteome was more stable than the transcriptome.

In contrast, our study revealed more extensive remodeling: over 10,000 differentially expressed genes and 3,000 altered proteins after 24 hours of culturing. This suggests that primary mouse hepatocytes dedifferentiate to a greater extent than previously appreciated. While biological differences between mouse and human hepatocytes could contribute to these discrepancies, methodological factors may also play a role. For instance, the human hepatocytes were derived from surgically resected perfused biopsies,^12^ which may be more robust due to the physiological condition of the tissue and the isolation approach. Our method used a standard 2-step collagenase perfusion technique,^8^ a widely adopted protocol for rodent hepatocytes. It remains difficult to directly compare these models, but our results underscore the need for careful interpretation when extrapolating from cultured cells.

A key observation was the consistent downregulation of genes associated with ECM components, beginning even in the cell suspension stage. This likely reflects the loss of HSCs, the principal ECM-producing cell type in the liver.^40^ 

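Of 96 extracellular matrix genes, summed over all nuclei, 26 were lower and 9 higher in Cell Suspension than in Liver (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change was -0.13 (camera, adjusted p = 0.00473 over 54 tests). The adjusted p was 0.0987 under edgeR's filter on expression, 0.0908 after thinning and 0.282 with the pool as covariate. Of 25 ways to split these samples, the real one included, 8 gave a median as far from that of all genes. By this test, chosen after seeing the data, chance cannot be excluded for the fall in Cell Suspension. In Primary Hepatocytes, 50 were lower and 23 higher than in Liver, with a median of -0.82 (camera, adjusted p = 0.00473, or 0.102 with the pool as covariate). With the correlation estimated from the data, neither comparison passed the threshold (adjusted p = 0.420 each).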

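Of the 96 extracellular matrix genes, 44 had their highest CPM in stellate nuclei of Liver, 26 in nuclei annotated as biliary and 11 in endothelial nuclei. Among the 26 called lower in Cell Suspension, stellate nuclei were highest for 19, those annotated as biliary for 5 and endothelial for 2. Of the 220 Liver nuclei annotated as biliary, 157 belong to the cluster that holds mesothelial markers, so these values need not be those of biliary cells. The family reached 11687 ± 953 CPM (SD, n = 8) in stellate, 6003 ± 1725 CPM in nuclei annotated as biliary and 1194 ± 219 CPM in hepatocyte nuclei of Liver. Because hepatocytes are far more numerous, they held 68.2% ± 9.15 (SD, n = 8) of the family's UMIs in Liver and stellate nuclei 16.6% ± 3.92 (SD, n = 8). For the 44 collagen genes alone the shares were 82.2% and 9.17%. Stellate nuclei numbered 880 in Liver, 148 in Cell Suspension and 192 in Primary Hepatocytes.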

Dotplots of ECM ontology genes upregulated in Liver versus Cell Suspension samples confirmed that most were specifically expressed in stellate cells (Supplemental Figure S7, http://links.lww.com/HC9/C93). snRNAseq further showed a dramatic reduction in stellate cell representation from Liver to Cell Suspension and an even greater loss in Primary Hepatocytes. These data indicate that much of the observed decrease in ECM gene expression results from cell type loss rather than changes within hepatocytes themselves.

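Within hepatocyte nuclei, the 96 extracellular matrix genes did not change from Liver to Primary Hepatocytes as a family (median log2 fold change 0.12, camera, adjusted p = 0.328 with Benjamini-Hochberg adjustment over 54 tests). Of these genes 26 were called higher and 19 lower, so single members did change. The median was -0.03 without the low-UMI cluster annotated as cultured and 0.05 without both low-UMI clusters, settings chosen after seeing the data, and 0.72 with the pool as covariate (adjusted p = 0.0144). From Liver to Cell Suspension the median was 0.34 (camera, adjusted p = 0.00674, or 0.459 with the correlation estimated from the data, 0.0851 without a count filter and 0.0587 without mice 3, 5 and 6), with 17 higher and 3 lower.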

In contrast, we observed a robust increase in ribosomal gene expression in cultured hepatocytes. This likely reflects increased ribosome biogenesis to support the global transcriptional changes occurring during dedifferentiation. This phenomenon appears to be hepatocyte-intrinsic, as it was not observed in Cell Suspension versus Liver samples, which showed minimal ribosomal gene enrichment. 

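From Liver to Cell Suspension, 17 of the 84 cytosolic ribosomal protein genes were lower and 3 higher in hepatocyte nuclei (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change was -0.28 (camera, adjusted p = 7.36e-05), with an adjusted p of 0.150 under fry, 0.639 with the correlation estimated from the data and 0.207 without mice 3, 5 and 6. In the sums of all nuclei the median was -0.07 (camera, adjusted p = 0.328), with 5 genes higher and 5 lower. Its sign depended on the scaling, with 0.01 under RLE normalization and 0.00 under edgeR's filter on expression. It was -0.29 with the pool as covariate (adjusted p = 5.28e-10), -0.39 with unspliced and -0.26 with spliced and ambiguous counts alone (8.53e-04 and 7.36e-06), -0.19 without mouse 1 (0.00305) and 0.09 without mice 3, 5 and 6 (0.0346). The preribosome genes had medians of 0.08 in hepatocyte nuclei (camera, adjusted p = 0.328) and 0.18 in all nuclei (adjusted p = 0.0392). The former passed the threshold under edgeR's filter on expression (0.0282) and without mice 3, 5 and 6 (0.0250). The latter did not under fry (0.0577), with the estimated correlation (0.639), without a count filter (0.230), with the pool as covariate (0.204), with unspliced counts alone (0.947), without mouse 4 (0.107) or without mouse 8 (0.0567).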

Notably, ribosomal protein synthesis, rather than rRNA transcription, is known to be the rate-limiting step in ribosome biogenesis,^41^ consistent with our findings. Proteomics data confirmed these transcriptomic patterns, showing increased ribosomal protein levels and reduced ECM-related protein abundance.

An intriguing observation was the increased abundance of mitochondrial proteins in cultured hepatocytes, contrasting with transcriptomic data and earlier reports that suggested a decline in mitochondrial content during culture.^12^ Thus, we performed snRNAseq on the same cohort used for proteomics, which allowed a more direct comparison between transcript and protein levels. We found that the correlation between RNA expression and protein abundance varied by subcellular localization. For several mitochondrial genes, we observed a negative correlation, suggesting either post-transcriptional regulation or asynchronous changes in mRNA and protein levels. One interpretation is that mitochondrial biogenesis may be initiated early during adaptation to culture, with a lag between mRNA induction and protein accumulation. Once sufficient mitochondrial capacity is reached, mRNA levels may drop while protein levels remain elevated. Time-resolved transcriptomics and proteomics experiments could be used to test this hypothesis.

An increase in mitochondrial proteins raises the question of whether cultured hepatocytes have enhanced respiratory capacity. In a previous study, we assessed oxygen consumption rates (OCR) in cultured hepatocytes using the Seahorse system and in liver biopsies using the Oroboros Oxygraph.^15^ Cultured hepatocytes exhibited a minor decrease in OCR upon ATP synthase inhibition, suggesting partial reliance on glycolysis. However, FCCP-induced uncoupling led to a substantial OCR increase, indicating preserved or enhanced mitochondrial respiratory potential. While informative, direct comparisons between adherent and suspended cells remain challenging due to differing measurement conditions and normalization strategies. Newer adaptations of the Seahorse technology to measure OCR in suspended cells^42^ may allow more direct comparisons, provided normalization issues can be adequately addressed.

snRNAseq data also revealed a substantial reduction in hepatocyte heterogeneity during culture. Cells from Liver and Cell Suspension samples retained zonation-specific expression patterns, consistent with previous findings showing spatial compartmentalization of hepatocyte function. In contrast, Primary Hepatocytes lacked clear zonation signatures. While protocols exist to enrich for pericentral or periportal hepatocytes via digitonin and collagenase perfusion,^43^ our findings suggest that zonation markers are rapidly lost upon culturing. Recent single-cell proteomics studies confirm that roughly half of hepatocyte proteins are zonated along the central-to-portal axis,^6^ implying that zonation loss at the RNA level is likely mirrored at the protein level. This homogenization limits the applicability of 2D cultures for studying spatially restricted liver functions.

Although a recent study suggested that human hepatocytes cultured *in vitro* segregate into distinct subpopulations,^44^ we did not observe such clustering in mouse Primary Hepatocytes. However, we did detect several distinct non-hepatocyte populations. These included endothelial cells, identified by expression of markers like *Ptprb* and *Stab2*, though the expression of these markers was diminished, consistent with dedifferentiation. Stellate cells also remained detectable in culture, albeit in reduced numbers. Altogether, non-hepatocyte populations comprised roughly 10% of cultured cells. Thus, hepatocyte cultures are not entirely pure and coexisting non-parenchymal cells may influence experimental outcomes, particularly in co-culture or conditioned medium experiments.

We also identified proteins that were highly expressed in liver tissue but nearly absent in cultured cells. These included CLEC4F, CD163, and CD5L, markers of KCs, as well as *Ppp1r12b*, *Lbh*, and *Igfbp7*, associated with stellate cells. The absence of these proteins in cultured hepatocytes underscores the importance of accounting for cell-type diversity in liver tissue. By integrating proteomic and snRNAseq data, we were able to attribute protein losses to specific missing cell types rather than to dedifferentiation of hepatocytes themselves. This approach can help distinguish genuine dedifferentiation from artifacts of cell population shifts.

Stress responses were also evident in cultured hepatocytes. Enrichment of actin cytoskeleton–related GO terms and upregulation of acute-phase proteins and metallothioneins suggest that cells experience mechanical and oxidative stress. This is consistent with previous work showing that mechanical tension in 2D cultures drives dedifferentiation, which can be mitigated by mechanical relaxation.^28^ Exposure to atmospheric oxygen levels, substantially higher than physiological liver conditions, may further induce oxidative stress and dedifferentiation.^45^ Culturing in lower oxygen concentrations (e.g., 5%) was previously shown to help preserve hepatocyte identity. Several of the stress–response genes we identified could be developed as biomarkers for hepatocyte health or differentiation state.

Interestingly, not all functions were disrupted by culture. Peptidase activity appeared largely unaffected, suggesting that proteolysis and protein turnover may remain functional in dedifferentiated hepatocytes. This is promising for studies focused on liver proteostasis, drug metabolism, or protease-targeted interventions.

Despite widespread gene and protein changes, pinpointing specific factors driving dedifferentiation remains challenging. Prior studies indicate that dedifferentiation mirrors a reversion to a fetal-like gene expression profile, with fetal markers increasing within 4 hours of culture.^46^ This suggests that strategies to preserve differentiation must be applied immediately upon plating. Our dataset offers a resource for identifying candidate genes and proteins whose modulation could preserve hepatocyte identity. GO analysis highlighted the term *nuclear protein-containing complex* among genes upregulated in culture, suggesting transcriptional regulators that may serve as promising targets in future screens.

While traditional 2D cultures remain standard, 3D models of hepatocyte culture have gained traction in recent years.^47^ These models better preserve *in vivo* gene expression patterns and metabolic functions and are increasingly used to study drug metabolism and toxicity.^48^ However, they still fall short in replicating hepatic zonation,^49^ and their molecular profiles remain incompletely characterized. Future work comparing 2D and 3D systems at the transcriptome and proteome levels will be essential to determine their relative suitability for various applications.

In conclusion, primary hepatocytes undergo profound transcriptional and proteomic remodeling during isolation and 2D culture. This process erases zonal identities, reduces cell-type diversity, and activates stress–response pathways. Nevertheless, some functions remain intact, and our integrated transcriptomic and proteomic resource, including the Hepamorphosis app, provides a valuable tool for evaluating whether specific pathways or processes are preserved *in vitro*. These data will help in assessing the suitability of hepatocyte cultures for specific experimental needs.

## Supplementary Material

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 1

**Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring**

**Morten Dall^1^, Ben Stocks^1^, Daniel T. Cervone^1^, Atul S. Deshmukh^1^, Jonas T. Treebak^1*^**

Blegdamsvej 3B

Maersk Tower, 7.7.46

DK2200 Copenhagen

Denmark

## Supplementary Methods descriptions

### Primary hepatocyte isolation

Hepatocytes were isolated from mice between 10 and 12 weeks of age. Hepatocytes were isolated as previously described ^1,2^. Mice were sedated using avertin, prepared from a stock of 1 g/mL tribromoethanol in T-amyl alcohol, diluted 1:20 in saline, and dosed as 10 μL/g body weight. A 24-gauge catheter was inserted into the vena cava, and the liver was perfused with 50 mL Hanks buffered saline solution without calcium and magnesium (HBSS, 14170112, Thermo Fisher Scientific, Waltham, MA) supplemented with 76 mg/L EGTA and 10 mM HEPES. Buffer was kept at 42 °C to account for heat loss, and the liver was perfused at 3.5 mL/min. Once blood was cleared from the liver, a suture was tightened around the median lobe, and a tissue sample of the lobe was cut off and snap-frozen in liquid nitrogen. The liver was subsequently perfused with 50 mL Williams E Medium (32551020, Thermo Fisher Scientific) supplemented with 400 mg/L Collagenase (C5138, Sigma). Hepatocytes were dispensed in a Petri dish with plating medium (Minimum essential medium Eagle-199 (MEM-199) (41150, Thermo Fisher Scientific), 10% FBS, 1% P/S), and the suspension was passed through a 100 µm strainer (352360, Corning, Corning, NY). Cells were centrifuged three times at 50 *g* for 2 min, and between each step the pellet was washed with plating medium. Following the final wash, suspension was passed through a 70 µm strainer (352350, Corning), and viability was assessed (NucleoCounter NC-200, ChemoMetec, Denmark). Cell Suspension samples were prepared by centrifuging 2 mL cell suspension at 100 *g* for 2 min. The supernatant was removed, and the pellet was snap-frozen in liquid nitrogen. Primary hepatocyte samples were prepared by seeding 1 million living cells pr. well in a collagen-coated 6-well plate in plating medium. Cells were allowed a minimum of 2 hours to attach, and attachment was confirmed visually through a microscope. The medium was replaced with Culture Medium (MEM-199 with 0.5% FBS, 1% P/S, 1 µM dexamethasone and 1 nM insulin), and cells were incubated overnight at 37 °C with 5% CO_2_. On the next day, the media was aspirated, and cells were washed with PBS and 200 µL of trypsin-EDTA were added. Cells were incubated for 5 min at 37 °C, and 800 µL culture media was added to each well to neutralize the trypsin. Cells were transferred to a 1.5 mL eppendorph tube, and centrifuged at 200 *g* for 5 min. The supernatant was removed, and pellets were snap-frozen in liquid nitrogen. All samples were stored at -80 °C until further analysis.

### Proteomics analysis

#### Sample preparation for proteome analysis

Samples were homogenized in 4% SDS buffer (0.1 M TrisHCl and 4% SDS), boiled at 95 °C for 10 min and debris was removed by centrifugation (16,000 *g* for 10 min). Lysates were sonicated prior to reduction and alkylation (by addition of 50 mM tris(2-carboxyethyl)phosphine (TCEP) and 55 mM chloroacetamide (CAA)) and processed via acetone-precipitation (protein pellets were resuspended in 1% sodium deoxychlorate (SDC)) and in-solution digestion using LysC and trypsin (1:500 and 1:100 enzyme to protein, respectively). The following morning, samples were acidified with isopropanol containing 10% trifluoroacetic acid (TFA) to halt enzymatic digestion. Peptides were centrifuged for 10 min at 14,000 *g* and then loaded onto (3x) SDB-RPS StageTips for desalting ^3^. Peptides were first cleaned twice with 100 µL isopropanol containing 1% TFA and then subsequently twice with 100 µL isopropanol containing 0.2% TFA. Peptides were eluted in a buffer containing 80% acetonitrile and 1% ammonia. The organic solvents were evaporated in a sample concentrator for 1h at 45 °C, and peptides were then re-suspended in 5% acetonitrile containing 0.1% TFA. 200 ng peptides were loaded onto Evotips (EV2001, Evosep) in accordance with the manufacturer’s instructions.

#### High-pH reversed-phase fractionation for library generation

Samples were pooled within each experimental model (i.e., liver, cell suspension, and primary hepatocytes) for the purpose of generating a comprehensive master spectral library of precursor and fragment ions. For library generation, 20 µg of sample type-specific digested peptides were fractionated using High pH Reverse-Phase Chromatography (HpH-RP) on a Kinetex 2.6 µm EVO C18 100Å, 150 x 0.3 mm column (Phenomenex) using an EASY-nLC 1200 System (Thermo) operating at 1.5 µL/min. A 62 min step-gradient from 3 to 60 % solvent B (10 mM TEAB in 80 % acetonitrile) and solvent A (10 mM TEAB in water) was used for separation. Total run time was 98 min including wash and column equilibration. Eluting peptides were collected each 60 sec, obtaining 98 fractions subsequently concatenated into 24 pooled fractions: i.e., the mobile phases of fractions 1, 25, 49, 73 and 97 were pooled into pooled fraction 1, while fractions 2, 26, 50, 74 and 98 were pooled into pooled fraction 2, and so on until pooled fraction 24. 200 ng of HpH-RP fractionated peptides were loaded, concentrated, and desalted on Evotips following the manufacturer’s instructions.

#### LC-MS/MS Analysis

Peptides were separated on 15 cm, 150 μM ID columns packed with C18 beads (1.5 μm; PepSep) on an Evosep ONE HPLC using the “30 samples per day” method ^4^. Peptides were injected via a CaptiveSpray source and 10 μm emitter into a timsTOF pro2 mass spectrometer (Bruker) operated in DDA-PASEF or DIA-PASEF mode as previously described ^5,6^. Briefly, the DDA-PASEF scan range for both MS and MS/MS was set to 100 - 1700 m/z, and TIMS mobility range to 0.6 – 1.6 (V cm^−2^). TIMS ramp and accumulation times were set to 100 ms each, and 10 PASEF ramps recorded for a total cycle time of 1.17 sec. MS/MS target intensity and intensity threshold were set to 20,000 and 1,000, respectively. An exclusion list of 0.4 min for precursors within 0.015 m/z and 0.015 V cm^−2^ width was also activated. For DIA-PASEF the scan range was set to 400-1,200 (m/z), the TIMS mobility range to 0.6-1.43 (V cm^−2^), and ramp and accumulation times to 100 ms. 32 windows of 25 Da width each were placed in the in the m/z–ion mobility plane. The diaPASEF scheme was set to 2 repetitions of 16-scan. The resulting estimated cycle time was 1.80 sec.

#### Spectral library generation in FragPipe

The FragPipe (v18.0) computational platform nested within MSFragger ^7^ was used to build a concatenated master spectral library from all fractionated samples (i.e., liver, cell suspension, and primary hepatocytes). This was done to not introduce artificial differences/biases during quantification, which would arise had each sample-type been quantified separately. Using raw (.d) files, tandem mass spectra (MS/MS) were used for peptide identification in the MSFragger search engine. Only Swiss-Prot reviewed sequences from the UniProt sequence database for *Mus musculus* (downloaded August 9, 2021, 17,082 entries) were used, as well as a list of common contaminants. Decoy reversed protein sequences were also added to the original databases. For MSFragger analysis, fragment mass tolerances were set to 20 ppm, with spectrum deisotoping, mass calibration, and parameter optimization enabled ^7^. Enzyme specificity was set to “strict trypsin“, and up to two missed cleavages were permissible. Isotope error was set to “0/1/2“, and peptide length was set from 7 to 50. Peptide mass was set from 500 to 5,000 Da. Methionine oxidation and acetylation of N-termini were set as variable modifications. Carbamidomethylation of cysteine residues was set as a fixed modification. The maximum number of variable modifications per peptide was set to 3 and the FDR was controlled at < 1% at the peptide spectrum match and protein levels.

#### Computational LCMS/MS Data Analysis

The FragPipe-generated master spectral library was used in concert with DIA-PASEF mass spectra for analysis in DIA-NN (v1.8). DIA-NN operated in double-pass mode with maximum mass accuracy and MS^1^ tolerances of 10 ppm ^7^. Match-between-runs (MBR) was enabled, similar to previous workflows ^7^. DIA-NN protein inference was from FASTA protein names, and briefly, a hybrid approach was used, which combines features from both the master spectral library and *in silico* digested FASTA sequences coupled to a deep learning-based neural network for peptide identification ^7^. The quantification mode was set to “Robust LC (high precision)”. Enzyme specificity was set to trypsin, defined as C-terminal to arginine and lysine (excluding proline). A maximum of 1 missed cleavage was permitted and a minimum peptide length of seven amino acids was required. Carbamidomethyl cysteine was set as a fixed modification, while N-terminal acetylation and methionine oxidation were set as variable modifications. The false discovery rate (FDR) for precursor identification was set to 1%. All other settings were left as default.

#### Proteomics data analysis

Libraries from the three sample types (liver, cell suspension, and primary hepatocytes) were combined and used to quantify the samples, using the DIA-NN ^7^. The raw label-free intensity matrix was imported into Rstudio, proteins were filtered for a minimum of 50% valid values, and analyzed for differential protein abundance using the R-package Limma version 3.52.2 ^8^. Differentially abundant proteins were subject to gene ontology enrichment analysis using the R package ClusterProfiler version 4.10.0 ^9^, and using the list of proteins detected in the combined library as background reference. Significantly enriched GO-terms were clustered as described for bulk RNAseq.

### Single nucleus RNA sequencing

#### Nuclei isolation

Nucleus suspensions were extracted as previously described ^1^. Following isolation, the nucleus pellets were suspended in 110 µL nucleus buffer (PBS; w/o MgCl₂ and CaCl₂ [20012068; Invitrogen]), 1 % BSA (SRE0036-25 ml; Sigma), 2 mM MgCl_2_ (M1028-100 mL; Sigma), and 0.1 % Protector RNase inhibitor 40 U/μL (3335399001; Sigma), and the solution was passed through a 40 μm strainer (43-10040-40; pluriSelect life Science, Germany). For each sample, 10 µL was recovered and mixed with 10 µL trypan blue solution (93595-50 mL, Sigma) for counting nuclei in a counting chamber. The remaining 100 µL were added 1 µL of individual TotalSeq-A antibodies (BioLegend, San Diego, CA), for a final concentration of 5 ng/µL to enable multiplexing ^10^. Samples were washed, centrifuged, re-suspended, and stored as previously described ^1^.

#### Sequencing

Using a SH800S Cell Sorter (SONY), 6,000 nuclei from 22 of the samples were sorted. For two of the liver samples, only 3,005 and 4,015 nuclei could be recovered. Nuclei from four samples were mixed resulting in a total of six pools. Each pool containing 24,000 nuclei were loaded on a 10X reaction using 10X Genomics Chromium single-cell 3′ reagent kits (version 3.1). Single-cell cDNA libraries were produced according to the manufacturer’s instructions and sequenced on an Illumina NovaSeq 6000 (Illumina, San Diego, CA) using 2x S1 flow cells to obtain 2,130,447,680 reads for pool 1 and 2,135,194,048 reads for pool 2. After all filtration steps and quality controls, there were approximately 70 million reads per sample.

#### Data analysis

BCL files were converted to Fastq using bcl2fastq v. 2.19.0 (Illumina). Salmon Alevin v1.9.0 ^11^ and Alevin-fry v0.7.0 ^12^ were used to perform pseudo-alignment of the RNA and hashtag oligos (HTO) library. The RNA library was pseudo-aligned to a custom reference transcriptome, distinguishing between spliced and unspliced transcripts, modified from the ensemble GRCm38 reference, using the salmon index tool (version 1.5.0) ^11^. Following pseudo-alignment, mapping steps were performed using the Alevin-fry framework (v.0.7.0) ^13^ and cells were loaded into R. Barcode ranks were determined from the unfiltered, unspliced counts using the barcodeRanks function from the DropletUtils package (v1.10.3), and ranks were used to determine knee point and inflection point. Subsequently, a Hartigan’s Dip test was performed on counts above the knee point to assess if data were unimodal. If data were found to be unimodal, they were further analyzed for cells above the calculated inflection point. If data were not unimodal, a bimodal model was fitted to the counts from cells above the inflection with the mclust package (v.5.4.7) ^14^. Barcode ranks were calculated, and further analysis was performed on cells above the re-calculated inflection. Ensemble gene IDs were mapped to symbol using the AnnotationDbi package (v.1.52.0). Cells overlapping between RNA and HTO libraries were imported into Seurat version 4.1.1 ^15^. The HTO read count assay was subjected to centered log-ratio normalization to account for variation in sequencing depth. Normalized HTO read counts were modeled for each HTO using the mclust R package ^14^, and assigned a HTO label based on the presence of a higher number of normalized HTO read counts. Cells were grouped into sample identities based on the number of HTO assignments as either negatives, singlets and doublets, and tSNE was run to visualize proportions and clustering of the three groups. Seurat objects were subsequently converted to a singleCellExperiment, v(1.12.0) ^16^. RNA counts were log-normalized and subjected to principal component analysis (PCA). Intra-sample doublets were inferred from inter-sample doublets with the scDblFinder package (v.1.4.0). All lane results were aggregated into a single object, genes without detection were removed, and negatives, doublets, and inferred doublets were removed. The object was subsequently normalized using SCTransform ^17^ and subjected to PCA. Global dimensions were calculated using the intrinsicDimension R package (v.1.2.0). The object was subsequently subjected to Uniform Manifold Approximation and Projection (UMAP), k.param nearest neighbor’s computation, and cluster identification using Seurat. Marker genes were identified using the FindMarkers function from Seurat. Cell populations were identified based on marker enrichment by cross-referencing the murine liver cell atlas (livercellatlas.org, ^18^). For analysis of sub-groups, groups were subset and subjected to principal component analysis followed by uniform manifold approximation and projection reduction, neighbor calculation, and clustering for 35 principal components. Markers were identified as described above.

## References

1. Dall M, Hassing AS, Niu L, et al. Hepatocyte-specific perturbation of NAD+ biosynthetic pathways in mice induces reversible nonalcoholic steatohepatitis–like phenotypes. *The Journal of Biological Chemistry*. 2021;297(6):101388-101388. doi:10.1016/J.JBC.2021.101388

2. Dall M, Trammell SAJ, Asping M, et al. Mitochondrial function in liver cells is resistant to perturbations in NAD + salvage capacity. *Journal of Biological Chemistry*. 2019:jbc.RA118.006756-jbc.RA118.006756. doi:10.1074/jbc.ra118.006756

3. Rappsilber J, Ishihama Y, Mann M. Stop and go extraction tips for matrix-assisted laser desorption/ionization, nanoelectrospray, and LC/MS sample pretreatment in proteomics. *Analytical chemistry*. 2003;75(3):663-670. doi:10.1021/AC026117I

4. Bache N, Geyer PE, Bekker-Jensen DB, et al. A Novel LC System Embeds Analytes in Pre-formed Gradients for Rapid, Ultra-robust Proteomics. *Molecular & cellular proteomics : MCP*. 2018;17(11):2284-2296. doi:10.1074/MCP.TIR118.000853

5. Meier F, Brunner AD, Frank M, et al. diaPASEF: parallel accumulation-serial fragmentation combined with data-independent acquisition. *Nature methods*. 2020;17(12):1229-1236. doi:10.1038/S41592-020-00998-0

6. Meier F, Brunner AD, Koch S, et al. Online Parallel Accumulation-Serial Fragmentation (PASEF) with a Novel Trapped Ion Mobility Mass Spectrometer. *Molecular & cellular proteomics : MCP*. 2018;17(12):2534-2545. doi:10.1074/MCP.TIR118.000900

7. Demichev V, Szyrwiel L, Yu F, et al. dia-PASEF data analysis using FragPipe and DIA-NN for deep proteomics of low sample amounts. *Nature communications*. 2022;13(1)doi:10.1038/S41467-022-31492-0

8. Ritchie ME, Phipson B, Wu DI, et al. Limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Research*. 2015;43(7):e47-e47. doi:10.1093/nar/gkv007

9. Yu G, Wang LG, Han Y, He QY. ClusterProfiler: An R package for comparing biological themes among gene clusters. *OMICS A Journal of Integrative Biology*. 2012;16(5):284-287. doi:10.1089/omi.2011.0118

10. Stoeckius M, Zheng S, Houck-Loomis B, et al. Cell Hashing with barcoded antibodies enables multiplexing and doublet detection for single cell genomics. *Genome Biology*. 2018;19(1):224-224. doi:10.1186/s13059-018-1603-1

11. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. Salmon provides fast and bias-aware quantification of transcript expression. *Nature methods*. 2017;14(4):417-419. doi:10.1038/NMETH.4197

12. Srivastava A, Malik L, Smith T, Sudbery I, Patro R. Alevin efficiently estimates accurate gene abundances from dscRNA-seq data. *Genome Biology*. 2019;20(1):65-65. doi:10.1186/s13059-019-1670-y

13. He D, Zakeri M, Sarkar H, Soneson C, Srivastava A, Patro R. Alevin-fry unlocks rapid, accurate and memory-frugal quantification of single-cell RNA-seq data. *Nature methods*. 2022;19(3):316-322. doi:10.1038/S41592-022-01408-3

14. Scrucca L, Fop M, Murphy TB, Raftery AE. mclust 5: Clustering, Classification and Density Estimation Using Gaussian Finite Mixture Models. *The R journal*. 2016;8(1):289-289. doi:10.32614/rj-2016-021

15. Hao Y, Hao S, Andersen-Nissen E, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-3587.e29. doi:10.1016/J.CELL.2021.04.048

16. Amezquita RA, Lun ATL, Becht E, et al. Orchestrating single-cell analysis with Bioconductor. *Nature methods*. 2020;17(2):137-145. doi:10.1038/S41592-019-0654-X

17. Hafemeister C, Satija R. Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biology*. 2019;20(1)doi:10.1186/S13059-019-1874-1

18. Guilliams M, Bonnardel J, Haest B, et al. Spatial proteogenomics reveals distinct and evolutionarily conserved hepatic macrophage niches. *Cell*. 2022;185(2):379-396.e38. doi:10.1016/j.cell.2021.12.018

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 3

Supporting Fig. 1

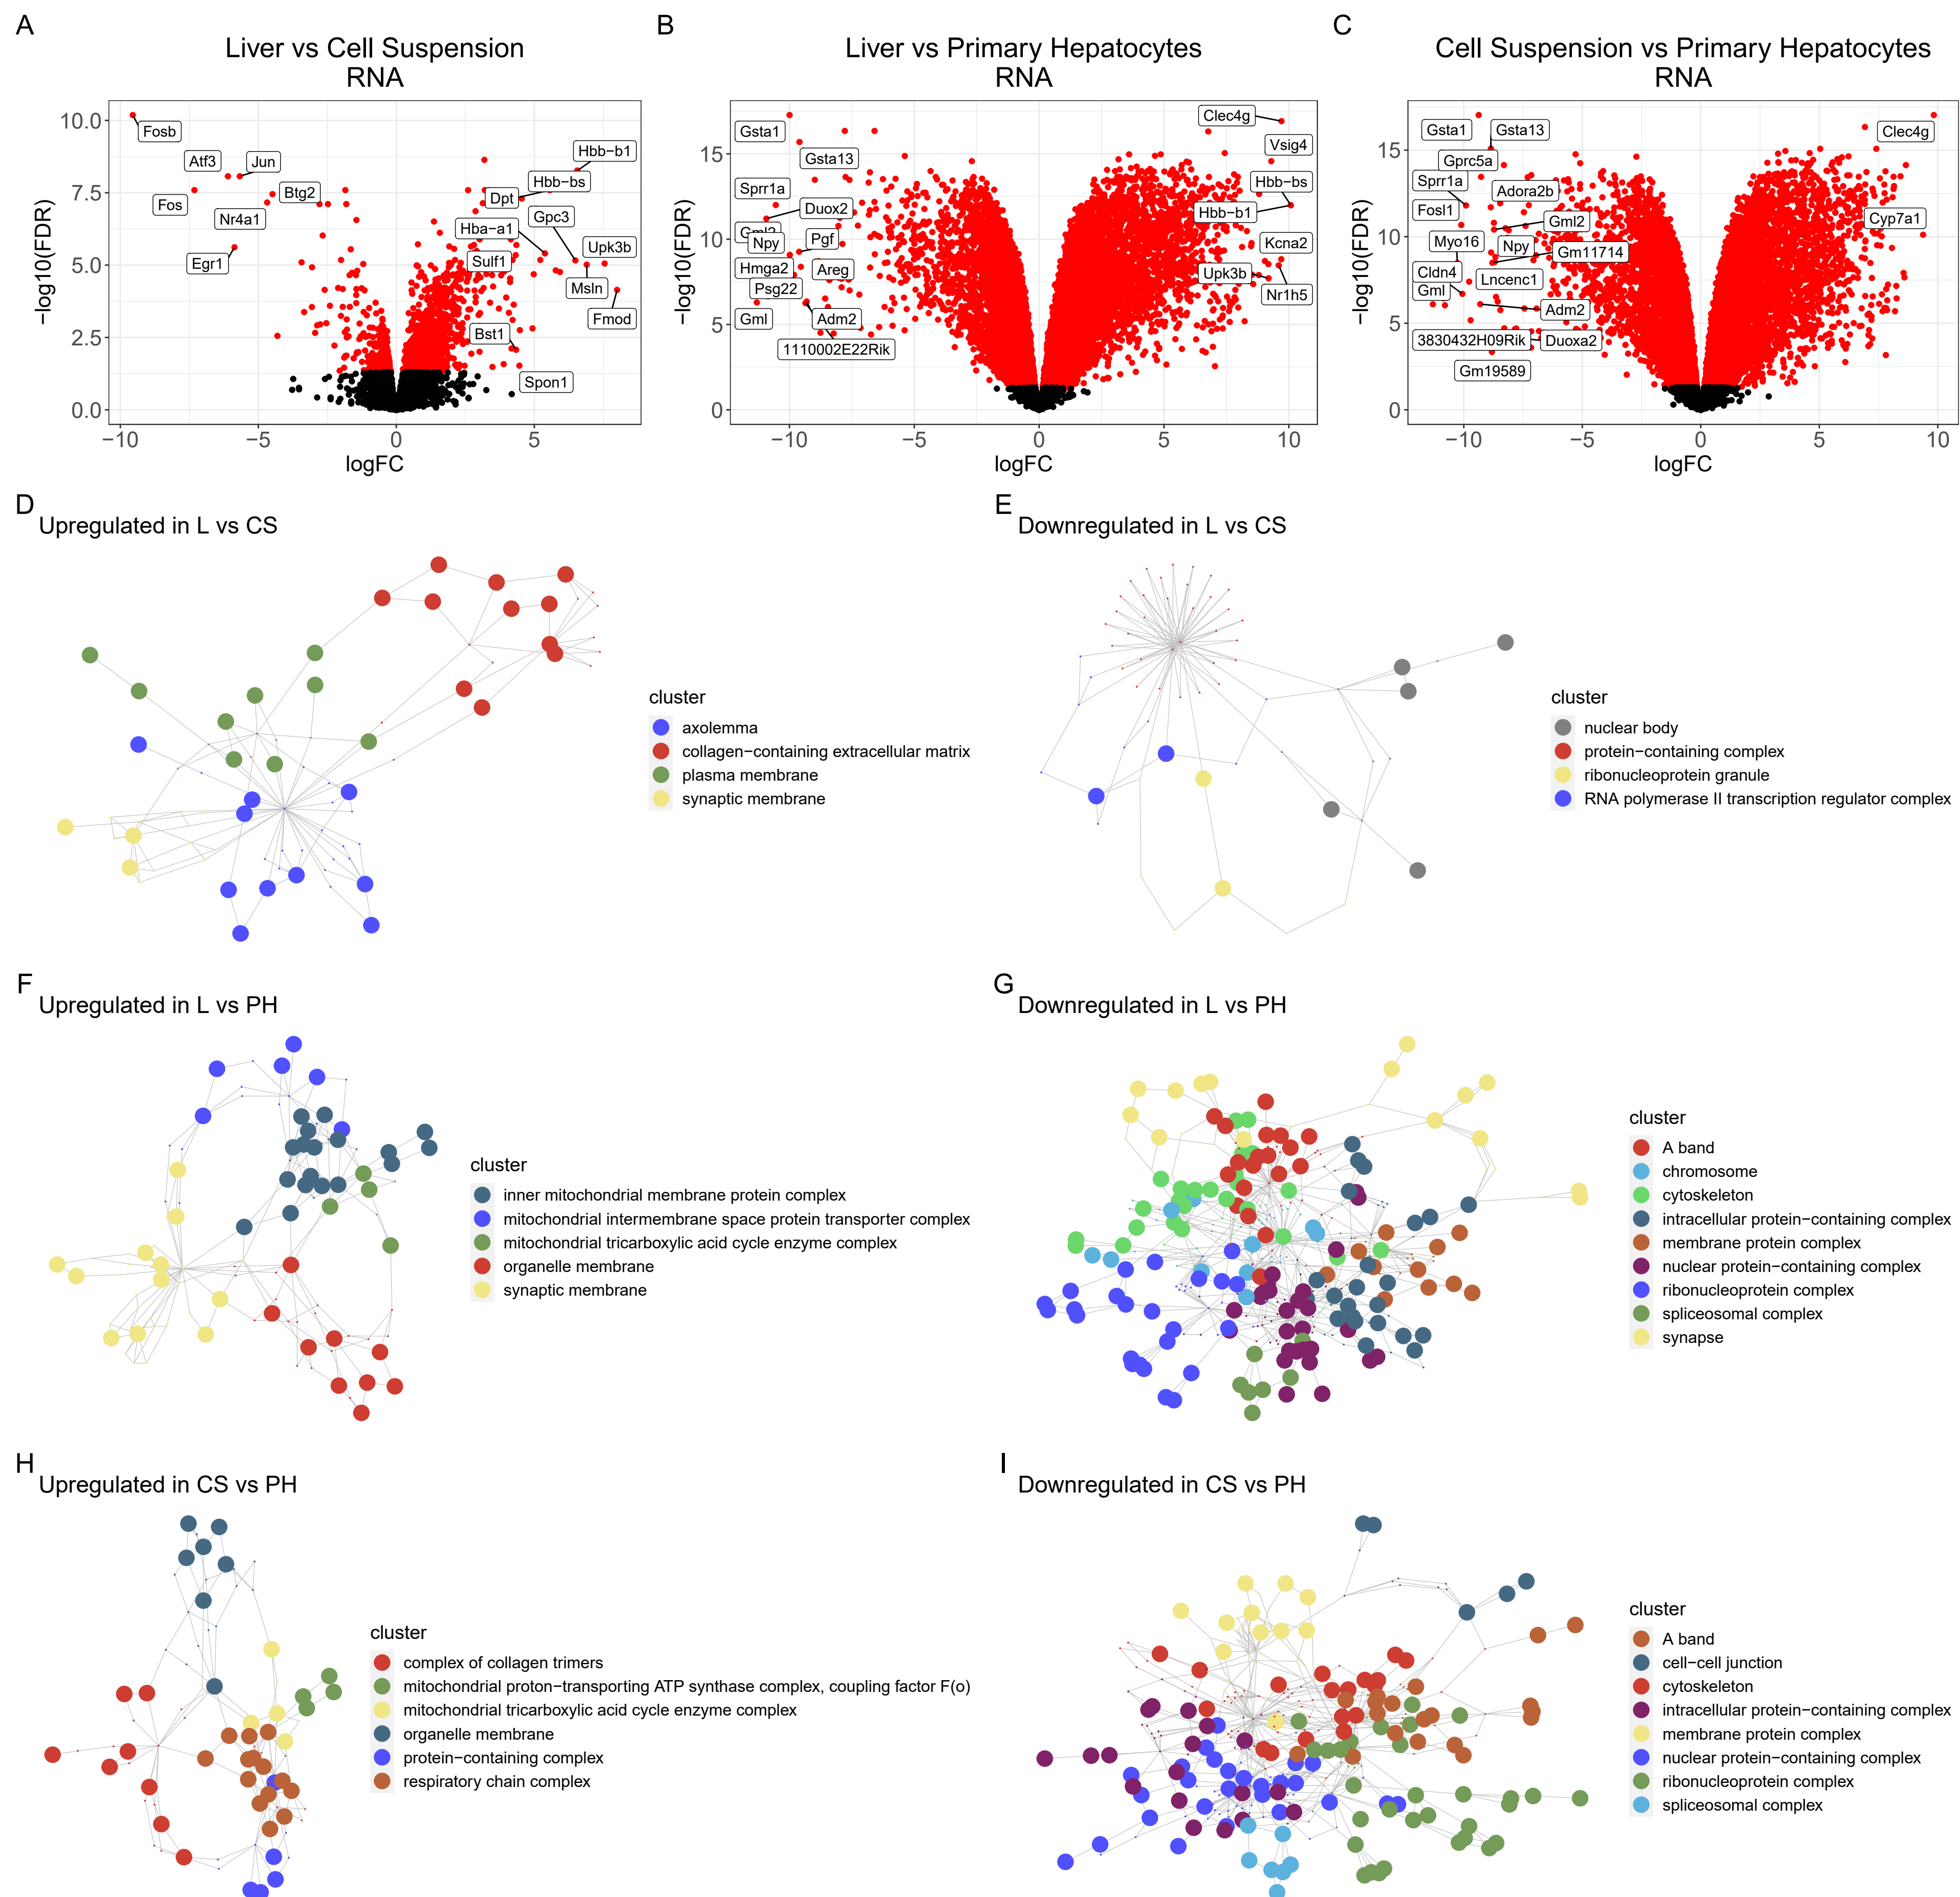

**Figure S1: Culturing decreases expression of mitochondrial genes in primary hepatocytes**

A-C: Volcano plots of bulk mRNA-seq data, comparing  $-\log_{10}(\text{FDR})$  and log fold change values. The 20 genes with the largest absolute fold change and a symbol annotation are labeled for each plot. Points were colored red when  $\text{FDR} < 0.05$ . D-I: Network graphs showing clustering results of significantly enriched GO terms from the cellular component ontology. Large dots indicate significant enrichment. GO terms were clustered using the Leiden algorithm at resolution 0.6.

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 8

Supporting Fig. 3

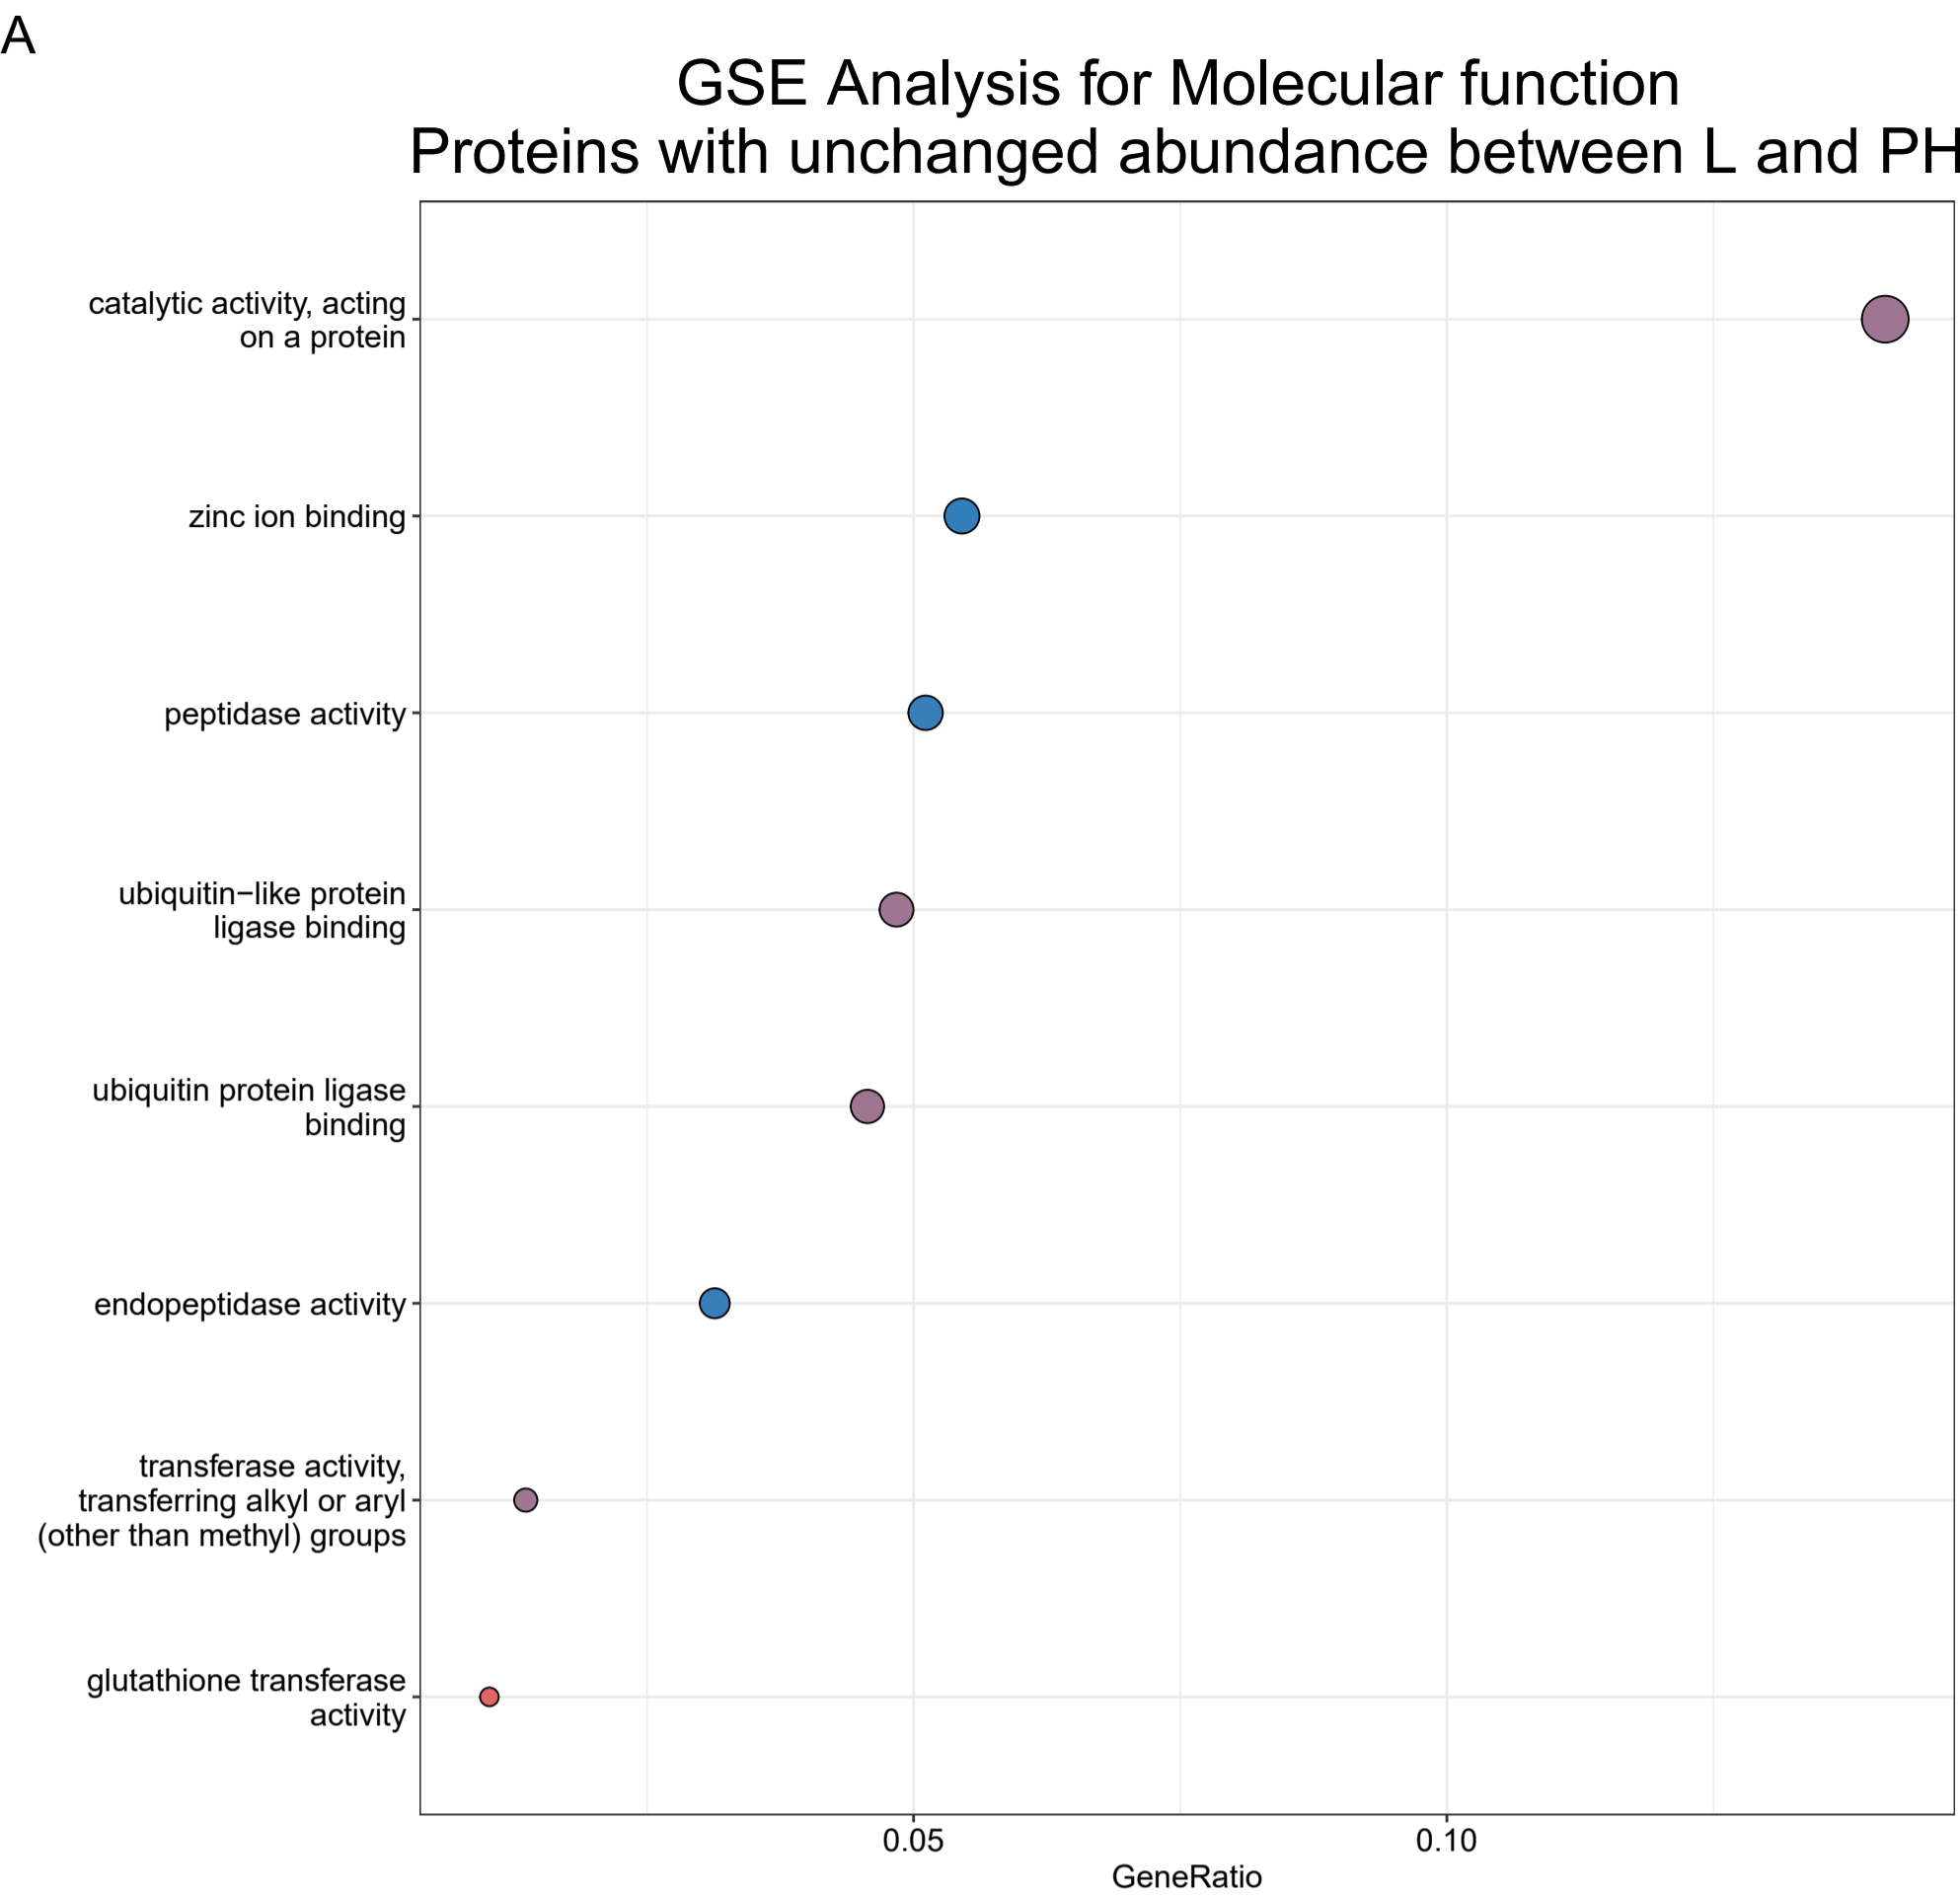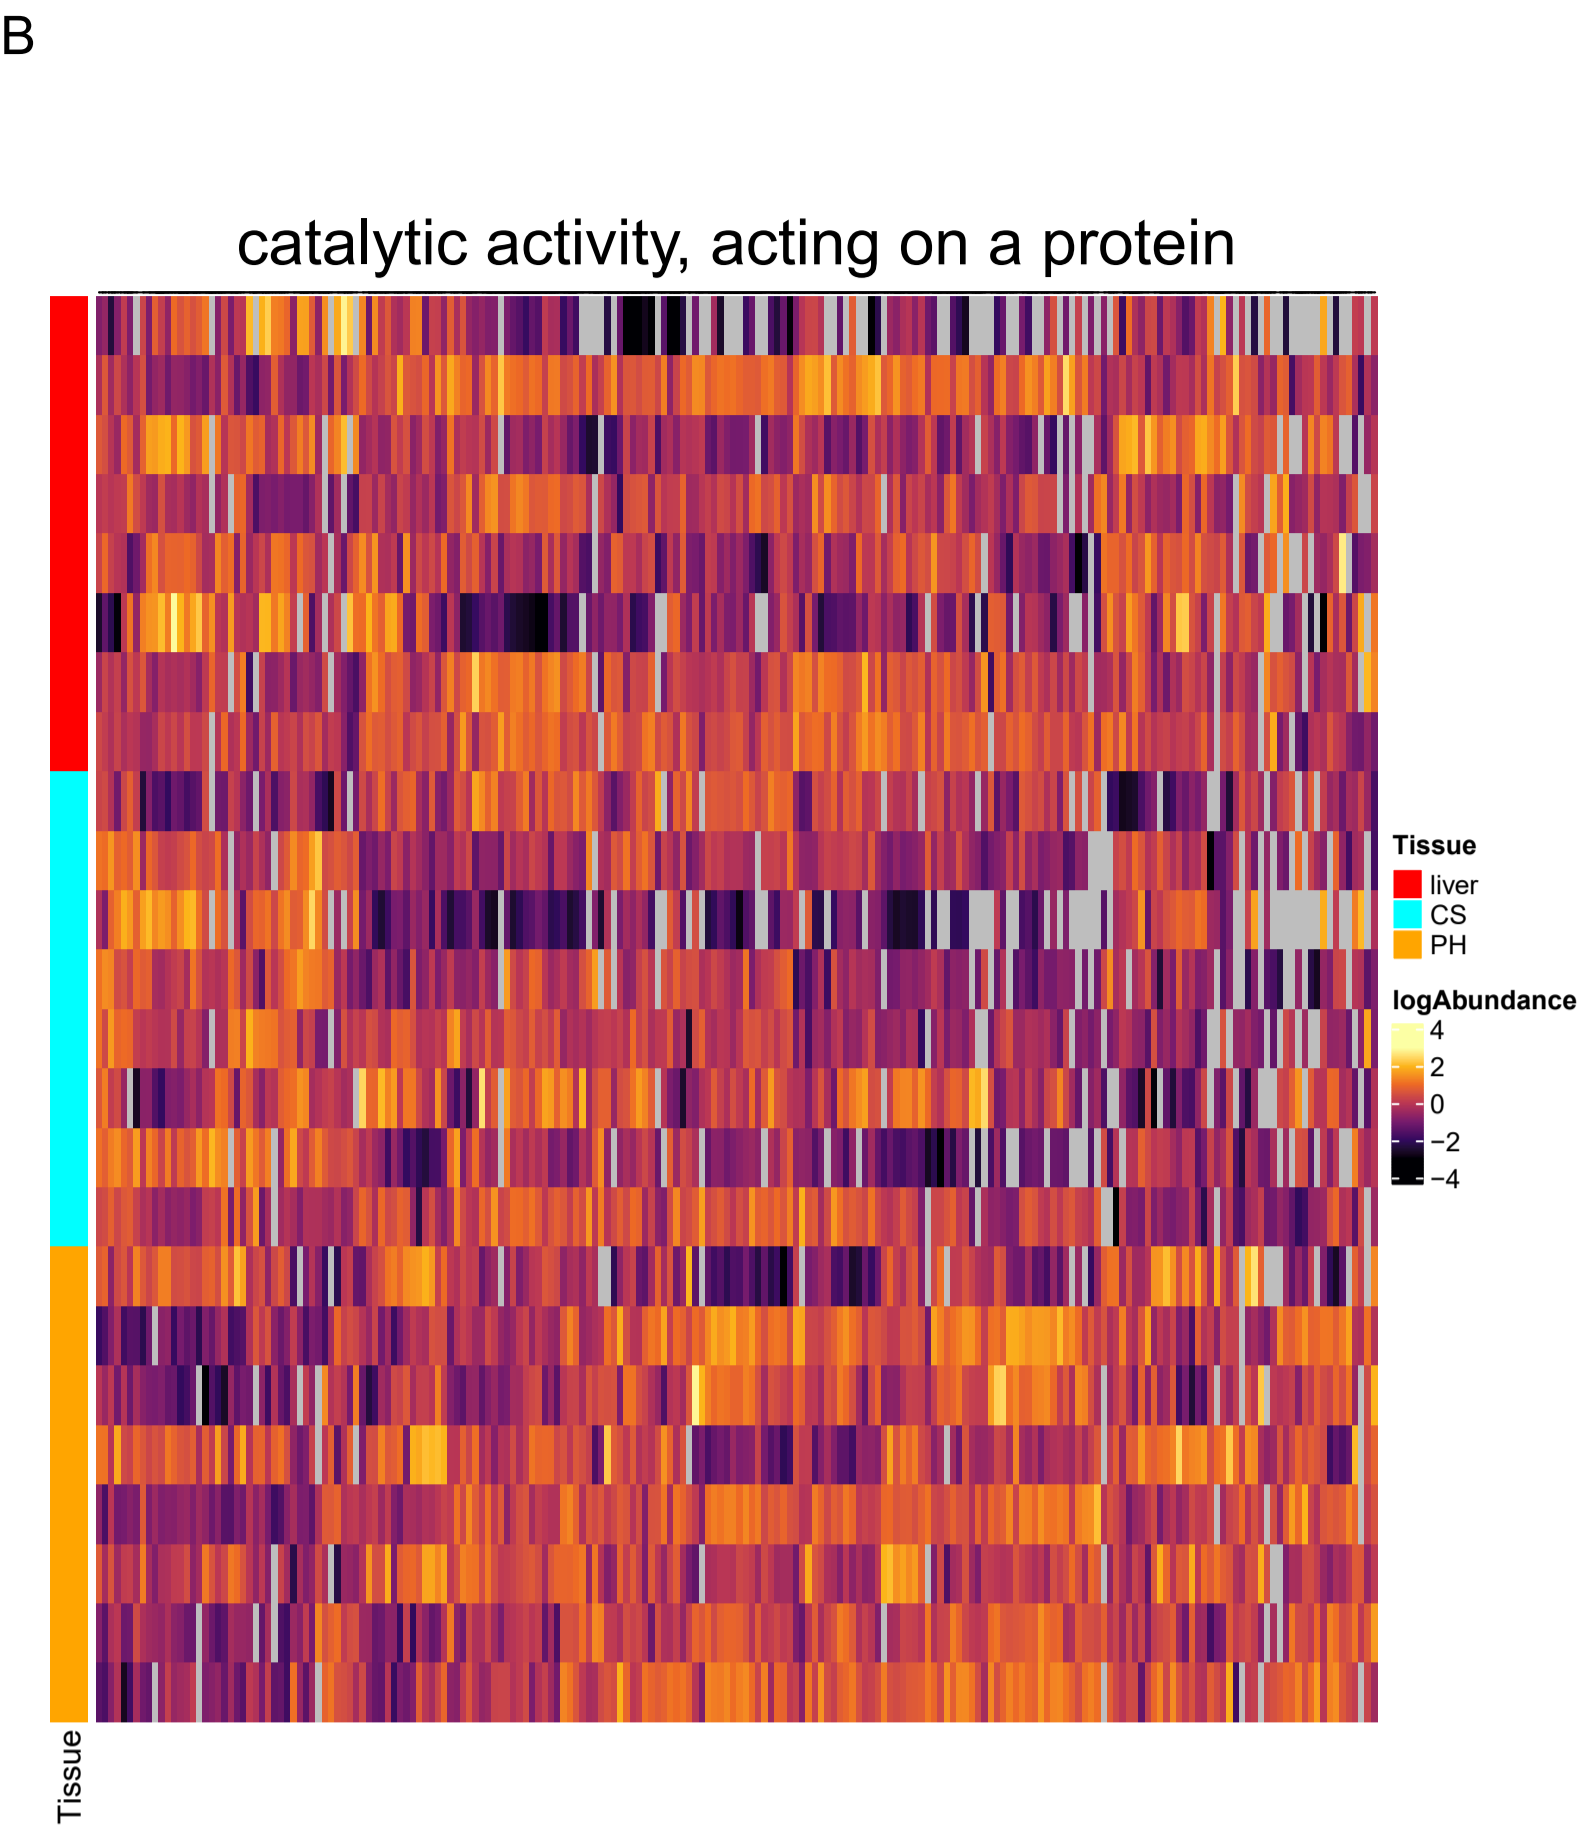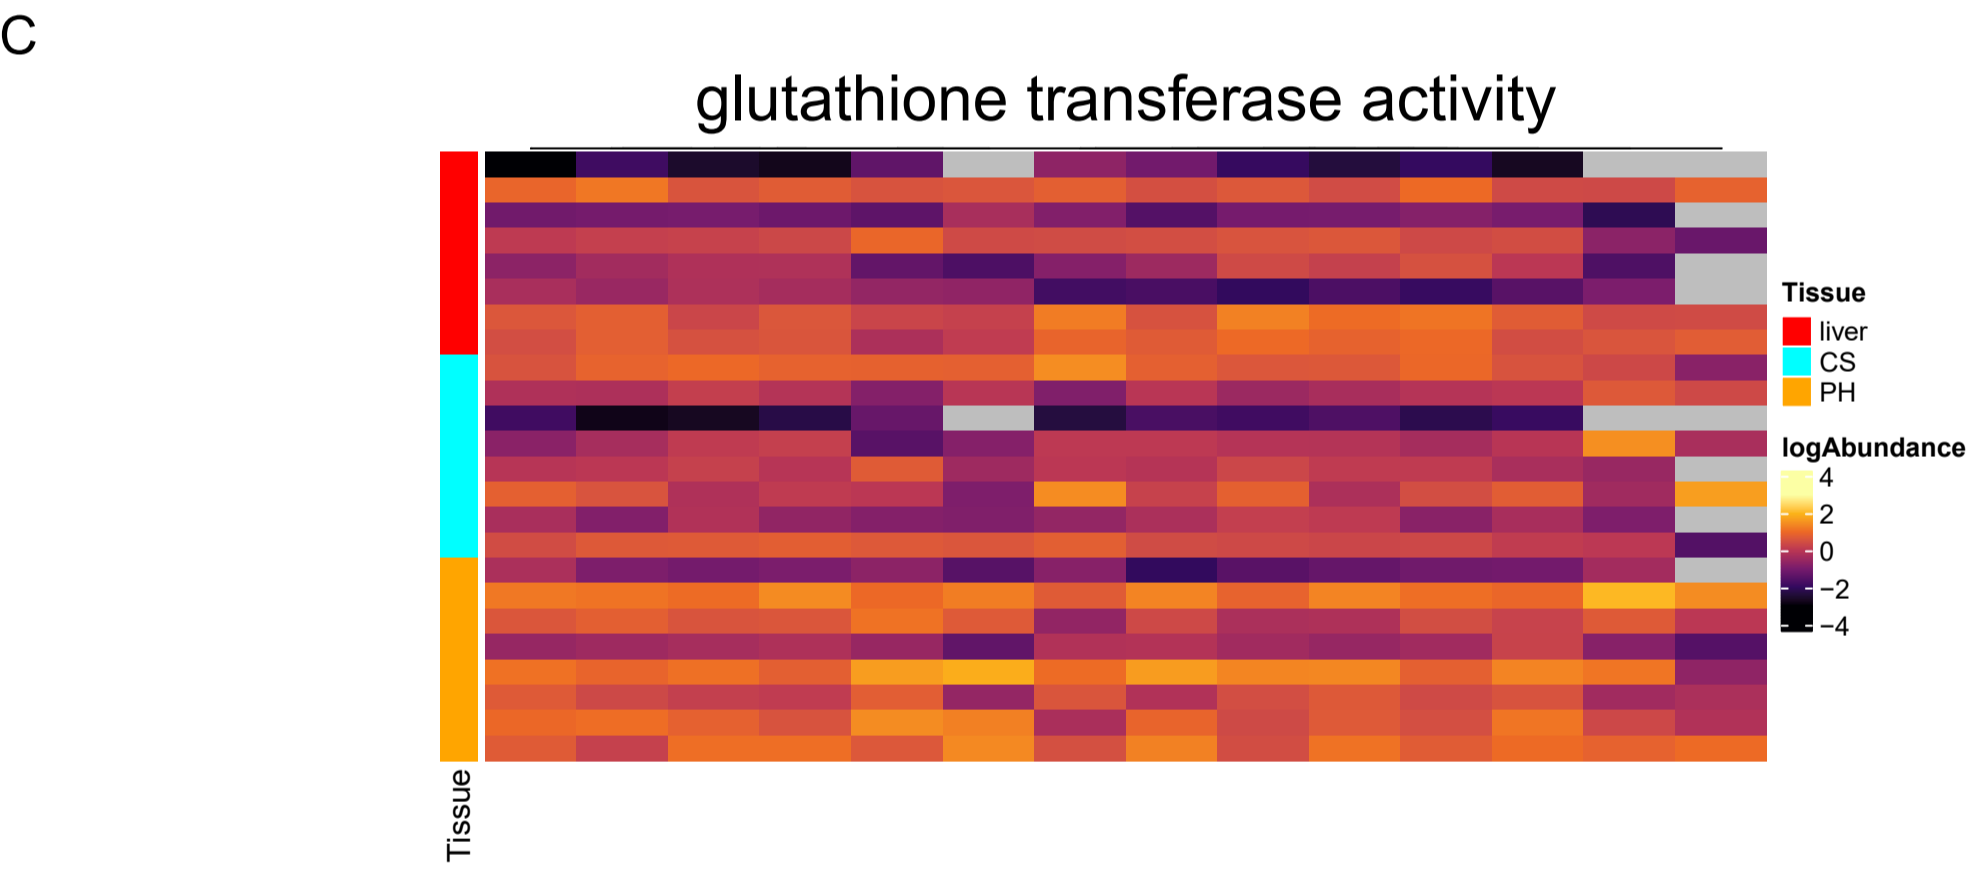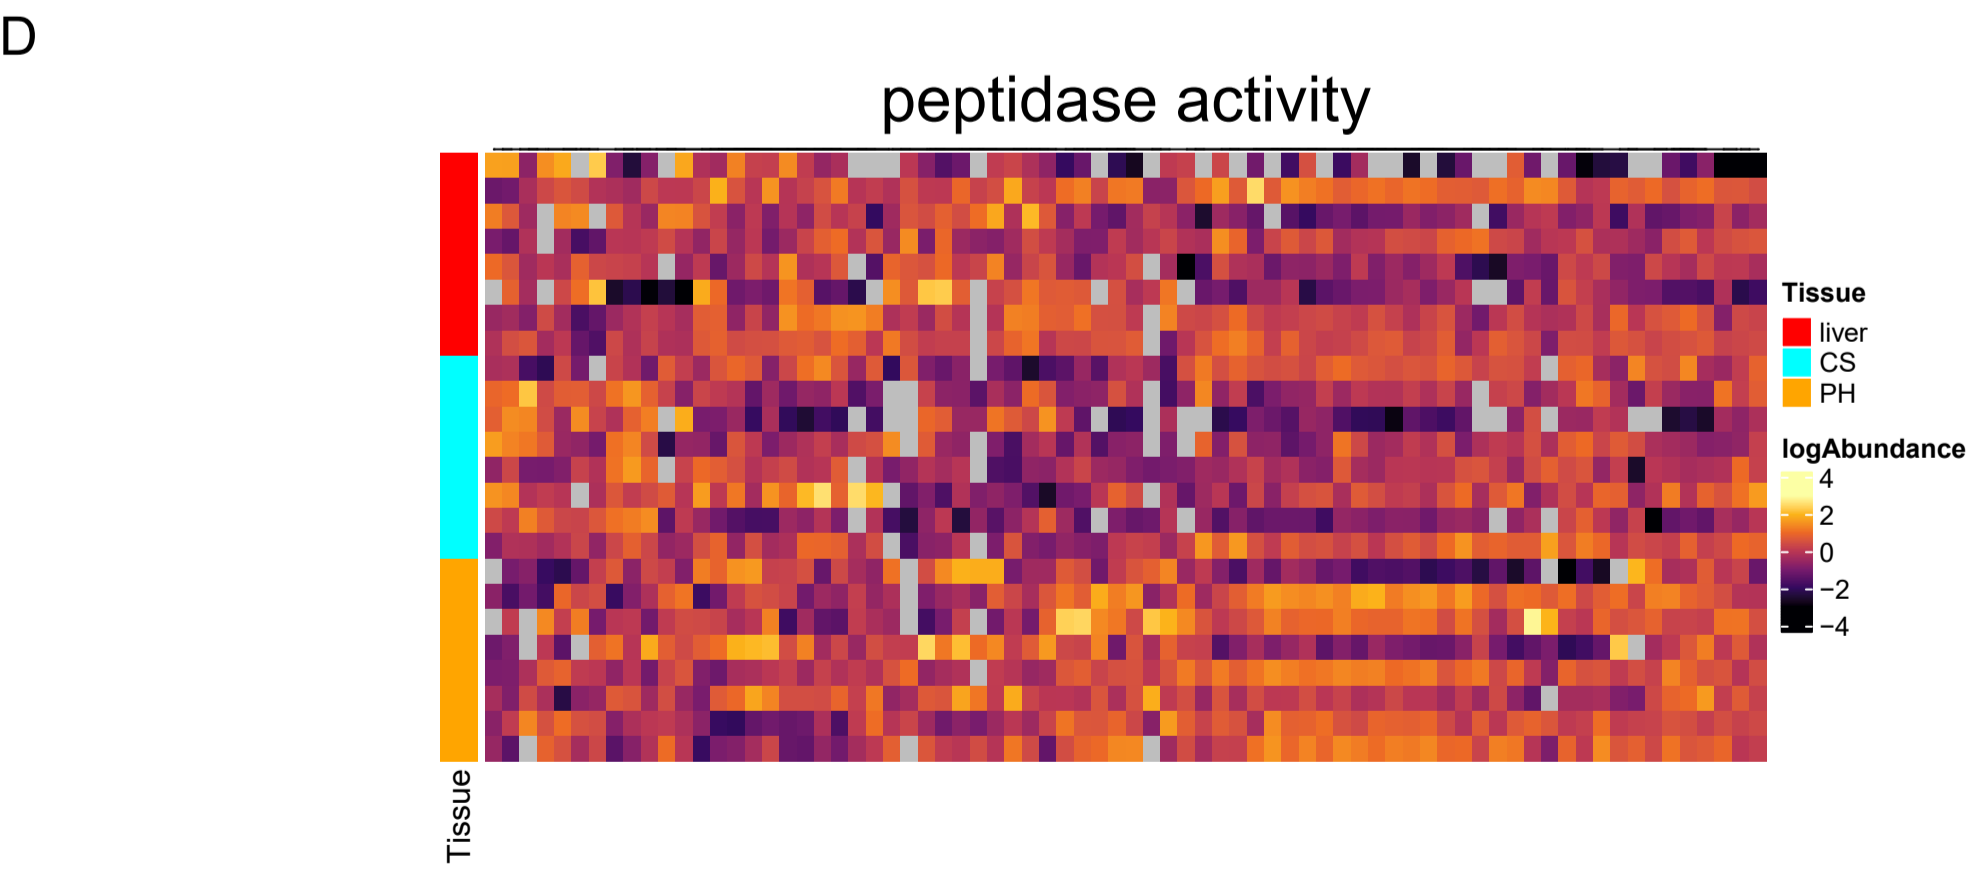

**Figure S3: Cultured hepatocytes maintain abundance of proteins enriched for peptidase activity**  
A. Dotplot showing the result of gene ontology enrichment analysis on the Molecular Function ontology for proteins with unaltered abundance between L and PH. B. Heatmap of proteins with an unaltered abundance from the “catalytic activity, acting on a protein” ontology. C. Heatmap of proteins with an unaltered abundance from the “glutathione transferase activity” ontology. D. Heatmap of proteins with an unaltered abundance from the “peptidase activity” ontology.

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 12

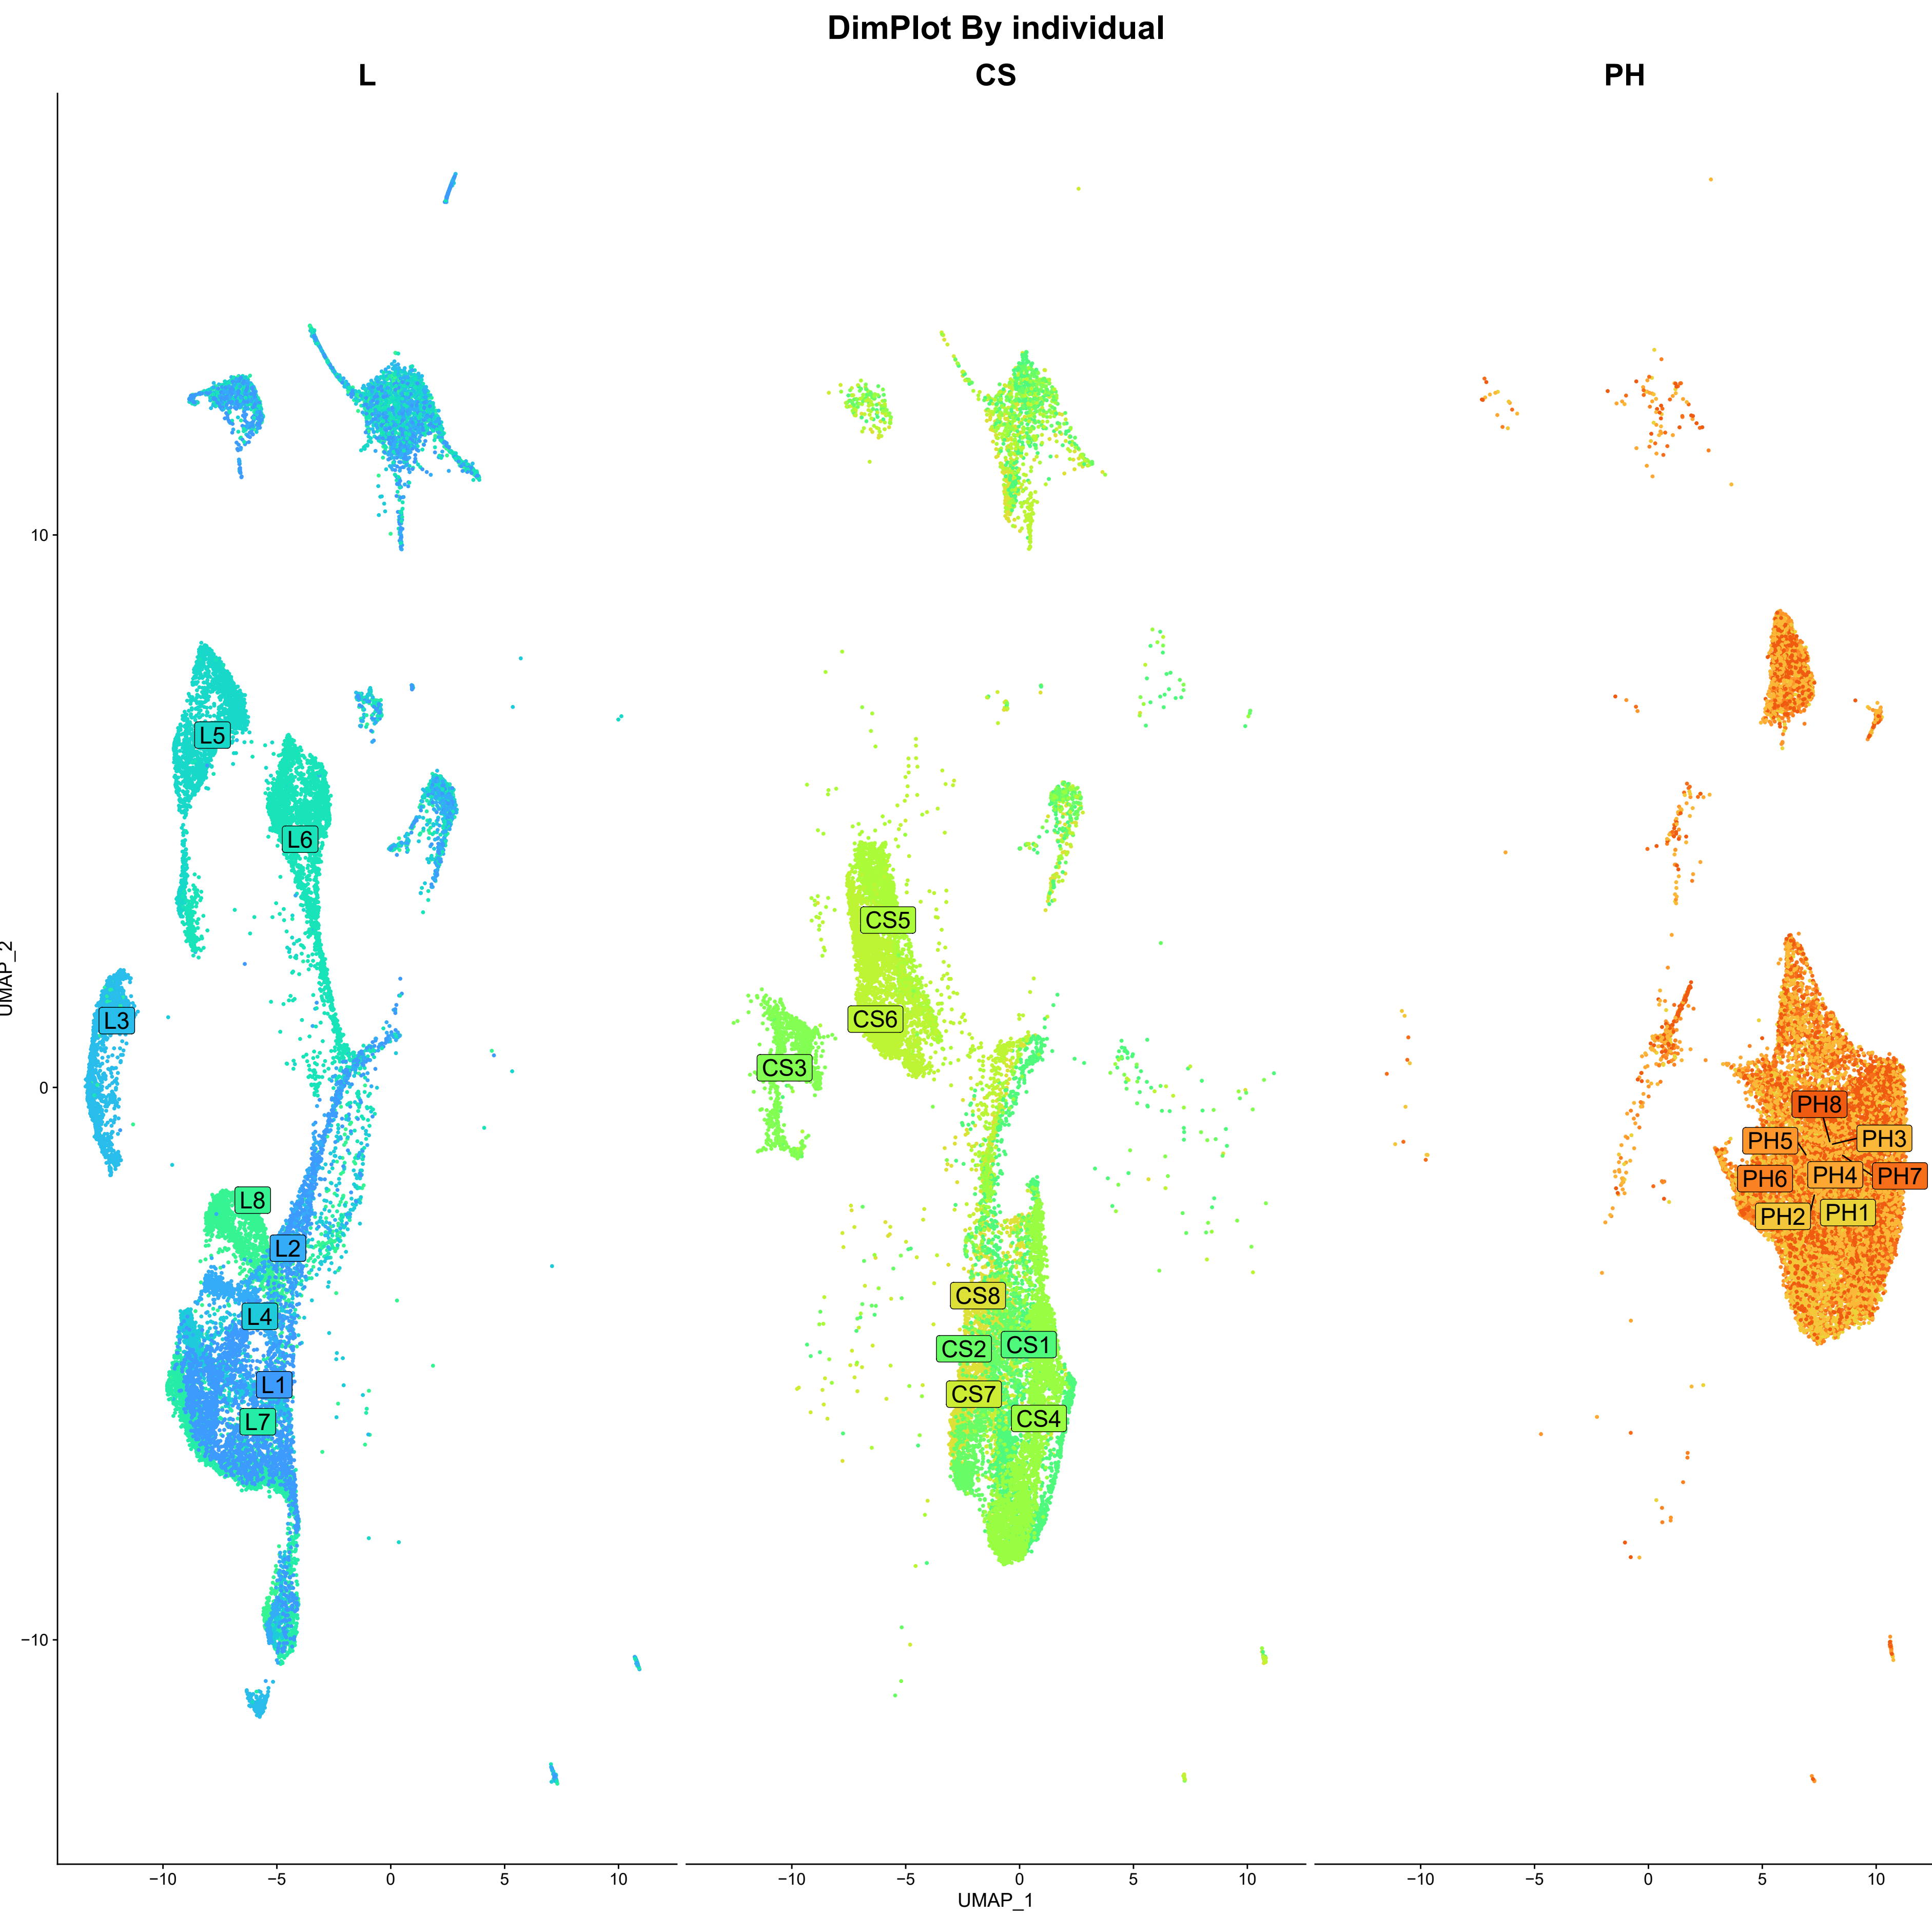

**Figure S4: Single nucleus RNAseq analysis confirms decreased homogeneity in cultured hepatocytes vs. freshly-isolated cells**  
UMAP plot split by sample type, colored by Sample ID for dimensions 1 and 2.

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 13

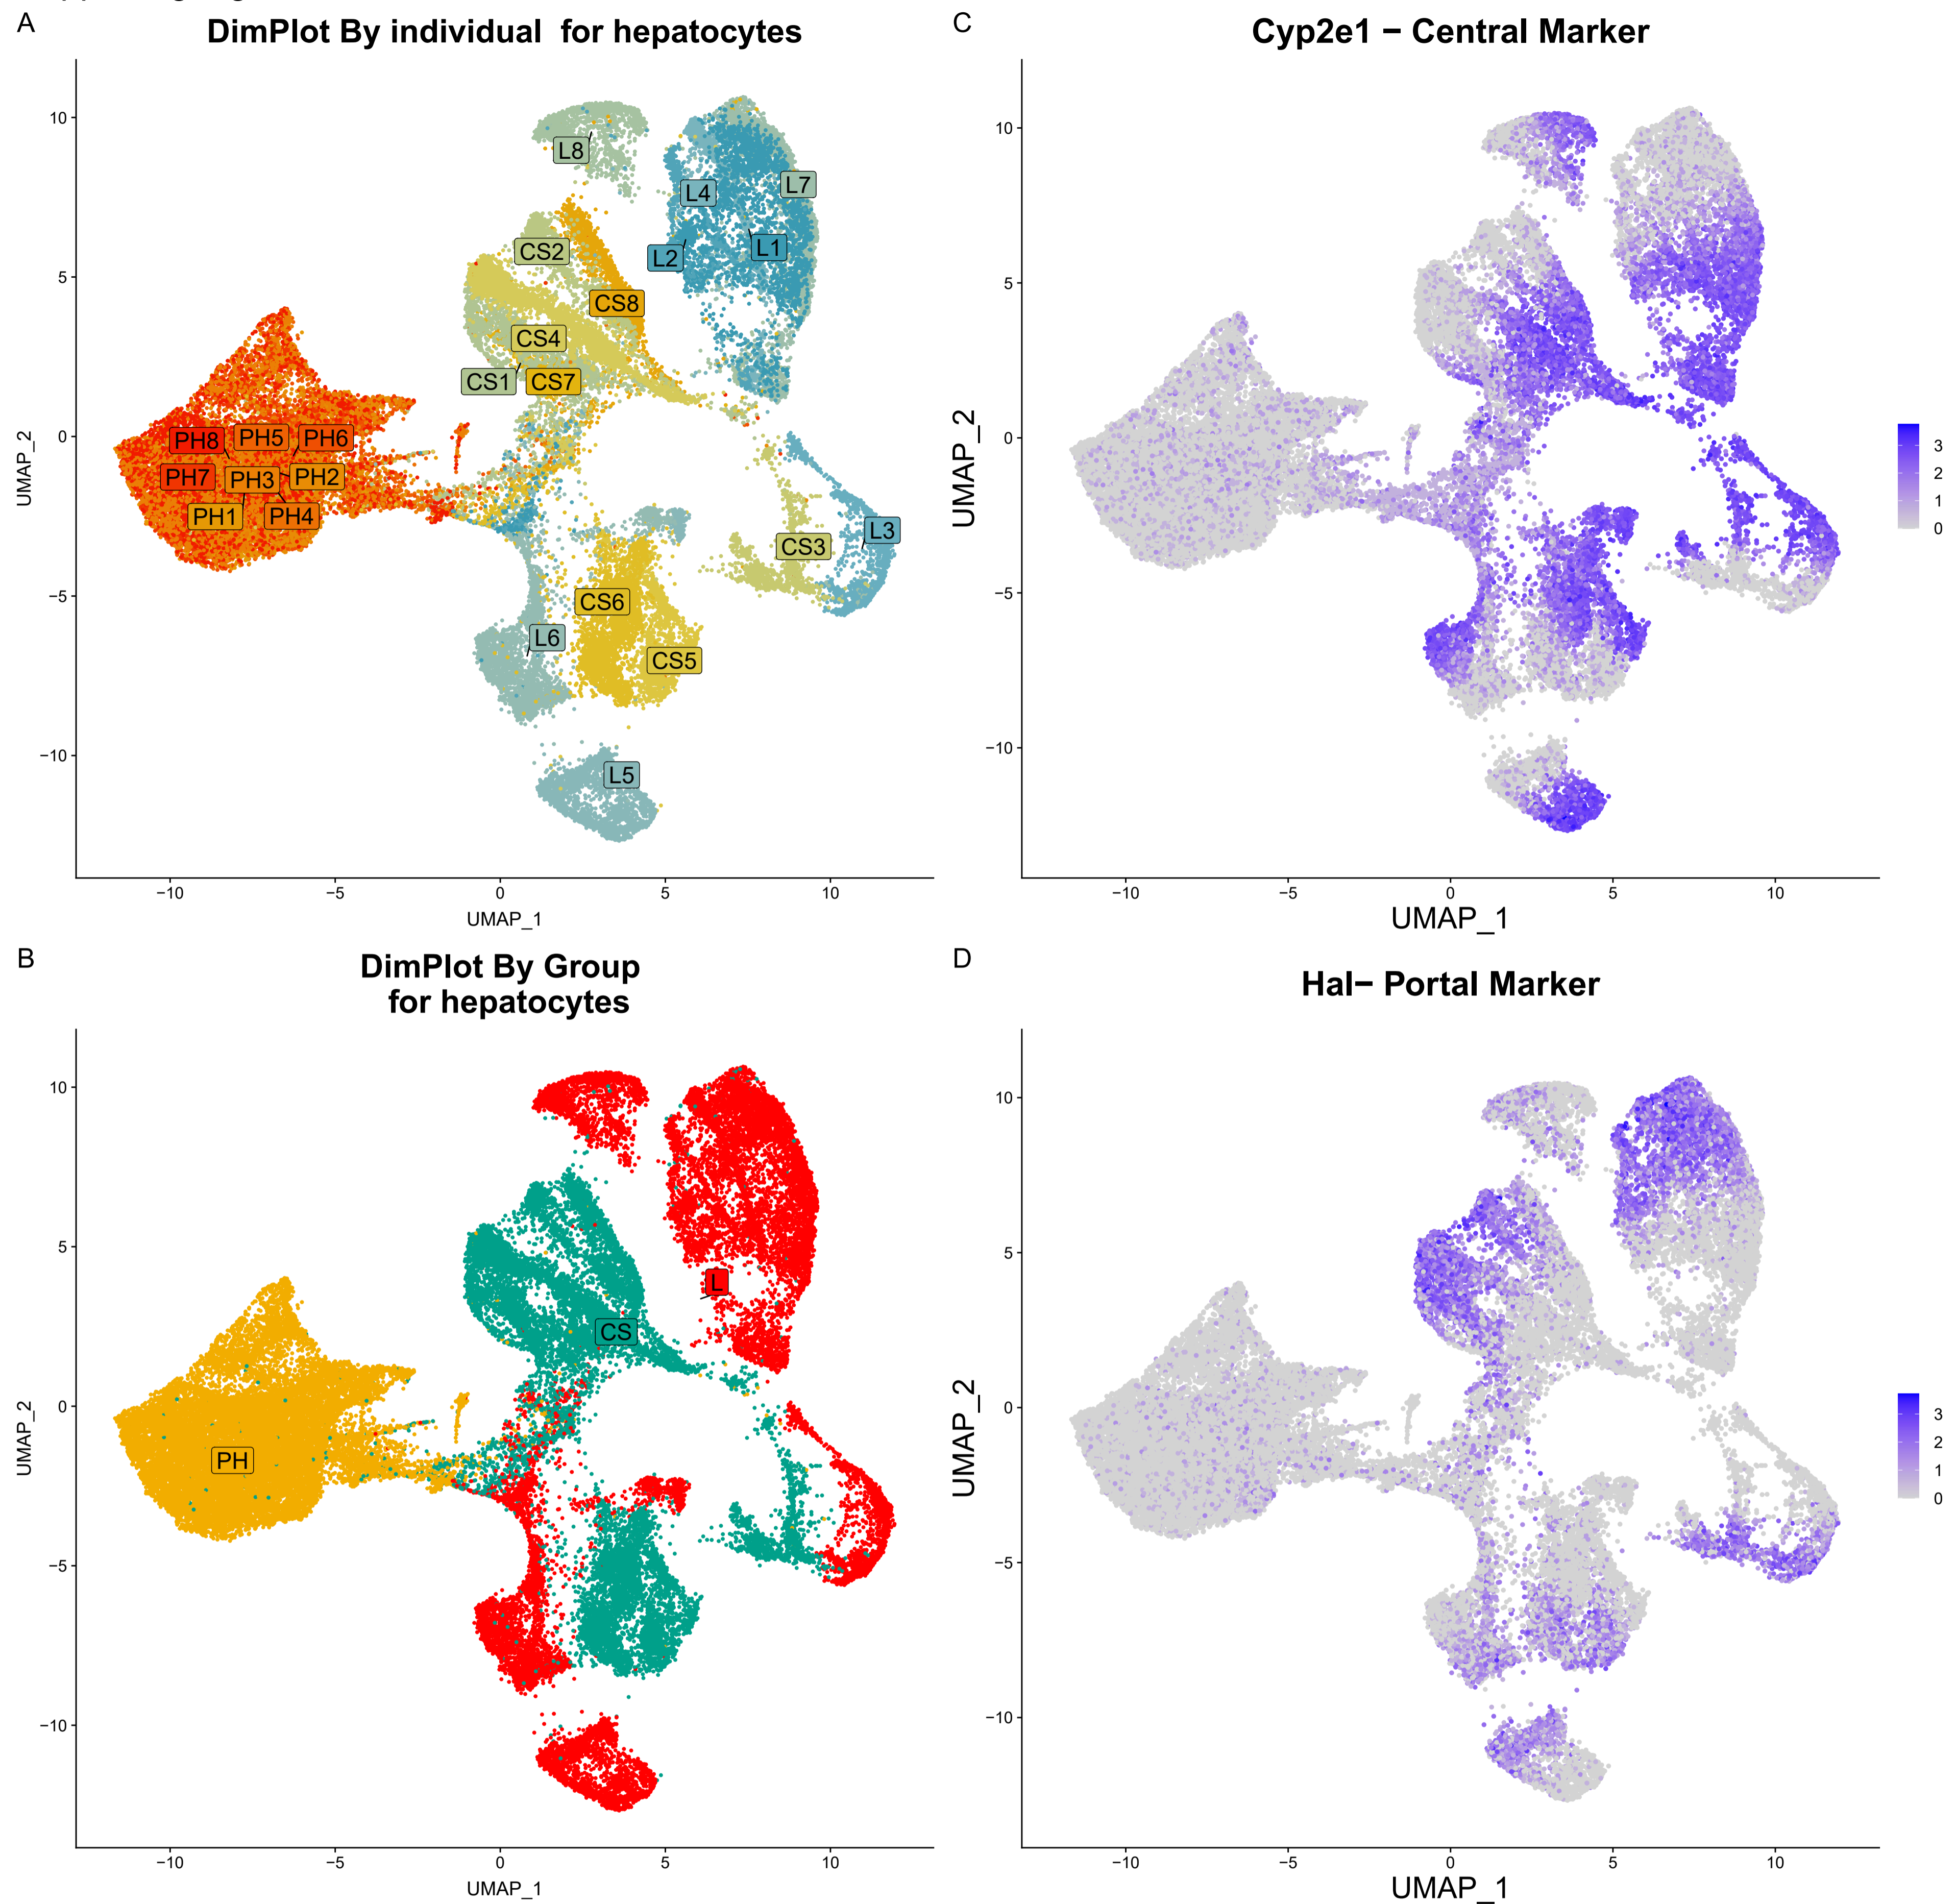

**Figure S5: Single nucleus RNAseq analysis of hepatocyte sub-populations confirms increased homogeneity in hepatocytes following 24h of culturing**

A. UMAP plot for dimension 1 and 2, showing clustering of hepatocyte populations, colored by sample ID. B. UMAP plot for dimension 1 and 2 for hepatocyte populations colored by group. C. Feature plot showing expression of the central vein-associated marker gene cytochrome p450 2e1 (Cyp2e1). Feature plot showing expression of the portal-vein associated marker gene histidine ammonia lyase (Hal). L: Liver. CS: Cell suspension. PH: Primary hepatocytes cultured for 24h.

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 16

Supporting Figure 6

A

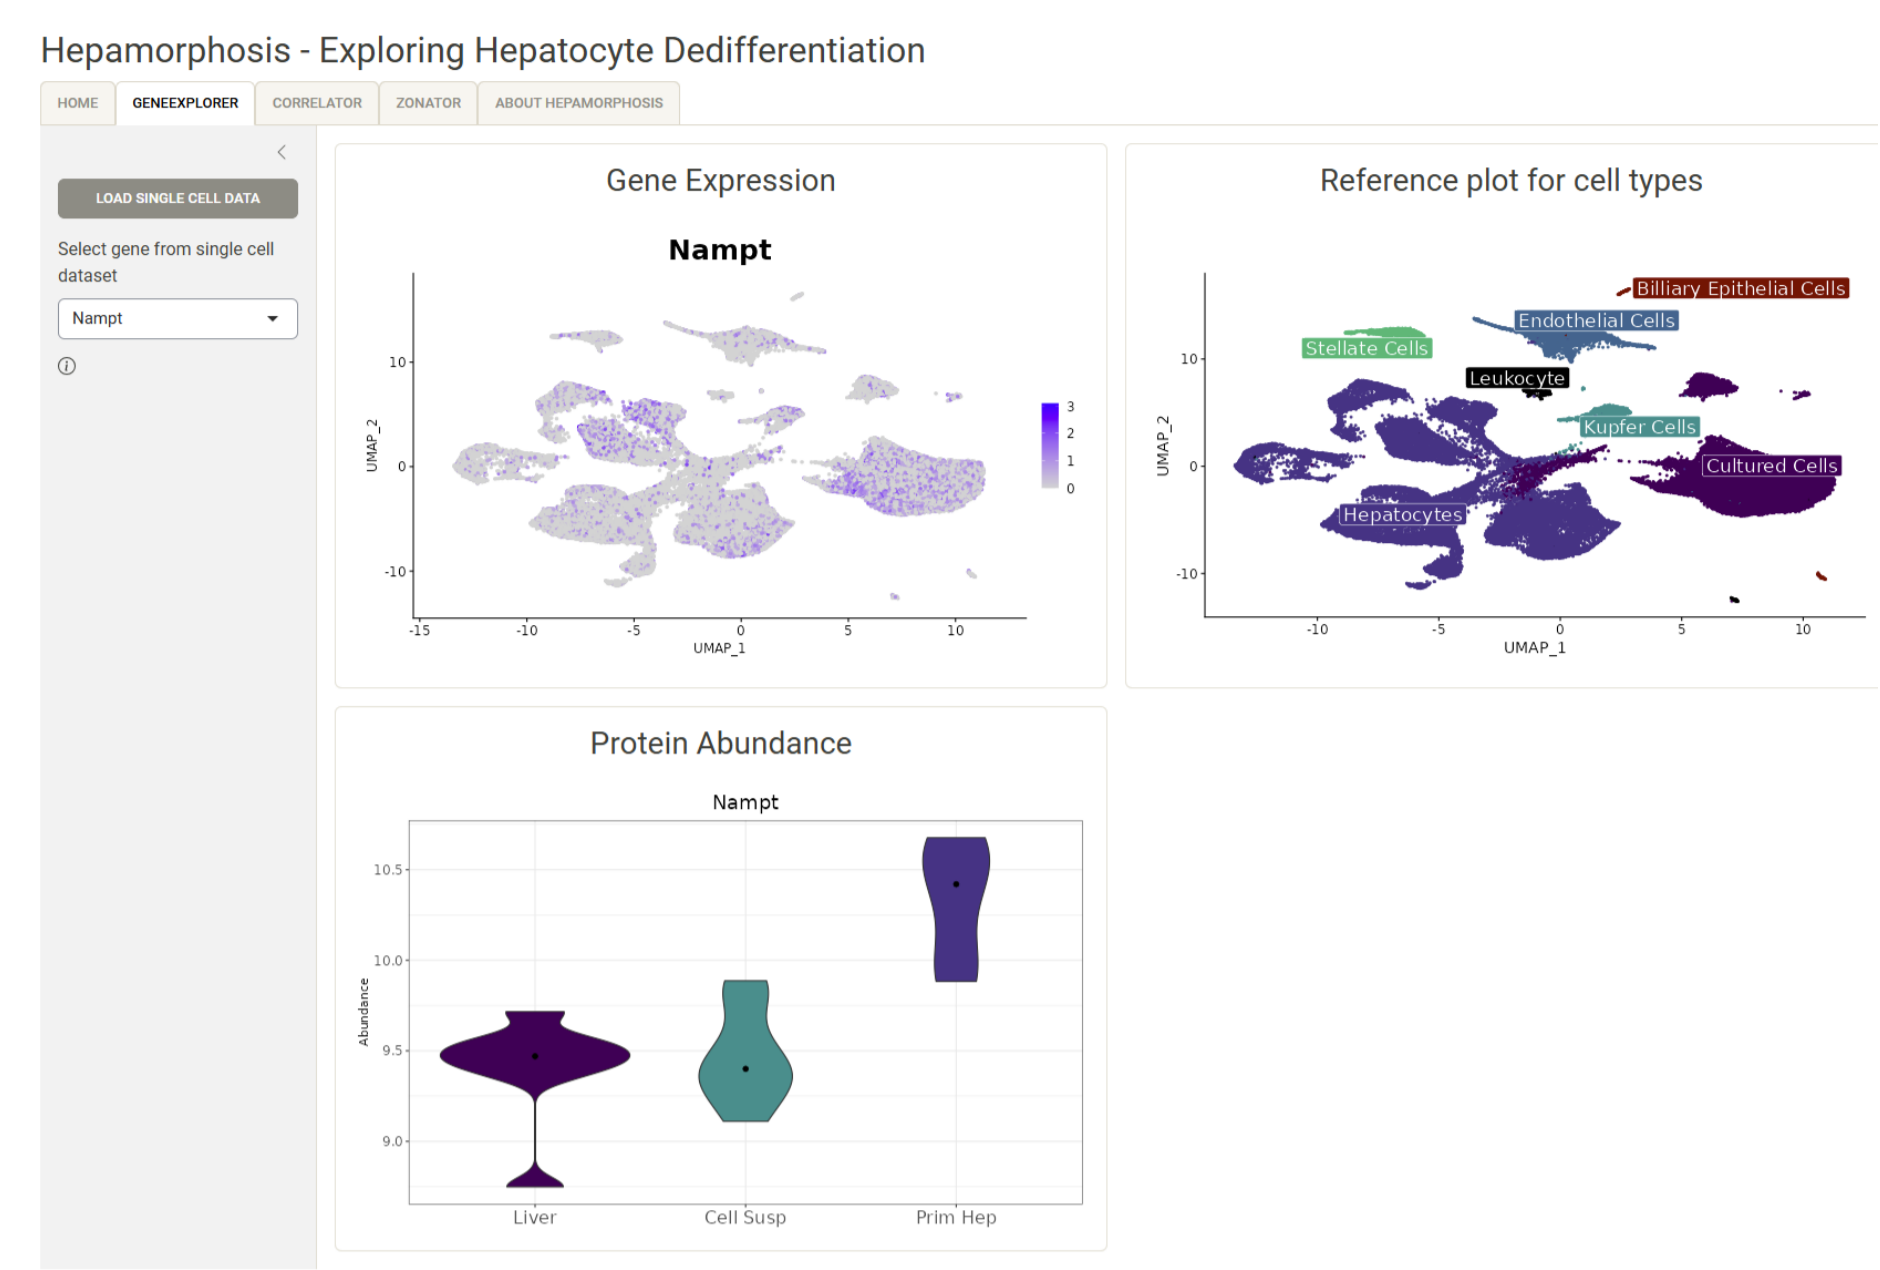

B

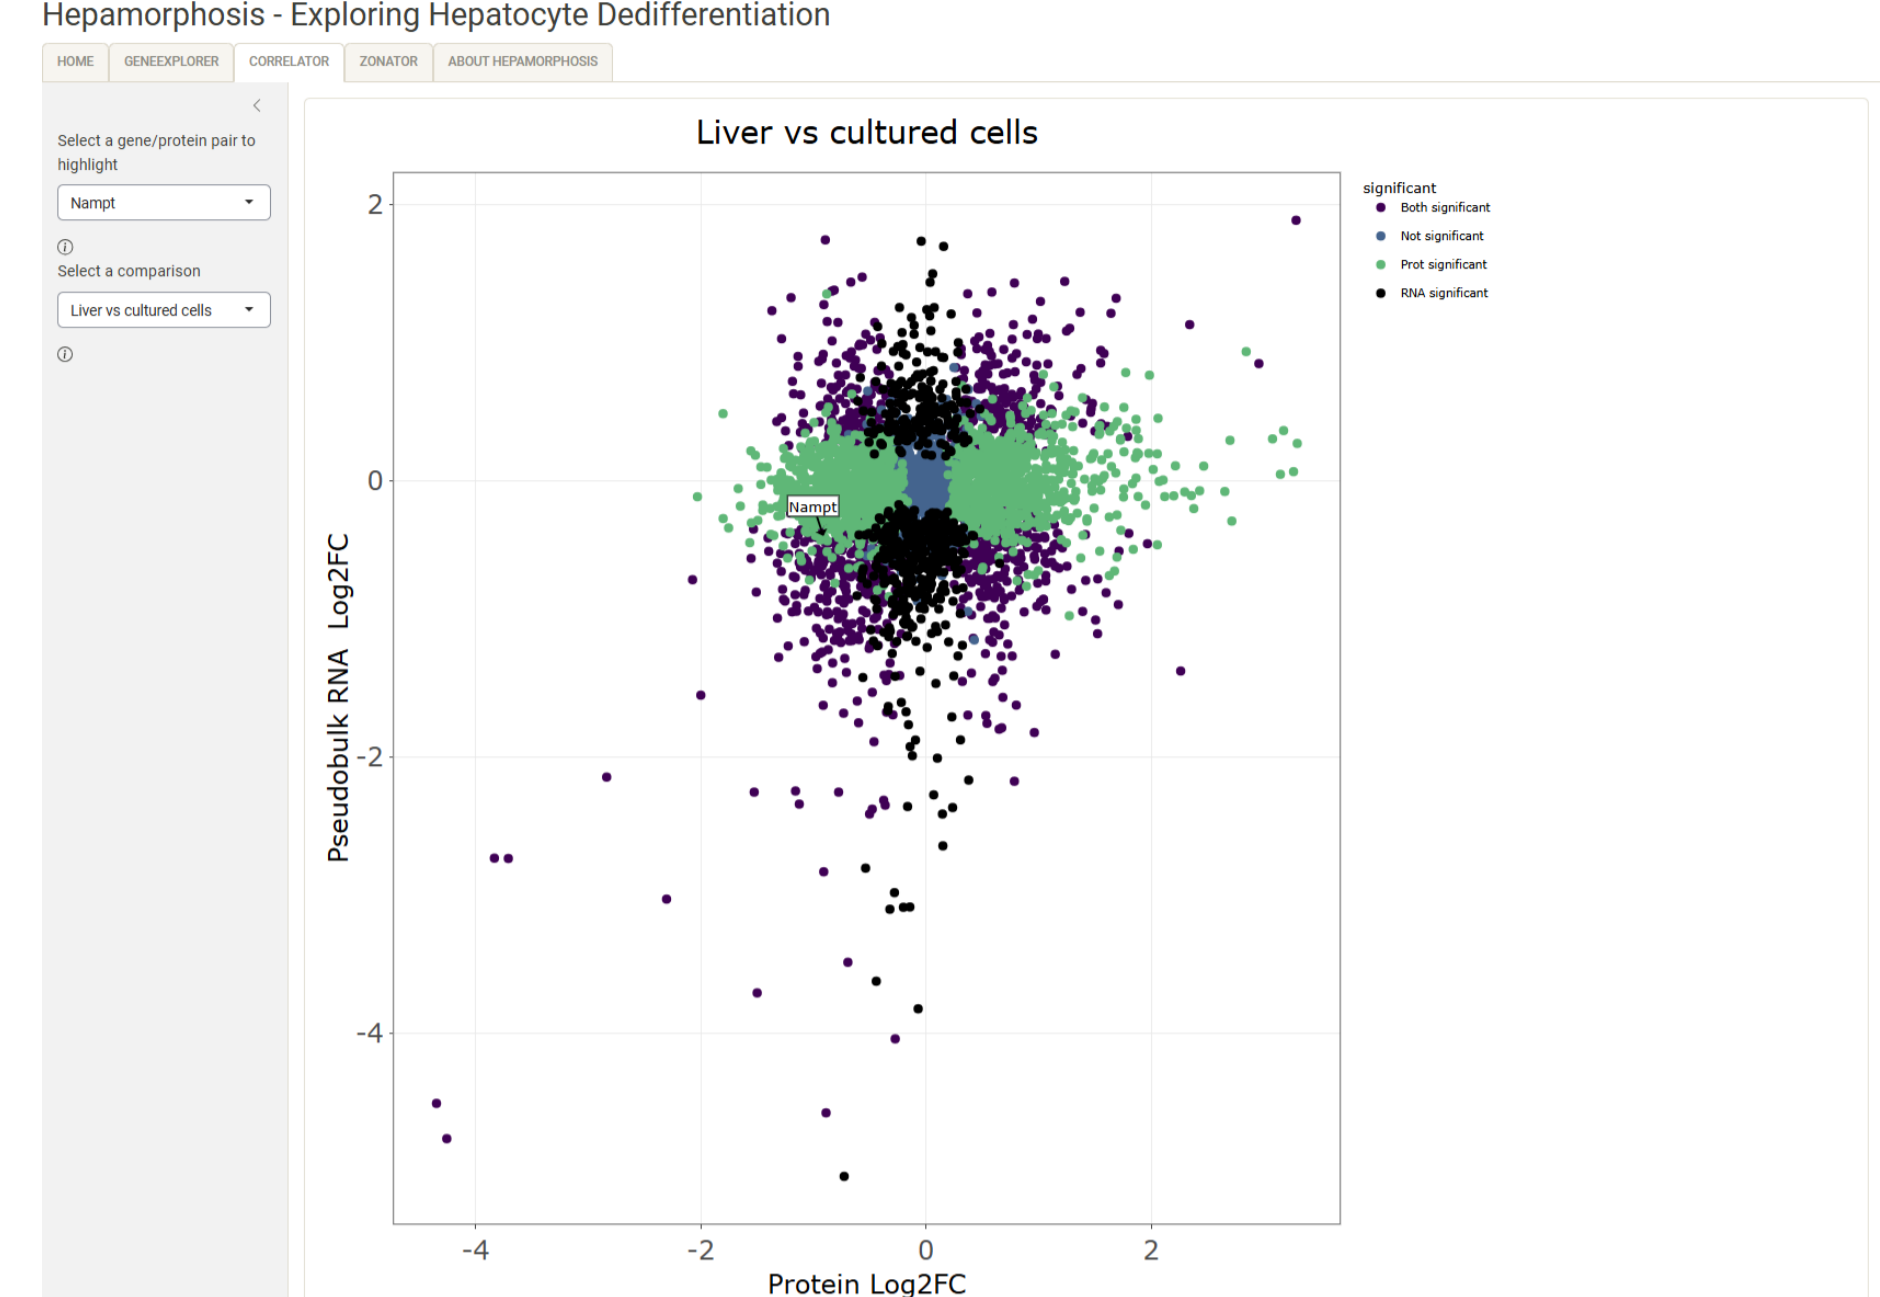

C

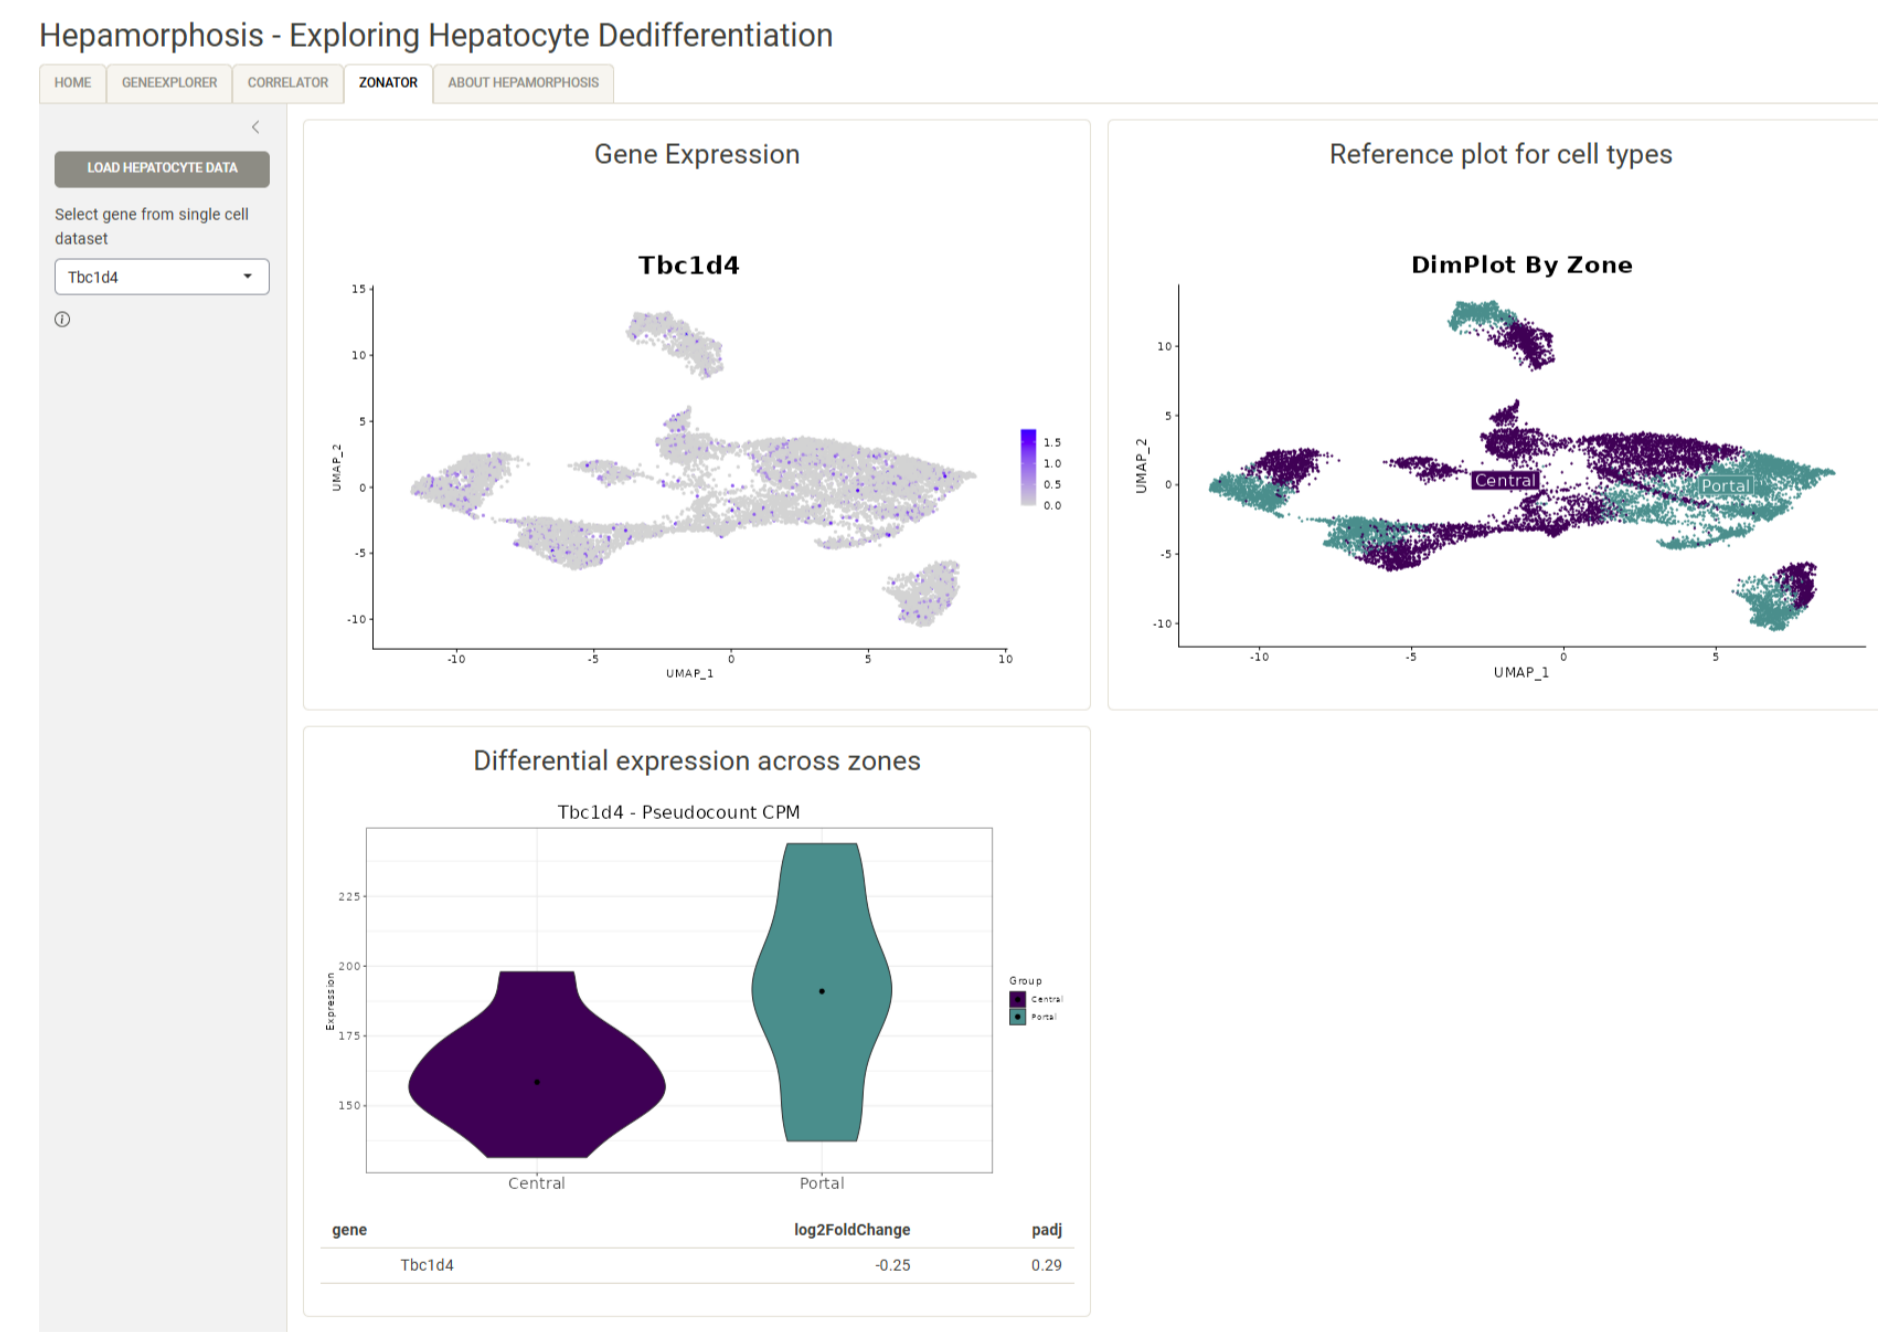

**Figure S6: The app “Hepamorphosis” allows users to explore hepatocyte dedifferentiation on their own**

A. “Geneexplorer” allows the user to select a gene found in the snRNAseq dataset. Gene expression will be displayed as a Feature Plot and if the target is found in the proteomics dataset, abundance in Liver, Cell Suspension and Primary Hepatocytes will be displayed as a violin plot. B. “Correlator” allows the user to search target genes/proteins found in both the snRNAseq- and the proteomics dataset and see how well expression and abundance correlates. C. “Zonator” allows the user to search genes found in the snRNAsset dataset and assess the potential zonation of the target.

# Supplementary material for: Hepatocyte dedifferentiation in 2D culture reveals extensive transcriptomic and proteomic rewiring
**Source:** Hepatol Commun. 2025 Oct 7;9(11):e0795. doi: 10.1097/HC9.0000000000000795
**Supplement:** Supplementary file 17

# Supporting Figure 7

## ECM genes upregulated in Liver vs Cell Suspension

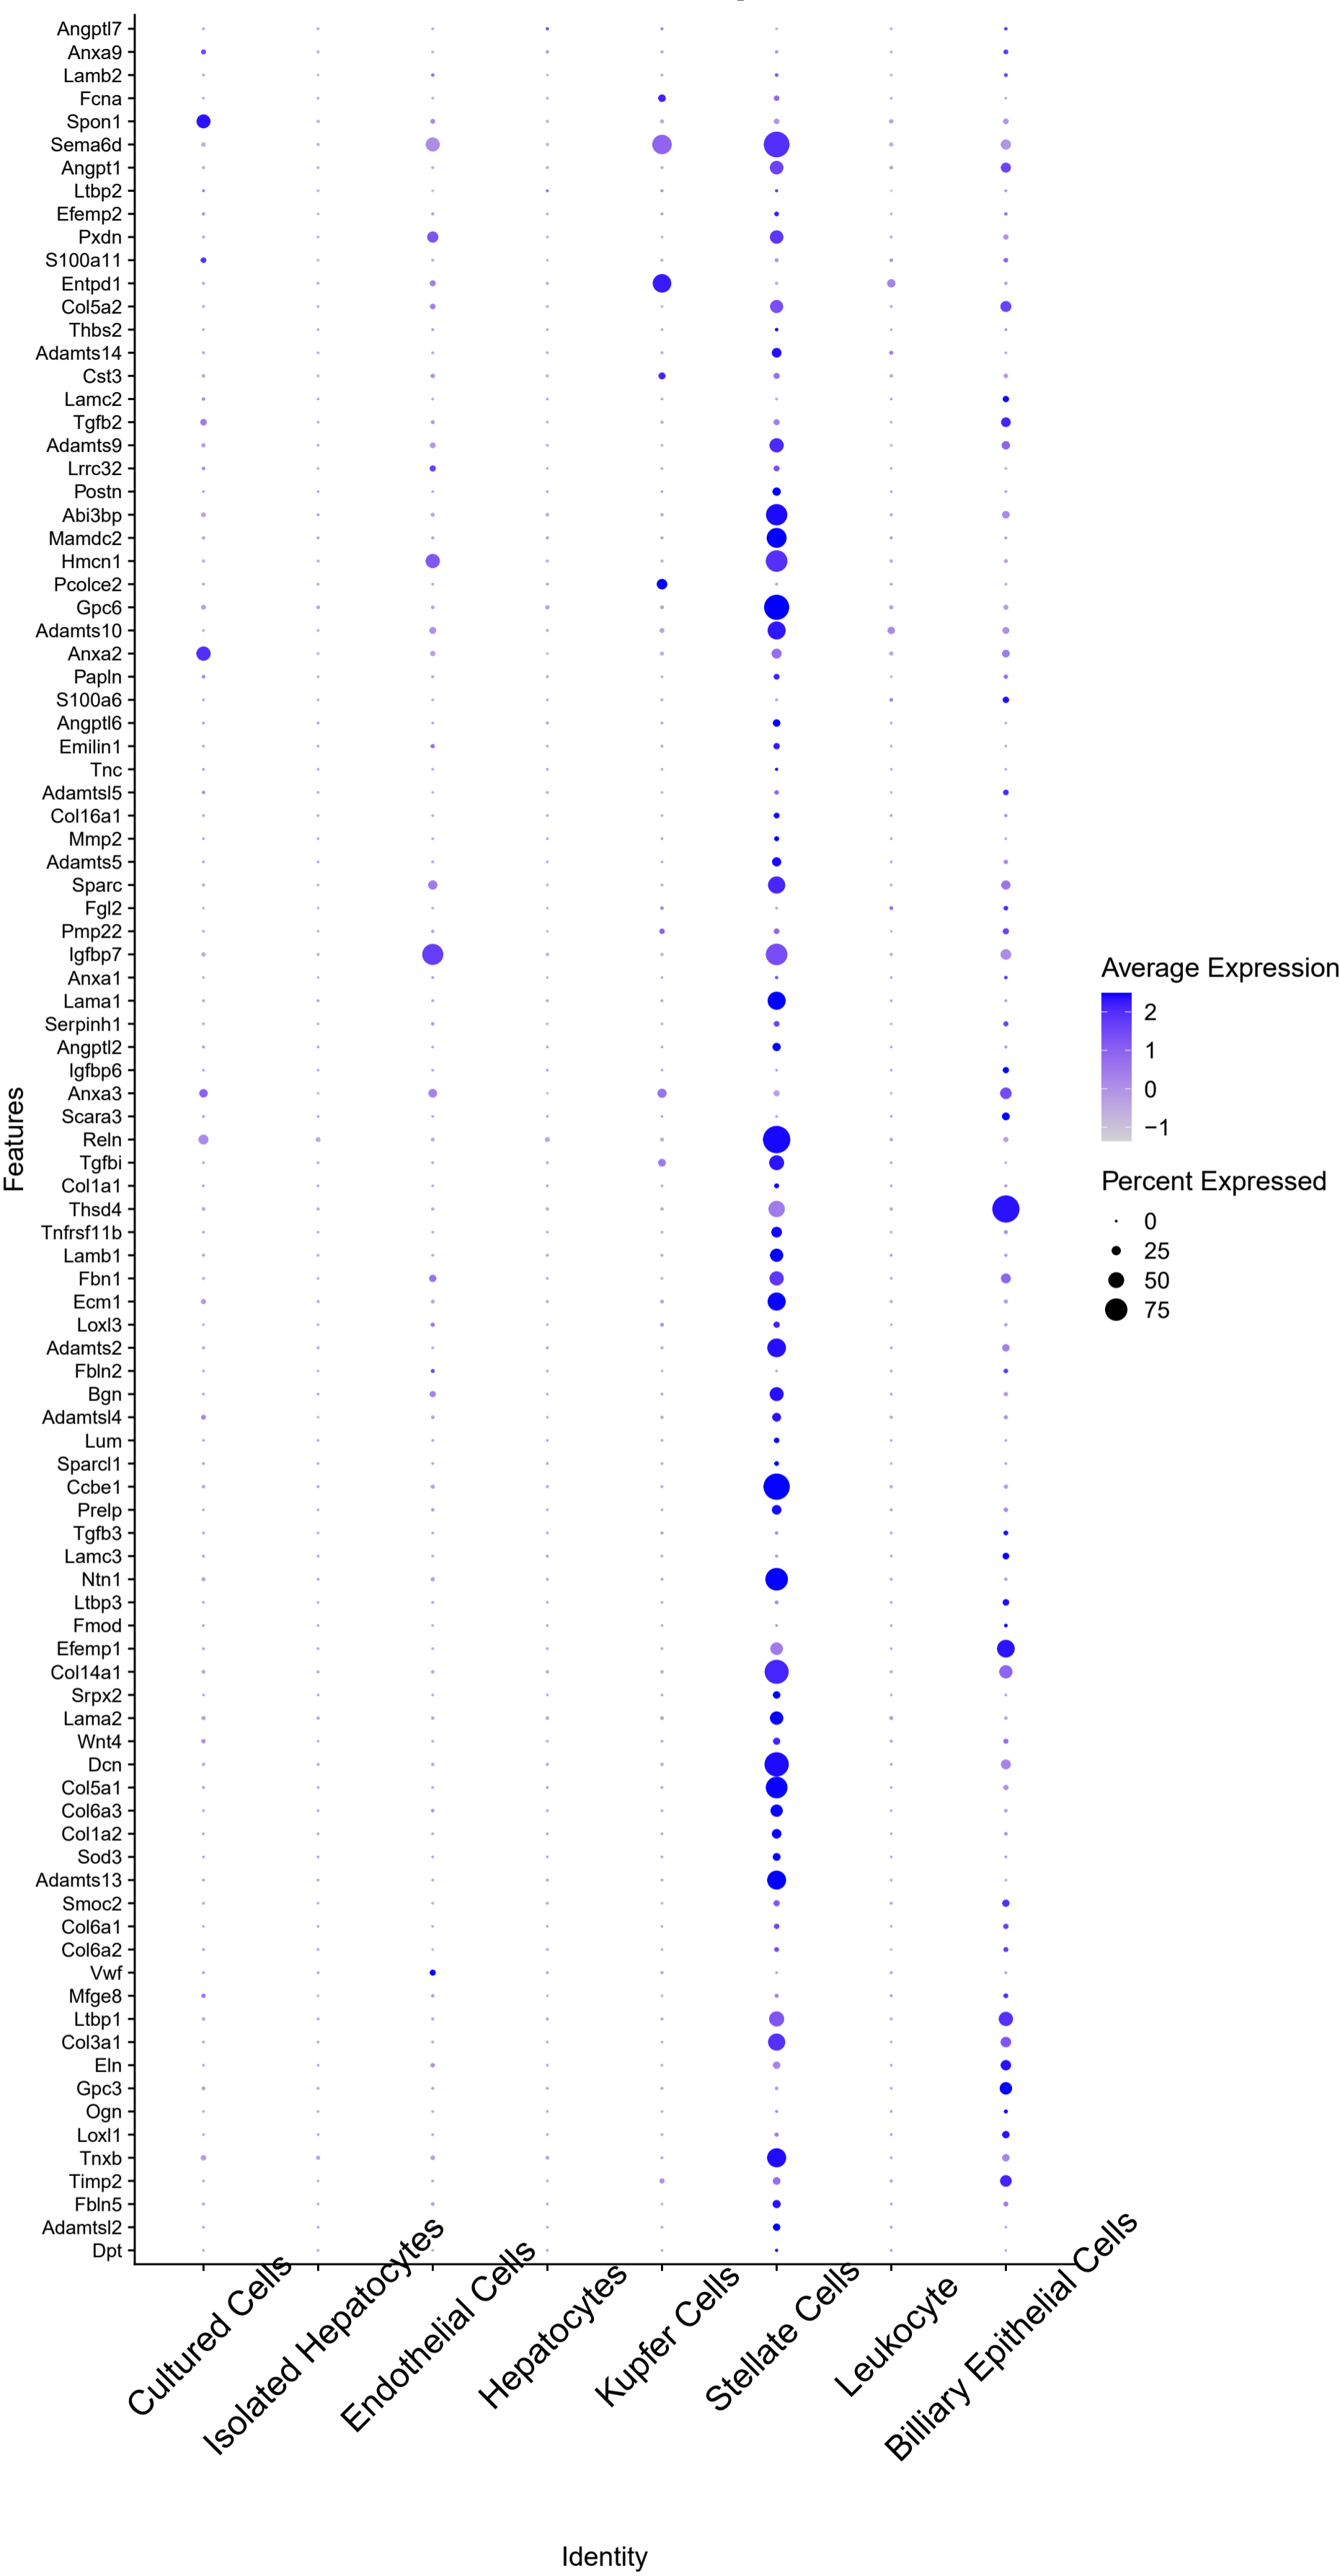

**Figure S7: Genes from the “extracellular matrix” ontology are highly expressed in the stellate cell cluster**

Dotplot of differentially expressed genes for liver vs. cell suspension belonging to the “Extracellular Matrix” ontology split by cell type

How the deposited data were processed for this re-analysis (not part of the article)

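The single-nucleus RNA data cover liver tissue (Liver), hepatocytes after perfusion and isolation (Cell Suspension) and hepatocytes after 24 hours of culture (Primary Hepatocytes) of 8 mice, 24 samples in all. Samples with the same mouse number come from the same liver, as the paper describes, which is where the pairing is taken from. The bulk RNA sequencing and the proteomics were not analysed here. The 24 samples were mixed in 6 pools of 4 hashtagged samples, each with an RNA library and a hashtag library. The authors quantified the RNA with Salmon Alevin and Alevin-fry, and the deposited matrices hold raw counts (UMIs) per barcode and gene, separately for spliced, unspliced and ambiguous RNA. The deposited hashtag matrices hold raw counts of hashtag UMIs per barcode. The authors' table of nuclei gives counts per nucleus, a demultiplexing margin as a fraction, and other entries that are labels, such as the sample, the cluster and the cell type. One hashtag is labelled CD2 and was read as the Cell Suspension sample of mouse 2, the only sample otherwise without a hashtag. The nuclei of the authors' table were used, and no nucleus was added or removed in the main results.

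The 3 splicing states were added, and the UMIs were summed per sample over all nuclei, over hepatocyte nuclei and over endothelial nuclei (cultured ones included). The authors' table names cultured nuclei only as cultured cells. Their clusters were divided here into hepatocytes, endothelial and stellate cells by the fixed marker lists, with hepatocytes as the default. Of 32285 genes in the matrices, 32158 have a symbol. Genes with at least 10 counts over all samples were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, a quasi-likelihood fit with 1 coefficient per sample type, no covariate), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The endothelial fit required at least 10 nuclei per sample, which each of the 24 samples had. Gene families fixed by symbol were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01, and adjusted over 54 tests. Fixed lists of early response genes, liver transcription factors, fetal liver genes, pan-endothelial genes, hepatocyte genes, pericentral and periportal genes and cell type markers were used, as well as lists of clock genes and mesothelial genes written later. Apart from members of these lists, genes named in the text are those that the paper names or shows in Figures 4D, 6C, 6H and 7A, and the 5 with the largest rise and the 5 with the largest fall in hepatocyte nuclei among called genes of at least 50 CPM without overlap between Liver and Primary Hepatocytes samples. The main tests, the lists apart from clock and mesothelial genes, this rule and most alternatives were set before the data were examined. The single-gene values of 2 genes covered by these rules are not reported here.

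Shares of cell types, Shannon indices, zonation and neighbour values were computed per sample and compared with two-sided exact permutation tests, 8 samples against 8, or with exact paired tests where both values come from the same sample. The smallest p these tests can give is 1.55e-04 unpaired and 0.00781 paired. Neighbours and zonation used hepatocyte nuclei of at least 1000 UMIs thinned to 1000 UMIs, with 2000 variable genes, 35 principal components, 20 neighbours and 662 nuclei per sample for the neighbours. A separate clustering used scanpy 1.11.5 and leidenalg 0.10.2. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Hepatocyte-restricted genes, used to gauge hepatocyte RNA in other nuclei, had at least 50 CPM and at least 2-fold more in hepatocytes than in each other type. CPM compared between cell types within a sample were not TMM scaled, whereas CPM of gene tests were.

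Whether samples pair by mouse was checked as the correlation across 3859 genes of the deviations from the sample type's mean. Between Liver and Cell Suspension it was 0.406 to 0.900 for the same mouse (median 0.751), with a median of -0.109 for different mice. Between Liver and Primary Hepatocytes the medians were 0.0529 and 0.00315, and between Cell Suspension and Primary Hepatocytes 0.0247 and 0.00853. The labels thus pair Liver with Cell Suspension, while the pairing of Primary Hepatocytes rests on the mouse number alone.

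The tests were tried on simulated data with the depths of these samples. Of 200 or 400 changed genes, between 85% and 91.5% were recovered in all nuclei, between 93% and 95% in hepatocyte nuclei and between 94% and 97.5% in endothelial nuclei. Camera with the preset correlation also called families without a simulated shift, 2 between Cell Suspension and Primary Hepatocytes and 1 between Liver and Cell Suspension in hepatocyte nuclei, and 1 between Cell Suspension and Primary Hepatocytes in endothelial nuclei. In 2 further cases it called the ribosomal protein genes without a shift between Liver and Cell Suspension (adjusted p = 0.0459 in hepatocyte and 4.02e-04 in endothelial nuclei).

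Alternatives were DESeq2 1.42.0, RLE normalization, edgeR's filter on expression, no count filter, a stricter threshold of 0.01, a limit of 1 on the absolute log2 fold change, the mouse as a block, the pool as a covariate, and fits with only the groups compared. Further alternatives were spliced or unspliced counts alone, removal of 686 outlier nuclei (3 median absolute deviations), thinning to the smallest total, leaving out mice 3, 5 and 6 or each mouse in turn, fry, and camera with an estimated correlation. The p-values of fry and of the estimated correlation shift slightly with the linear algebra kernel in use, so the kernel was fixed for all runs. Per nucleus, other thinning depths, neighbour numbers and components, a separate clustering and pooled nuclei were tried.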

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

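Chosen after their results were seen were the tests of Lipc, Gclc and Alb for RNA from hepatocytes, and of different cell types in Liver for the unspliced share. A sample was singled out when its gap to the nearest other sample of its type exceeded Dixon's 95% limit. Chance alone singles out about 1 in 20 groups, and 5 of 81 groups stood out here where 4.05 are expected.

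Among Cell Suspension samples, mouse 2 had a stellate share of 2.35%, above a range of 0.619% to 1.04% in the others, from 33 stellate nuclei. Without mouse 2, the difference between Primary Hepatocytes and Cell Suspension was 0.171 percentage points (exact permutation test, adjusted p = 0.664). Mouse 7 had a leukocyte share of 1.02%, from 9 nuclei, with at most 0.187% in the others. It is the smallest sample, with 880 nuclei and 2709659 UMIs. Without it, the difference between Primary Hepatocytes and Cell Suspension was -0.0633 percentage points (adjusted p = 0.113). In hepatocyte nuclei, mitochondrially encoded RNA made up 0.457% of UMIs in mouse 1, above a range of 0.135% to 0.263%. No technical or biological explanation was tested for these samples.

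In endothelial nuclei, Gata4 stood at 242 CPM in Primary Hepatocytes of mouse 7, above 71.9 to 152 CPM in the others, and Itgb3 at 65.3 CPM in Liver of mouse 2, above 14.1 to 36.0 CPM. Leaving out mouse 7 or mouse 2 changed neither the direction nor the call of Gata4 or Itgb3 between Liver and Primary Hepatocytes. No technical or biological explanation was tested for these samples.

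The change from Liver to Primary Hepatocytes differed between endothelial and hepatocyte nuclei for 6994 of 26568 genes (26.3%) in a test of the difference itself, 756 of them called in opposite directions. That test fits both cell types together with one joint TMM scaling, so its differences are not the subtraction of the separate log2 fold changes. Of the 7 genes of Figure 6H examined here, 5 differed. The difference, endothelial minus hepatocyte, was -1.01 on the log2 scale for Arhgap31 (adjusted p = 1.28e-05), -1.59 for Gata4 (1.31e-09), 1.49 for Itgb3 (1.60e-04), -4.29 for Pkm (2.74e-19) and 0.83 for Lipc (0.00169). Adgrf5 and Gclc did not differ (-0.22, adjusted p = 0.388, and 0.03, adjusted p = 0.980).

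RNA from hepatocytes in the same pool may account for the Lipc and Gclc of endothelial nuclei. Their ratios of endothelial to hepatocyte nuclei lay at percentiles 4.80 and 18.1 of the 354 hepatocyte-restricted genes. The median ratio of those genes was 0.178 in Liver and 0.471 in Primary Hepatocytes, as they fell in hepatocyte nuclei (median log2 change -1.08). Lipc and Gclc rose there, so a place within this range cannot decide the question. A rise of Lipc or Gclc inside endothelial cells stays open beside RNA from hepatocytes. For Arhgap31, Gata4, Itgb3 and Pkm no explanation of the difference was tested.

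The share of unspliced UMIs, which the paper does not report, was 64.2% ± 1.74 (SD, n = 8) in hepatocyte nuclei of Primary Hepatocytes and 74.3% ± 1.70 (SD, n = 8) in those of Liver. The difference of -10.1 percentage points separated the samples without overlap (two-sided exact permutation test, p = 1.55e-04, the smallest possible). Most of it was present before culture, as Cell Suspension had 66.7% ± 3.17 (SD, n = 8), -7.64 percentage points from Liver (exact permutation test, p = 1.55e-04), with -2.45 from there to Primary Hepatocytes (p = 0.0749). Because it is present within hepatocyte nuclei, it argues against different cell types in Liver as the cause. Cytoplasmic RNA carried over with the nuclei may contribute, and mitochondrially encoded RNA was 0.366% in Primary Hepatocytes and 0.157% in Liver. In Cell Suspension mitochondrially encoded RNA was 0.222%, not past the threshold against Liver (exact permutation test, p = 0.0803). After TMM scaling, though, the 13 mitochondrially encoded genes had a median log2 fold change of 0.64 from Liver to Cell Suspension. Of these, 7 were called higher and none lower (camera with the preset correlation, adjusted p = 0.00118). From Cell Suspension to Primary Hepatocytes the median was -0.25 (camera, adjusted p = 0.564). The share and the scaled values place the larger mitochondrial step differently, so these steps decide nothing about carried-over RNA. Within sample types, the lowest Pearson correlation of mitochondrial and unspliced shares was 0.0283, in Liver (exact permutation test, p = 0.946, adjusted p = 0.946 over 3 relations, Spearman correlation 0.0238, n = 8). Without the 2 Liver samples whose mitochondrial share lies farthest from the median it was -0.745, so the value rests on those samples. Carried-over RNA and a change in splicing thus cannot be told apart with 8 samples.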

How the results depend on the processing

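Set after results were seen were the exclusion of 1 or both low-UMI clusters, endothelial nuclei annotated as cultured alone, leaving out each mouse for the spread between mice and, for gene families, RLE normalization, edgeR's filter, no count filter, leaving out mice 3, 5 and 6 or each mouse, only the groups compared, removal of outlier nuclei and the pool as covariate. The restriction to nuclei with at least 80% of hashtag UMIs on the assigned tag was not run, since 741 nuclei passed and 19 samples had fewer than 10.

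Of 210 alternative counts of differentially expressed genes, 183 stayed within 1.5 times the count reported. A limit of 1 on the absolute log2 fold change, which removes genes by construction, left 9493, 8590 and 2043 genes in all nuclei and 8979, 8366 and 2079 in hepatocyte nuclei (Liver with Primary Hepatocytes, Cell Suspension with Primary Hepatocytes, Liver with Cell Suspension). A threshold of 0.01 gave 3502 genes in all and 3901 in hepatocyte nuclei between Liver and Cell Suspension, and in endothelial nuclei 2397 between Cell Suspension and Primary Hepatocytes and 353 between Liver and Cell Suspension. Thinning to the smallest total gave 3359 between Liver and Cell Suspension in both all and hepatocyte nuclei, and 2446, 1899 and 244 in endothelial nuclei. Fewer mice, without 3, 5 and 6, gave 3294 between Liver and Cell Suspension in all nuclei and 3387, 1920 and 315 in endothelial nuclei. Spliced and ambiguous counts alone gave 4075, 2197 and 429 in endothelial nuclei. Between Liver and Primary Hepatocytes in endothelial nuclei, edgeR's filter gave 3818 and the pool as covariate 3268, and the latter gave 334 between Liver and Cell Suspension. Leaving out each mouse gave 432 to 768 genes there.

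Of 138 alternative counts of gene families past the threshold, 132 stayed within 1.5 times the count reported. The other 6 were those with camera's estimated correlation, 1, 0 and 0 families in all nuclei and 2, 1 and 1 in hepatocyte nuclei, so the family calls depend on the assumed correlation. Among 1236 values of single families, 1144 kept direction and side of the threshold, 75 fell short of it, 14 newly passed it and 3 reversed. The reversed medians, all in all nuclei, were 0.029 for the respiratory chain between Cell Suspension and Primary Hepatocytes with unspliced counts (adjusted p = 0.979), -0.0076 for preribosome genes between Liver and Cell Suspension with unspliced counts (0.947), and 0.090 for cytosolic ribosomal proteins between Liver and Cell Suspension without mice 3, 5 and 6 (0.0346). For these reversals the cause was not tested.

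Of 4425 tested values of single genes reported here, 4296 kept direction and side of the threshold, 83 fell short of it, 35 newly passed it and 11 reversed, for which the cause was not tested. With spliced and ambiguous counts alone, the log2 fold change from Liver to Primary Hepatocytes was 0.76 for Adgrf5 and -0.66 for Igfbp7 in hepatocyte nuclei, and 0.055 for Erg and 0.066 for Esam in endothelial nuclei. With unspliced counts alone it was 0.16 for Thy1 in all nuclei, and -0.70 for Alb, -2.24 for Serpina1c and -1.07 for Apoa1 in endothelial nuclei. With the pool as covariate it was 0.24 for Ptprc and 0.96 for Igkc in hepatocyte nuclei and 0.11 for Cps1 in endothelial nuclei. With unspliced counts alone, 9 early response genes passed the threshold between Liver and Cell Suspension. Of the fetal liver genes, 2 passed under edgeR's filter and 2 after thinning.

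Of 198 tested alternative values of cell type shares, 190 kept direction and side of the threshold. The biliary difference between Primary Hepatocytes and Cell Suspension fell short when paired by mouse (-0.156, adjusted p = 0.0511) and with the separate clustering (-0.155, 0.0632). Leaving out each mouse gave -0.184 to -0.122, short of the threshold without mouse 1, 6, 7 or 8. The leukocyte difference of these types ranged from -0.210 to -0.0633, the latter without mouse 7, and passed the threshold without mouse 2 or 5. With the mouse as block or pair, 305 values kept their call, 1 fell short (biliary, above) and 4 newly passed: Hal (below), Cd163 from Liver to Primary Hepatocytes and Slc2a2 from Liver to Cell Suspension in hepatocyte nuclei, and Lipc from Liver to Cell Suspension in endothelial nuclei.

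The difference in zonation correlation between Liver and Cell Suspension was -0.00277 with Cyp2e1 and Hal alone (p = 0.953), a reversal whose cause was not tested. Between these types, the share of nuclei with Cyp2e1 passed the threshold of the exact permutation test without thinning (-10.1 percentage points, p = 0.0162) and that with Hal when paired by mouse (4.98, p = 0.0391). All 30 tested alternative values of diversity and all 18 of mouse separation kept their side of the threshold, and the values of pooled nuclei were not tested. The spread between mice in Liver, Cell Suspension and Primary Hepatocytes was 0.247, 0.268 and 0.211 with log2(CPM + 5), 0.243, 0.274 and 0.194 among genes of at least 50 CPM, and 0.253, 0.285 and 0.214 without mice 3, 5 and 6. Without each mouse it was 0.230 to 0.241 in Primary Hepatocytes. For nuclei below the median UMI total, the hepatocyte genes no longer differed between endothelial and hepatocyte nuclei of Primary Hepatocytes (-588 CPM, exact paired permutation test, p = 0.492). For collagen genes alone, hepatocyte, endothelial and stellate nuclei of Liver held 82.2%, 6.31% and 9.17% of UMIs. Dimension 1 of the scaling held 70.8% of the variance with log2(CPM + 5) and 86.8% with the 500 most variable genes.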

Differences from the paper's values

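Of the values below, only those of Gata4 in cultured nuclei alone and of Lum without low-UMI clusters were chosen after results were seen. In the main analysis, each count, share and percentage of the paper that was recomputed here lies within the limits set for a difference. For a count that the paper gives as a minimum, the limit was a 1.5-fold shortfall. The paper states over 5000 genes that differ between Liver and Cell Suspension, and the main count in all nuclei was 5630. Of the alternatives set before the data were examined, 2 were past the limits, with 2043 under a limit of 1 on the absolute log2 fold change and 3294 without mice 3, 5 and 6. Others were below 5000 but within the limits, with 3359 after thinning, 3502 under a threshold of 0.01, 4798 with only the groups compared, 4981 with unspliced counts alone and as few as 4694 without 1 mouse.

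The paper describes Arhgap31 and Adgrf5 as reduced in endothelial cells of Primary Hepatocytes. In endothelial nuclei their log2 fold changes against Liver were -0.03 and -0.09 and ranged from -0.28 to 0.19 and from -0.34 to 0.16 over the alternatives, none of which called either gene. In the sums of all nuclei both were called lower, by -1.02 and -1.15. The paper places Gata4 in Liver and Cell Suspension alone, and endothelial nuclei of Primary Hepatocytes held 127 ± 54.3 CPM (SD, n = 8), with 76 nuclei annotated as non-cultured among them. Before TMM scaling it was 141 CPM in all these nuclei and 81.8 CPM in those annotated as cultured alone. The fall from Liver that the paper describes was present (-2.76).

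The caption of Figure 7A gives a fold change beyond 2 on the log scale for both RNA and protein. The criterion in the paper's text does not name RNA or protein, and which nuclei were summed for it is not stated. In the sums of all nuclei 19 of 29 genes lay beyond 2, while Basp1 (1.08), Cavin1 (0.76), Col1a1 (-1.30), Emilin1 (-1.50), Hcls1 (-1.20), Lum (-1.92), Marcks (-1.65), Ppp1r12b (-1.14), Rgs10 (-1.51) and Thy1 (-1.24) did not, although each passed the threshold of the test. Basp1 lay beyond 2 in hepatocyte nuclei (3.51), as did Cavin1 there with the pool as covariate (2.03). With spliced and ambiguous counts alone Lum (-2.46) and Rgs10 (-2.17) did, Marcks with unspliced counts alone (-2.38), and Lum also without mouse 3, 4 or 8 (-2.04, -2.05 and -2.11). Lum also did so without the low-UMI cluster annotated as cultured or without both low-UMI clusters (-2.08 and -2.04), settings chosen after seeing the values, under which each of the 29 genes still passed the threshold of the test.

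The paper reports Kupffer cells, biliary epithelial cells and leukocytes as absent from Primary Hepatocytes, and its annotation holds 77, 23 and 10 such nuclei there. These nuclei carry annotations of non-cultured cells and may be misassigned from other samples of the pool, which could not be settled. The paper describes Primary Hepatocytes as without clustering by mouse, and 23.1% of neighbours came from the same mouse, where chance gives 12.5%. The paper judged clustering on UMAP plots, a different measure, so these results need not conflict.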

Other observations

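Chosen after results were seen were the tests of clock genes against other genes and over pairings that keep pools apart, of cultured markers over pools, of the endothelial share, of mesothelial cells, of Alb, and of splits for family medians. Splits of the samples that part as many mouse pairs as the real one (25, the real one included) were compared with it. For the 9 counts of differentially expressed genes, the early response genes and the liver transcription factors with fetal genes, only 1 split, the real one, was as large. Other splits called at most 338 genes in all or hepatocyte nuclei and at most 1342 in endothelial nuclei. Only the real split was as large, too, for the median change of ribosomal protein and of respiratory chain genes in hepatocyte nuclei between Liver and Primary Hepatocytes. The same was true of most other family medians. Being the largest of 25 is the most this comparison can show, and it was not adjusted for the number of patterns. By itself it does not exclude chance. For some family medians the real split did not stand out and chance cannot be excluded, among them ribosomal protein genes between Liver and Cell Suspension (4 splits in hepatocyte and 20 in all nuclei). The same holds for extracellular matrix genes between these types in all nuclei (8 splits). Chance cannot be excluded for the number of gene families past camera's threshold, since 10, 7 and 5 splits were as large in all nuclei and 9, 16 and 3 in hepatocyte nuclei.

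In hepatocyte nuclei, 15 of 17 early response genes were higher in Cell Suspension than in Liver and none lower, with a median log2 fold change of 3.88 and a range of 0.09 to 7.70 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 15 adjusted over the list alone). Fosb rose from 1.17 to 240 CPM and Fos from 3.91 to 355 CPM. From Cell Suspension to Primary Hepatocytes 13 were lower and 2 higher. All 11 liver transcription factors tested were lower in Primary Hepatocytes than in Liver, with a median of -2.26 and a range of -6.11 to -0.93 (11 adjusted over the list alone). Of 8 fetal liver genes tested, 4 were higher and Afp was lower, with a median of 1.03 (camera, adjusted p = 0.204; 5 adjusted over the list alone).

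The rise of cytosolic ribosomal protein genes in hepatocyte nuclei of Primary Hepatocytes was tested against 3 technical explanations. With unspliced counts alone the median log2 fold change was 1.56, which argues against spliced RNA from the cytoplasm. After thinning to the smallest total it was 1.03, which argues against depth, and it lay at percentile 100 of random lists matched on length and expression. For the fall of respiratory chain genes the corresponding values were -0.99, -0.70 and percentile 0.01. With the pool as covariate, the medians were 0.52 for the ribosomal and -1.04 for the respiratory chain genes, so the size of both changes depends on this choice while the directions stayed. From Liver to Cell Suspension the respiratory chain median was already -0.44, so at least a part of the fall precedes culture. From Cell Suspension to Primary Hepatocytes it was -0.39, which was not past camera's threshold with unspliced counts alone. How much of the fall belongs to culture thus depends on the counts used. Reads shared with pseudogenes were not tested.

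Nuclei of Primary Hepatocytes annotated as non-cultured may be misassigned nuclei of other samples in the pool, as 32.6% of their hashtag UMIs lay on the assigned tag. Partly dedifferentiated hepatocytes cannot be told apart from them, since the cultured markers can be compared with Cell Suspension in only 4 pools (exact paired permutation test, p = 0.375, with 0.125 the smallest possible). Alb in hepatocyte nuclei of Primary Hepatocytes may in part be free RNA of non-cultured hepatocytes in the pool, as endothelial nuclei held 0.854 times as much (exact paired permutation test, p = 0.266).

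Clock genes differed between mice in Liver and Cell Suspension. Over 13 clock genes, without 3 seen to lead clusters, Liver and Cell Suspension of the same mouse in different pools had a median correlation of 0.791, against -0.622 for different mice, which argues against the pool as the cause (exact permutation of the mean correlation over 408 pairings of these 6 mice that keep pools apart, p = 0.00245, the smallest possible). Their median SD over mice was 0.573 on the log2 scale in Liver, above random lists (0.201 to 0.404), which argues against them varying no more than other genes. In Primary Hepatocytes it was 0.288, at percentile 92.0 of random lists. A candidate explanation is a different hour of tissue collection, which is not given in the sources used here and was not tested.

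The mouse separation left in Primary Hepatocytes may stem in part from free RNA shared within a pool. Neighbours per other mouse of the same pool exceeded those per mouse of other pools 1.19-fold (median, above 1 in 5 of 7 samples), too few samples to tell this apart. The endothelial share of Primary Hepatocytes was not correlated with that of Cell Suspension of the same mouse (Pearson correlation -0.209, exact permutation test, p = 0.613, Spearman correlation -0.286, n = 8), and without the 2 samples farthest from the median the Pearson correlation was -0.520. Pools held 76.0% of its variance (exact permutation over 1680 arrangements, p = 0.0964), so neither carry-over nor the pool can be told apart with 8 samples.

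Mesothelial cells inside the biliary annotation may account for part of the biliary fall from Liver to Cell Suspension. The cluster that falls, with 157 nuclei in Liver and 1 in Cell Suspension, held 1650 CPM of mesothelial markers. The share of the other cluster was 0.326% in Liver and 0.263% in Cell Suspension (exact permutation test, p = 0.444).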
